# Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment

**DOI:** 10.1371/journal.pone.0049569

**Published:** 2012-11-14

**Authors:** Matheus Correa-Costa, Hátylas Azevedo, Mariane Tami Amano, Giselle Martins Gonçalves, Meire Ioshie Hyane, Marcos Antonio Cenedeze, Paulo Guilherme Renesto, Alvaro Pacheco-Silva, Carlos Alberto Moreira-Filho, Niels Olsen Saraiva Câmara

## Abstract

Ischemia/reperfusion injury (IRI) is a leading cause of acute renal failure. The definition of the molecular mechanisms involved in renal IRI and counter protection promoted by ischemic pre-conditioning (IPC) or Hemin treatment is an important milestone that needs to be accomplished in this research area. We examined, through an oligonucleotide microarray protocol, the renal differential transcriptome profiles of mice submitted to IRI, IPC and Hemin treatment. After identifying the profiles of differentially expressed genes observed for each comparison, we carried out functional enrichment analysis to reveal transcripts putatively involved in potential relevant biological processes and signaling pathways. The most relevant processes found in these comparisons were stress, apoptosis, cell differentiation, angiogenesis, focal adhesion, ECM-receptor interaction, ion transport, angiogenesis, mitosis and cell cycle, inflammatory response, olfactory transduction and regulation of actin cytoskeleton. In addition, the most important overrepresented pathways were MAPK, ErbB, JAK/STAT, Toll and Nod like receptors, Angiotensin II, Arachidonic acid metabolism, Wnt and coagulation cascade. Also, new insights were gained about the underlying protection mechanisms against renal IRI promoted by IPC and Hemin treatment. Venn diagram analysis allowed us to uncover common and exclusively differentially expressed genes between these two protective maneuvers, underscoring potential common and exclusive biological functions regulated in each case. In summary, IPC exclusively regulated the expression of genes belonging to stress, protein modification and apoptosis, highlighting the role of IPC in controlling exacerbated stress response. Treatment with the Hmox1 inducer Hemin, in turn, exclusively regulated the expression of genes associated with cell differentiation, metabolic pathways, cell cycle, mitosis, development, regulation of actin cytoskeleton and arachidonic acid metabolism, suggesting a pleiotropic effect for Hemin. These findings improve the biological understanding of how the kidney behaves after IRI. They also illustrate some possible underlying molecular mechanisms involved in kidney protection observed with IPC or Hemin treatment maneuvers.

## Introduction

Ischemia/reperfusion injury (IRI) is a leading cause of acute renal failure (ARF), a common renal disease that is still associated with high mortality, despite significant advances in the healthcare system [1]. IRI is caused by a sudden transient drop in blood flow associated with a robust inflammatory and oxidative stress response to hypoxia and reperfusion, frequently occurring during shock, sepsis and transplantation [2]. Although important findings have been made in the definition of the cell biologic consequences of IRI [3], [4], there are still few therapies available for this clinical problem [5].

It is known that renal tubular cells response to IRI depends on the intensity and time period of ischemia. Also, many cell phenomena such as proliferation, dedifferentiation, loss of cell polarity and cell death are on tracking during renal IRI [6]. However, the underlying mechanisms participating in the adaptive response occurred along renal IRI need to be clarified in order to understand how to ameliorate the harmful consequences of IRI.

The kidney has the ability to be preconditioned by a non-lethal period of ischemia, which makes it refractory to subsequent ischemia-induced dysfunction in animal models [7]. The ischemic pre-conditioning (IPC) refers to brief episodes of ischemia followed by prolonged ischemia and reperfusion, which protects organs against IRI. This phenomenon can be very useful to understand how kidney uses an endogenous process to protect itself against IRI, revealing whether exogenous influences can mimic this process and, hence, alter the progress of renal acute failure [8].

The kidney can also be protected against IRI by the up-regulation of cytoprotective proteins. For instance, the hyper-expression of the protein heme oxygenase-1 (Hmox1), an isoform of the enzyme involved in the degradation of heme, has shown cytoprotective effects by its end by-products actions as anti-oxidant, anti-inflammatory, anti-apoptotic and anti-proliferative [9]. Indeed, recent studies have highlighted that Hmox1 induction with the drug Hemin is protective in acute and chronic renal insults [10], [11], [12]. Nevertheless, the whole mechanism of action of Hemin is currently poorly understood, and, thus, must be well investigated.

The knowledge of the molecular basis of diseases was facilitated by the advances of high throughput functional genomics, allowing deep analysis of genome-wide results [13]. In this sense, DNA microarray technology can be used to study a complex disease, as it offers the advantage of analyzing thousands of genes simultaneously. This technology coupled with bioinformatics tools may detect changes in genes previously unknown to participate in diseases, identifying possible altered biological functions and providing new drug targets to be investigated. Given this landscape, comparing in what way IPC and Hemin treatment can protect the kidney against IRI could be a relevant approach to analyze which mechanisms are involved in these maneuvers. Based on that, the aim of the present work was to investigate the differential gene expression patterns associated with renal IRI, IPC and Hemin treatment. In addition, gene expression profiles identified for each case were submitted to functional enrichment analysis and a comprehensive literature review was performed to map the state of the art regarding the biological functions overrepresented here.

## Results and Discussion

### Study Design and Analysis

According to surgery and treatment procedures, mice were divided into five groups: Control, IRI, animals pre-treated with Hemin followed by IRI (Hemin + IRI), animals only treated with Hemin (Hemin) and animals pre-conditioned and submitted to IRI (IPC+IRI). Serum creatinine was measured in the groups to verify whether IRI condition has compromised renal function and if IPC and Hemin treatment were able to avoid renal dysfunction (Figure 1). To identify the consequences of IRI, Hemin treatment or IPC in gene expression profile, the following statistical comparisons were made between the groups: IRI *vs* Control, IPC+IRI *vs* Control, IPC+IRI *vs* IRI, IRI+Hemin *vs* IRI and Hemin *vs* Control. These comparisons are described in terms of data and biologically meaningful results obtained hereafter.

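Total kidney RNA from the 5 groups was labelled with a single dye (Cy3) and hybridised to Agilent whole mouse genome arrays, with 4 arrays in each group. IRI stands for 45 min of ischemia and 6 h of reperfusion, IPC for 15 min of ischemia given 7 days earlier, and Hemin for 25 mg/kg of this inducer of heme oxygenase 1, given 24 h before surgery. The paper gives an RNA input of 700 ng, and the sample labels give 500 ng. The authors deposited the scanner output of every array, in which the processed signal is a spot's intensity after subtraction of the background by Feature Extraction, without normalization between arrays. They also deposited a matrix of the log2 of this signal with 18.1% of the values blank. Spots flagged as uneven or as outliers were removed, the spots of a probe were averaged, and each array was divided by its 75th percentile. The log2 of the mean over the probes of a gene name is called log2 expression, so a value of 0 lies at the array's 75th percentile. A gene was tested where it had at most 1 missing value and was well above background, a flag set by the scanner software, on at least 3 of the 4 arrays of either group. The 20 arrays were fitted with limma (5 group means, 15 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Means are given ± SD over the 4 arrays of a group, and a change is called past the threshold at an adjusted p below 0.05. Where the 4 arrays of both groups do not overlap, the exact permutation test gives p = 0.029 (two-sided), the smallest value that 4 against 4 arrays allow. Probe positions are those of the array annotation on mm9. Each group lay on a slide of its own, so slide and group cannot be told apart, and no fit with the slide as a term could be had. Control and IRI were scanned on 1 day, IRI+Hemin on another, and IPC+IRI and Hemin on another again, so every comparison except IRI vs Control crosses days. The median over arrays of the 75th percentile was 203.9 intensity units in Control, 204.6 in IRI, 294.2 in IRI+Hemin, 263.1 in IPC+IRI and 278.5 in Hemin. Between 57.4% and 67.4% of the genes of an array were well above background, and the number of arrays limits the precision of every value.

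**Figure D1:**
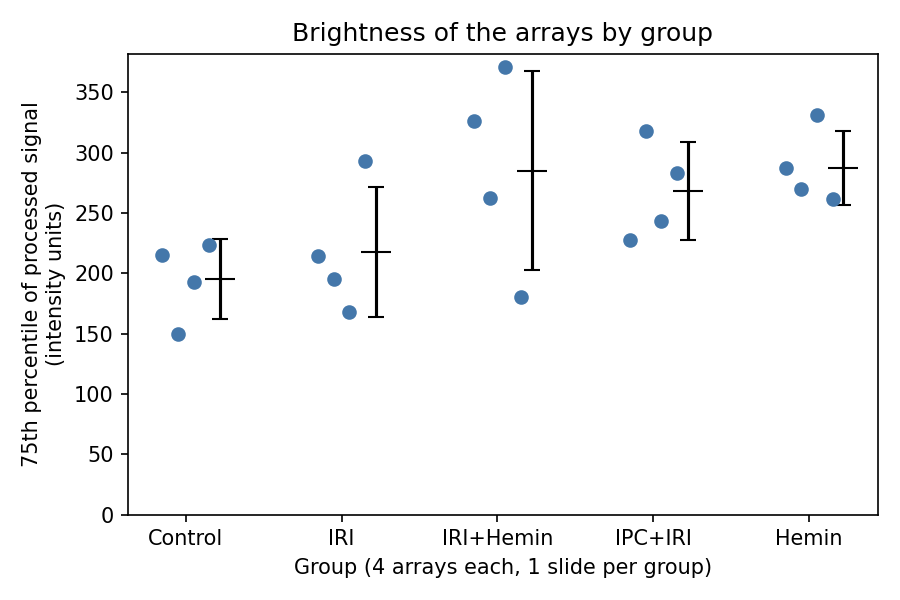
The 75th percentile of the processed signal (intensity units) is plotted for each array by group, with the mean and SD of the 4 arrays beside the points. The Control arrays lie between 149.9 and 223.7 and the Hemin arrays between 261.5 and 330.7.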

**Figure 1:**
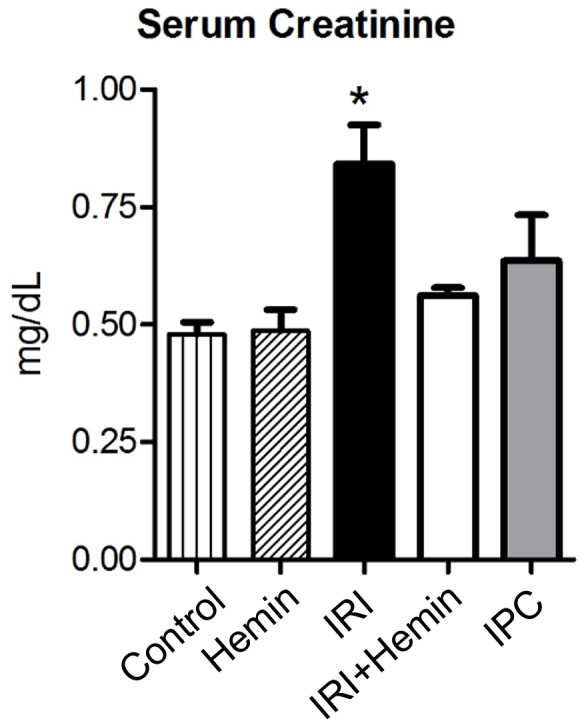
Mean ± standard deviation of serum creatinine concentrations found in mice submitted to different experimental manipulations. C57BL/6 male mice were subjected to surgical and treatment procedures as per described in Materials and Methods. Levels of serum creatinine were measured using the modified Jaffé technique. *Groups were statistically compared using ANOVA followed by Tukey’s post hoc test with p<0.05.

### IRI *Versus* Control

After statistical testing procedures, removal of the transcripts with no Entrez gene ID and fold change cutoff (Fold ≥3 for up-regulated genes and Fold ≥2 for down-regulated genes), we identified a set of 483 differentially up-regulated and 361 down-regulated genes as a result of IRI. These genes were submitted to functional enrichment analysis through GO (Gene Ontology) and KEGG (Kyoto Encyclopedia Genes and Genomes) databases, and the main biological functions overrepresented are shown in Figure 2. 

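Of 17719 genes tested in IRI vs Control, 495 were at least 3-fold higher and 2529 at least 2-fold lower in IRI at an adjusted p below 0.05. The adjusted p alone was passed by 3008 genes that were higher and 5968 that were lower, and an unadjusted p below 0.05 by 3398 and 6611. With each array left out in turn, 479 to 515 genes were called higher and 2315 to 2738 lower. The alternative that lowered both counts most was background correction by normexp with an offset of 50, with 170 genes higher and 151 lower. The median log2 fold change of all genes tested was -0.17, and every change is relative to the 75th percentile of the arrays.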

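Cdkn1a (NM_007669, probe on chromosome 17 from 29237377 to 29237436) had a log2 expression of 3.34 ± 0.16 in IRI and -1.88 ± 0.88 in Control (SD, n = 4 arrays each), a log2 fold change of 5.21 (standard error 0.29, adjusted p = 6.77e-10). Hmox1 (NM_010442, probe on chromosome 8 from 77624207 to 77624266) rose from 1.37 ± 0.53 in Control to 6.03 ± 0.48 in IRI, by 4.67 (standard error 0.47, adjusted p = 5.23e-07) on the log2 scale. Ccl2 (NM_011333, probe on chromosome 11 from 81850650 to 81850709) was at 2.01 ± 0.41 in IRI and -2.82 ± 0.38 in Control, with a difference of 4.83 (standard error 0.46, adjusted p = 2.83e-07). In Plaur (NM_011113, 2 probes on chromosome 7 from 25259315 to 25260628), log2 expression was 3.14 ± 0.33 in IRI and -1.57 ± 0.20 in Control, higher in IRI by 4.71 (standard error 0.23, adjusted p = 2.02e-10). For each of these 4 genes, all 4 IRI arrays lay above all 4 Control arrays. With any 1 array left out, the log2 fold change of Cdkn1a stayed between 4.89 and 5.54 and that of Hmox1 between 4.45 and 4.92.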

Interestingly, some of the most up-regulated genes in terms of fold change (Table S1 - Cdkn1a, Serpine1, Hmox1, Ccl2 and Plaur) participate of the hypoxia inducible factor-1 (HIF-1) signaling pathway, the master regulator of cellular adaptive responses to hypoxia during IRI, which was shown elsewhere to protect the kidney against this injury through, for example, ischemia-induced angiogenesis [14]. In fact, many genes transcriptionally controlled by HIF and involved in angiogenesis were upregulated after IRI (Table S6– Angiogenesis). Also of note, some genes that are regulated by Protease-Activated Receptor-2 (PAR2) activation such as Fosl1, Serpin1 and Tnfrsf12a are present in Table S1. 

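All 28 genes that Table S6 lists under Angiogenesis were tested, and 27 were higher in IRI than in Control. An adjusted p below 0.05 was reached by 27 of them over all genes tested and by 27 adjusted over the list alone, and 21 were at least 3-fold higher. The lists of Tables S6 to S14 were chosen by the study on these same arrays, so the count over a list alone is not independent evidence. The log2 fold changes under Angiogenesis ran from -0.14 to 4.83, with a median of 2.19. Hif1a itself (NM_010431, probe on chromosome 12 from 75047269 to 75047329) had a log2 expression of 2.65 ± 0.020 in IRI and 1.57 ± 0.19 in Control (SD, n = 4), a log2 fold change of 1.08 (standard error 0.14, adjusted p = 7.35e-06), which is under the 3-fold cutoff. The spread between the IRI arrays was small for this gene, and with each array left out its log2 fold change was between 0.99 and 1.15.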

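Fosl1 (NM_010235, probe on chromosome 19 from 5455496 to 5455555) had a log2 expression of 2.04 ± 0.34 in IRI and -4.51 ± 0.31 in Control (SD, n = 4), a log2 fold change of 6.55 (standard error 0.27, adjusted p = 3.34e-11). Only 1 of the 4 Control arrays had Fosl1 well above background, so the size of this rise depends on a Control signal near background. The paper's fold change of Fosl1 in Table S1 is 101.8, and the value found here was 93.6. Tnfrsf12a (NM_013749, probe on chromosome 17 from 23812746 to 23812805) was at 4.78 ± 0.52 in IRI and 0.22 ± 0.47 in Control, with a log2 fold change of 4.56 (standard error 0.24, adjusted p = 4.61e-10). Control replicate 2 stood apart from the other Control arrays at 0.92, and without it the change was 4.79. The gene of PAR2, F2rl1 (NM_007974, probe on chromosome 13 from 96282038 to 96282097), rose by 1.28 (standard error 0.22, adjusted p = 0.000147), from -2.50 ± 0.49 to -1.23 ± 0.26, without reaching 3-fold.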

PAR2 has been implicated with regulation of cytokines and inflammatory condition, in genetic knockout mice studies [15]. During IRI, proteases released from different sources (i.e. inflammatory cells) can activate or up-regulate PAR2. PAR2 agonists have been shown to enhance the efficiency of ischemic preconditioning in the heart [16] and to improve myocardial functional recovery after IRI [17]. Hence, this protein can be a possible relevant target to study in renal ischemic-related diseases, due to its potential protective activity.

**Figure 2:**
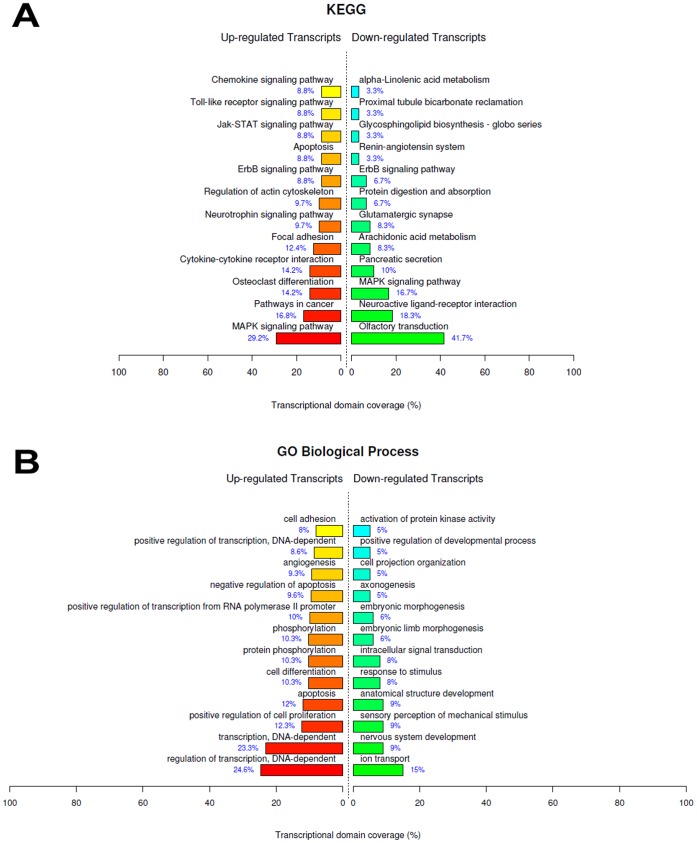
Top ranked biological functions after renal ischemia/reperfusion injury. A) KEGG categories showing significant enriched functions for differentially expressed genes at IRI *vs* Control comparison; B) Biological Process Ontology (GO) of the differentially expressed genes observed at IRI *vs* Control comparison. The bar plot represents the percentage of genes differentially expressed and functionally annotated in isolated kidney tissue. Bar plot colors represent up (red) and down (green) regulated genes.

### IPC+IRI *Versus* IRI

During the preconditioning period of ischemia, many inflammatory trigger substances can be released. These substances bind to membrane receptors and activate intracellular signaling cascades, which, at the end, protect the kidney against IRI. To gain insight into the mechanism of IPC protection in the kidney, we compared the groups IPC and IRI to understand which genes, biological processes and signaling pathways can be possibly involved in it. After statistical testing procedures, removal of the transcripts with no Entrez gene ID and fold change cutoff (genes with fold change ≥3), we found a set of 248 up and 24 down-regulated genes differentially expressed due to IPC. These genes were functionally enriched in significant biological themes, according to Figure 3 or Tables S8 and S9. 

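In IPC+IRI vs IRI, 17668 genes were tested, of which 361 were at least 3-fold higher and 157 at least 3-fold lower in IPC+IRI at an adjusted p below 0.05. Without the fold cutoff there were 4595 higher and 3127 lower. Leaving out 1 array at a time gave 344 to 432 higher and 123 to 194 lower genes. Of the genes called, 69.7% were higher, and with no normalization between arrays 92.1%, since that setting moved the median log2 fold change of all genes tested to 0.41. The groups lie on different slides scanned on different days, so no value within a day can be given for this comparison. Of the genes called lower in IRI vs Control, 128 were called higher in IPC+IRI vs IRI, and of those called higher in IRI vs Control, 30 were called lower. These comparisons use the same IRI arrays with opposite sign (r = -0.328 across genes), which alone can give such reversals. With the IRI arrays divided 2 and 2 between them, a test chosen after the result was seen, 106 to 132 and 21 to 30 genes were reversed over the 6 divisions, where 45.8 to 61.7 and 3.69 to 5.52 would be expected of independent lists, and r lay between -0.336 and -0.22, though all IRI arrays come from 1 slide.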

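The ribosomal RNA gene Rn28s1, which the files list as LOC236598 (NR_003279, probe on chromosome 2 from 22600367 to 22600426), had a log2 expression of 0.79 ± 0.21 in IPC+IRI and -4.03 ± 0.78 in IRI (SD, n = 4), a log2 fold change of 4.82 (standard error 0.56, adjusted p = 1.11e-05). It was well above background on 3 of the 4 IRI arrays. Its fold change was 28.2, and the paper's value in Table S2 is 35.1. Rn18s (NR_003278, 2 probes on chromosome 17 from 39983322 to 39984118) differed by 2.72 (standard error 0.57, adjusted p = 0.00106), a fold of 6.58 where the paper's is 28.4. The call was lost with the deposited log2 matrix (1.01), with an adjusted p between 6.95e-05 and 0.636 over all alternatives. Both probes rose at the main setting, by 2.695 and 4.465. With the deposited matrix a gene is the mean of its probes not blank on an array, so different probes can enter on different arrays. Slc7a12 (NM_080852, probe on chromosome 3 from 14505402 to 14505461) was 2.48 ± 1.02 in IPC+IRI and -1.18 ± 0.43 in IRI, higher by 3.65 (standard error 0.56, adjusted p = 8.8e-05). Among the lower genes, Slc4a7 (NM_001033270, 3 probes on chromosome 14 from 15572341 to 15632359) had a log2 fold change of -3.64 (standard error 0.50, adjusted p = 3.56e-05), or a fold of -12.5 against -33.5 in the paper, and its probes went from -5.38 to 0.90. Sod3 (NM_011435, probe on chromosome 5 from 52759318 to 52759377) decreased to -1.48 ± 0.14 in IPC+IRI from 1.99 ± 0.25 in IRI, a change of -3.47 (standard error 0.29, adjusted p = 5.71e-07). Fmnl1 (NM_001077698, 2 probes on chromosome 11 from 103057752 to 103059067) was -2.78 ± 0.36 in IPC+IRI and 0.40 ± 0.046 in IRI, a difference of -3.17 (standard error 0.38, adjusted p = 1.17e-05), with IRI replicate 4 apart from the other IRI arrays at 0.33. The signals of LOC236598 and Rn18s belong to ribosomal RNA, which was also higher in Hemin than in Control.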

The most 25 up and 24 down-regulated genes found here are presented in Table S2.

**Figure 3:**
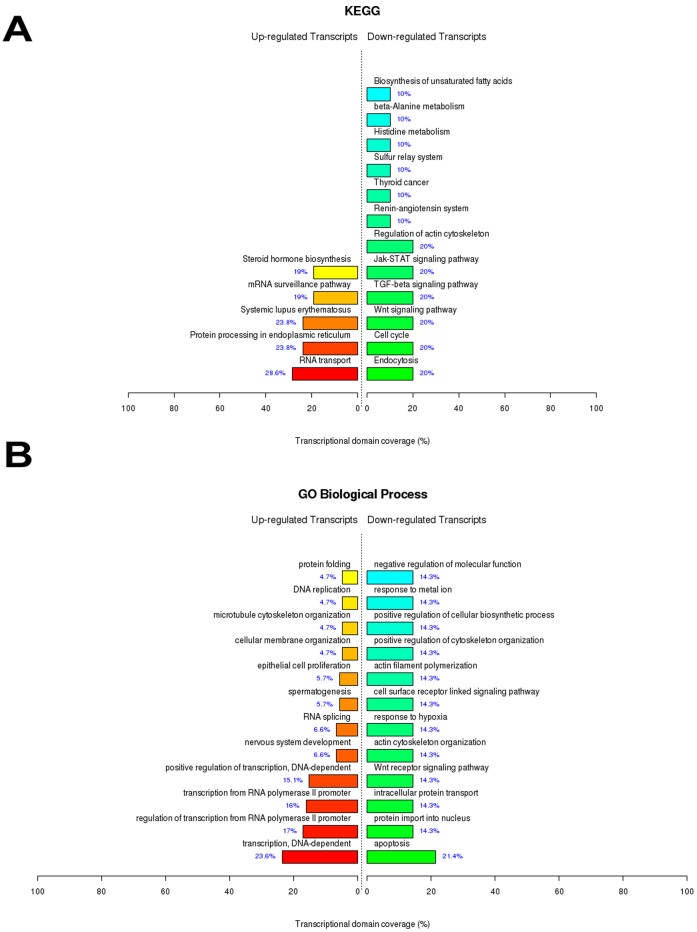
Top ranked biological functions associated with renal ischemic pre-conditioning. A) KEGG categories showing significant enriched functions for differentially expressed genes at IPC+IRI *vs* IRI comparison; B) Biological Process Ontology (GO) of the differentially expressed genes observed at IPC+IRI *vs* IRI comparison. The bar plot represents the percentage of genes differentially expressed and functionally annotated in isolated kidney tissue. Bar plot colors represent up (red) and down (green) regulated genes.

### IPC+IRI *Versus* Control

The comparison between IPC and Control groups was performed to evaluate the gene expression differences between animals submitted to ischemic pre-conditioning followed by IRI and control conditions. After statistical testing procedures, removal of the transcripts with no Entrez gene ID and fold change cutoff (fold change ≥4 for up-regulated genes and fold change ≥2 for down-regulated genes), we found a set of 564 up-regulated genes and 115 down-regulated genes differentially expressed due to IPC+IRI conditions. These genes were functionally enriched in significant biological themes, according to Figure 4 or Tables S10 and S11. It is worth noting that our findings in the renal model of IPC are in accordance with those observed in an IPC model using adult rat hippocampal slice cultures [18]. 

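Among 18352 genes tested in IPC+IRI vs Control, 373 were at least 4-fold higher and 2586 at least 2-fold lower in IPC+IRI at an adjusted p below 0.05. The adjusted p alone gave 4247 higher and 5990 lower genes, with a median log2 fold change of -0.087 over all genes tested. With each array left out, the counts ran from 350 to 434 and from 2426 to 2760. They were 652 and 1186 with no normalization between arrays, and 93 and 324 with normexp background correction. Of the genes called higher here, 239 were also called higher in IRI vs Control, and of those called lower, 1430 were also called lower. Across all 19164 genes the log2 fold changes of these comparisons, which use the same Control arrays, correlated with r = 0.707, a value across genes, which are not independent replicates, and sharing arrays tends to raise it. When no Control array was shared, with 2 in each comparison in a test chosen after the result was seen, r lay between 0.535 and 0.726, and 212 to 222 genes were higher and 1181 to 1274 lower in both, where independent lists would give 9.18 to 12.2 and 290 to 402. The Control arrays all lie on 1 slide, so this division does not remove a difference of that slide.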

In both cases, genes pertaining to signaling pathways such as MAPK, Wnt, ErbB and Toll-like receptor were up-regulated. This suggests that possibly the same mechanisms can be observed for IPC in different organs or experimental models. 

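Of the 29 genes of the MAPK signaling pathway in Table S10, 28 were higher in IPC+IRI than in Control, 27 of them at an adjusted p below 0.05 over all genes tested and 27 adjusted over the list alone. The Wnt signaling pathway had 11 of 12 genes higher, with 10 past the threshold over all genes, 10 adjusted over the list alone, and 1 past it in the opposite direction. For ErbB signaling, 8 of 9 genes were higher and 7 passed either adjustment. In the Toll-like receptor signaling pathway, all 13 genes were higher and passed both adjustments, with log2 fold changes from 0.93 to 2.88. The 4-fold cutoff of this comparison was passed by 14, 4, 6 and 8 genes of the MAPK, Wnt, ErbB and Toll-like receptor lists. From the up-regulation of these pathways here and in a preconditioning model of hippocampal slices, the paper proposes that IPC acts through the same mechanisms in different organs or models.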

The 25 most up- regulated genes and the 25 most down- regulated genes obtained in this comparison are listed in Table S3.

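Maff (NM_010755, probe on chromosome 15 from 79189442 to 79189501) had a log2 expression of 3.44 ± 0.36 in IPC+IRI and -2.23 ± 0.35 in Control (SD, n = 4), a log2 fold change of 5.66 (standard error 0.27, adjusted p = 4.6e-10) and a fold of 50.6, where the paper's fold in Table S3 is 68.6. S100a9 (NM_009114, probe on chromosome 3 from 90496585 to 90496644) was higher by 4.95 (standard error 0.53, adjusted p = 1.04e-06), and Tnfrsf12a by 4.96 (standard error 0.24, adjusted p = 4.6e-10), or 5.19 without Control replicate 2, which stood apart. Sox18 (NM_009236, probe on chromosome 2 from 181404789 to 181404848) was -3.67 ± 0.97 in IPC+IRI and 0.18 ± 0.46 in Control, a log2 fold change of -3.85 (standard error 0.45, adjusted p = 2.8e-06) and a fold of -14.4 beside the paper's -12.7. Slc4a7 changed by -3.29 (standard error 0.50, adjusted p = 3.26e-05), but its probes ran from -5.02 to 1.90, and the change was not past the threshold with the deposited log2 matrix (-1.91), with an adjusted p between 8.73e-08 and 0.068 over all alternatives. Ogt (NM_139144, 3 probes on chromosome X from 98839360 to 98879204) was -0.46 ± 0.14 in IPC+IRI and 0.62 ± 0.096 in Control, a difference of -1.08 (standard error 0.11, adjusted p = 4.1e-07) and a fold of -2.11, with a paper value of -12.4. Its probes ran from -3.45 to -0.90. The other called genes with the largest falls among those well above background on all 8 arrays were Sod3, at -3.06 (adjusted p = 2.64e-07), Kcns2 (NM_181317, 2 probes on chromosome 15 from 34769949 to 34771306), at -2.93 (adjusted p = 3.14e-05), and the transcript AK053467, at -2.87 (adjusted p = 1.09e-07).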

**Figure 4:**
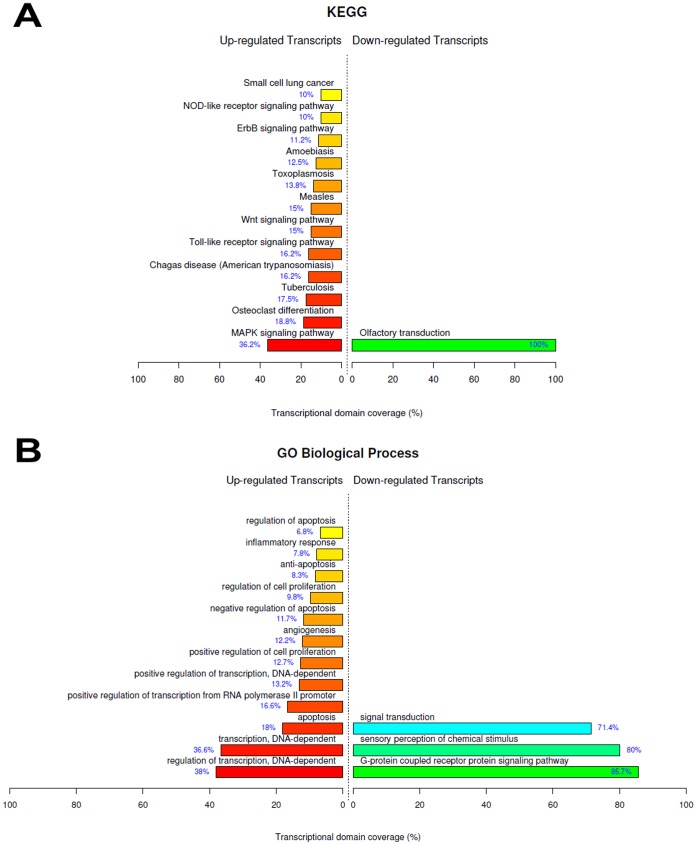
Top ranked biological functions after renal ischemic pre-conditioning and ischemia/reperfusion injury. A) KEGG categories showing significant enriched functions for differentially expressed genes at IPC+IRI *vs* Control comparison; B) Biological Process Ontology (GO) of the differentially expressed genes at IPC+IRI *vs* Control comparison. The bar plot represents the percentage of genes differentially expressed and functionally annotated in isolated kidney tissue. Bar plot colors represent up (red) and down (green) regulated genes.

### IRI + Hemin *Versus* IRI

Hemin is capable of reversing renal tubule-interstitial fibrosis [19], a process involved in the renal failure outcome. Although the role of Hemin in the modulation of oxidative stress and inflammation was already described, a broad picture of the molecular mechanisms involved in this protection must be addressed. With this order, IRI+Hemin and IRI groups were compared to establish which genes, pathways and biological processes were modulated by Hemin treatment. 

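In IRI+Hemin vs IRI, 17835 genes were tested, and 4653 were higher and 3210 lower in IRI+Hemin at an adjusted p below 0.05, with no fold cutoff, as the Results state none for this comparison. The Methods give 3- or 4-fold up and 2-fold down over the protocols, and with these, added after the counts were seen, 440 genes were at least 3-fold and 178 at least 4-fold higher, and 898 at least 2-fold lower. At least 3-fold lower, also counted afterwards, were 232 genes. Without a fold cutoff, the counts stayed between 4184 and 4487 for higher and between 2769 and 3233 for lower genes with each array left out. The median log2 fold change of all genes tested was 0.083, and 0.45 with no normalization between arrays, under which 91.5% of the genes called were higher in place of 59.2%. The arrays of these groups were scanned on different days.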

After statistical testing procedures and removal of the transcripts with no Entrez gene ID, we identified a set of 306 up-regulated and 29 down-regulated genes as a result of Hemin treatment before IRI. These genes were functionally enriched in some main biological themes, according to Figure 5. For the up-regulated genes set, the most relevant overrepresented biological functions were regulation of transcription, development, mitosis, response to metal ion, regulation of cell differentiation, protein localization, hormone-mediated signaling pathway, RNA transport, vascular smooth muscle contraction, Wnt signaling pathway, arachidonic acid metabolism and amino acid metabolism. For the down-regulated genes set, the most relevant overrepresented biological functions were apoptosis, actin filament bundle assembly, actin cytoskeleton organization, regulation of cell proliferation, protein transport, response to hipoxia, sodium ion transport, toll-like receptor signaling pathway, synthesis and degradation of ketone bodies and circadian rhythm. 

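Trim55 (NM_001081281, probe on chromosome 3 from 19544483 to 19544542) had a log2 expression of -0.43 ± 0.86 in IRI+Hemin and -4.60 ± 0.32 in IRI (SD, n = 4), a log2 fold change of 4.17 (standard error 0.48, adjusted p = 8.21e-06), and was well above background on 2 of the 4 IRI arrays. Its fold of 18.1 stands beside a paper value of 23.2 in Table S4. LOC236598 rose by 3.94 (standard error 0.56, adjusted p = 4.55e-05), from a group with 3 of 4 arrays well above background, a fold of 15.4 where the paper gives 19.8. Ddx25 (NM_013932, 2 probes on chromosome 9 from 35349535 to 35358998) was higher by 3.49 (standard error 0.49, adjusted p = 3.85e-05), a fold of 11.2 beside a paper value of 15.4, over probes of -0.21 to 3.59. Speer5-ps1 (AK005695, probe on chromosome 10 from 43937974 to 43938033) was -4.75 ± 1.32 in IRI+Hemin and -1.12 ± 0.45 in IRI, a log2 fold change of -3.63 (standard error 0.56, adjusted p = 8.03e-05) with 3 of 4 IRI+Hemin arrays well above background, and a fold of -12.4 beside the paper's -9.6. Slc4a7 was 0.42 ± 0.57 in IRI+Hemin and 3.63 ± 0.75 in IRI, a change of -3.21 (standard error 0.50, adjusted p = 9.07e-05) and a fold of -9.24 against the paper's -17.6, over probes that changed by -4.50 to 1.11.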

The 25 most up-regulated genes and the 25 most down-regulated genes obtained in this comparison are posed in the Table S4.

**Figure 5:**
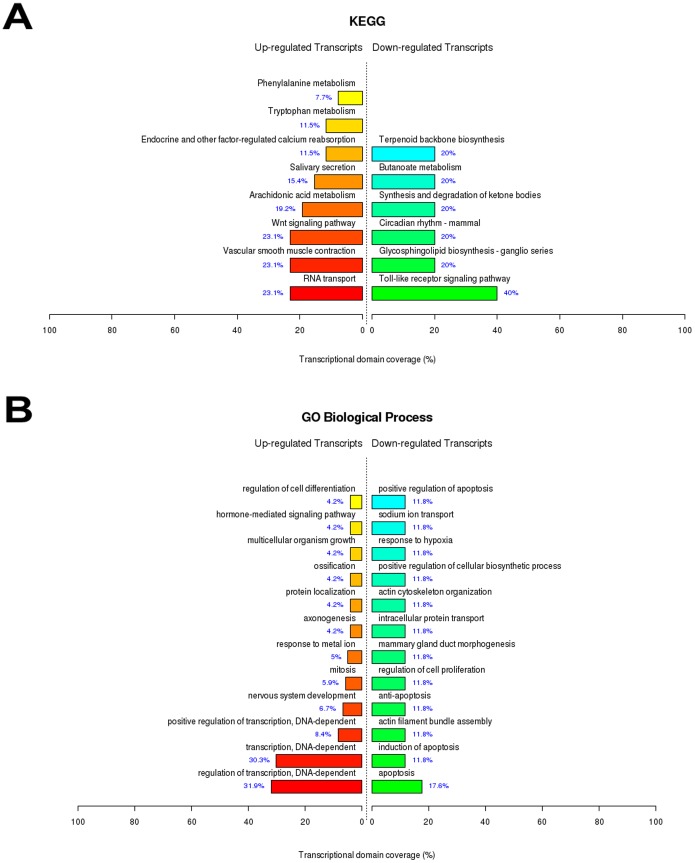
Top ranked biological functions after renal ischemia/reperfusion injury in mice that received previous hemin treatment. A) KEGG categories showing significant enriched functions for differentially expressed genes at IRI+Hemin *vs* IRI comparison; B) Biological Process Ontology (GO) of the differentially expressed genes at IRI+Hemin *vs* IRI comparison. The bar plot represents the percentage of genes differentially expressed and functionally annotated in isolated kidney tissue. Bar plot colors represent up (red) and down (green) regulated genes.

### Hemin *Versus* Control

The previous induction of Hmox1 in renal tissue is a manner of reducing the subsequent deleterious outcomes of an IRI challenge [20]. Aiming at evaluating the genes, pathways and biological processes involved in this observed better response against IRI, a comparison between Hemin and Control groups was carried out. After statistical testing procedures, removal of the transcripts with no Entrez gene ID and fold change cutoff (genes with fold change ≥3), we found 346 up-regulated genes due to Hemin treatment. These genes were functionally enriched in some main biological themes, according to Figure 6. 

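Of 18579 genes tested in Hemin vs Control, 78 were at least 3-fold higher in Hemin at an adjusted p below 0.05. At least 3-fold lower were 231 genes, a direction for which the paper gives no count. The adjusted p alone was passed by 3427 higher and 3263 lower genes. The count of higher genes fell to 47 without Control replicate 3 and rose to 134 without Control replicate 2, the dimmest Control array. It was 451, with 41 genes lower, when no normalization between arrays was applied, which moved the median log2 fold change of all genes tested from 0.057 to 0.62. With normexp background correction, 6 genes were higher and 6 lower. The groups were scanned on different days, and no value within a day can be given.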

The most relevant overrepresented biological functions were regulation of transcription, development, cell cycle, regulation of signal transduction, DNA repair, MAPKKK cascade, regulation of cell differentiation, RNA splicing, coagulation cascade and amino acid metabolism. The 25 most up-regulated genes found in this comparison are listed in the Table S5.

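LOC236598, the Rn28s1 of Table S5, had a log2 expression of 0.70 ± 0.32 in Hemin and -2.97 ± 1.68 in Control (SD, n = 4), a log2 fold change of 3.67 (standard error 0.56, adjusted p = 0.000208). Its fold was 12.7 and the paper's is 18.8. Control replicate 2 was at -0.46, and the other Control arrays at -3.64 or lower. Rn18s was 7.49 ± 0.090 in Hemin and 5.60 ± 1.45 in Control, higher by 1.90 (standard error 0.57, adjusted p = 0.0154), a fold of 3.72 where the paper gives 14.5. Its arrays overlapped (exact permutation p = 0.143, n = 4 against 4), and the adjusted p rose above 0.05 with the deposited log2 matrix (0.48), without Control replicate 3 (1.55) and without Control replicate 4 (1.68), with an adjusted p between 0.000199 and 0.84 over all alternatives. Its probes rose by 1.872 and 3.297 at the main setting, and blanks in the deposited matrix can change which of them enter on an array. Wdr16 (NM_027963, probe on chromosome 11 from 67738471 to 67738530) was -1.35 ± 0.60 in Hemin and -3.62 ± 0.92 in Control, a difference of 2.28 (standard error 0.66, adjusted p = 0.0126), and was not called with normexp background correction (0.78), with an adjusted p between 0.00372 and 0.103 over all alternatives. The paper's fold of Wdr16 is 7.7, and 4.85 was found here.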

**Figure 6:**
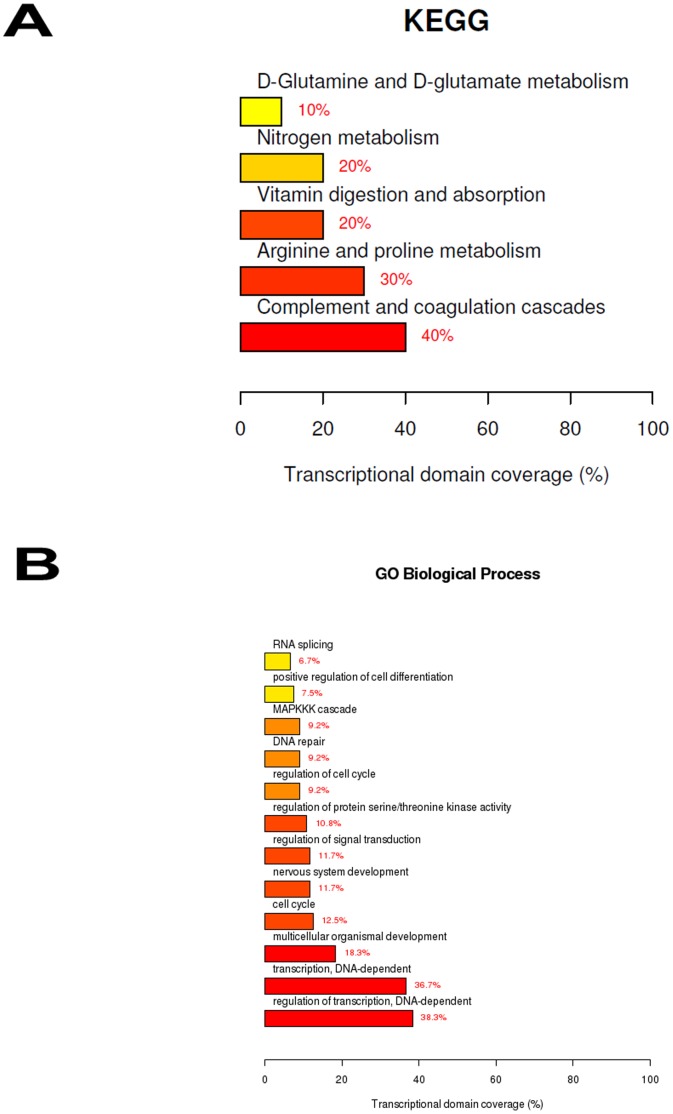
Top ranked biological functions after hemin treatment. A) KEGG categories showing significant enriched functions for differentially expressed genes at Hemin *vs* Control comparison; B) Biological Process Ontology (GO) of the differentially expressed genes at Hemin *vs* Control comparison. The bar plot represents the percentage of genes differentially expressed and functionally annotated in isolated kidney tissue. Bar plot colors represent up (red) and down (green) regulated genes.

### Transcriptome Responses Reveal the Main Biological Functions Modulated by IRI, IPC and Hemin

We discuss hereafter the main cellular phenomena modulated by IRI, IPC and Hemin treatment according to our data. These overrepresented biological functions may explain some protection mechanisms by which IPC and Hemin treatment are able of preserving renal functions after ischemic stress. Also interestingly, mice submitted to IRI showed differential expression of genes belonging not just to harmful but also to putative protective biological functions. This reveals that the transcriptome program induced by ischemia may be also relevant to counter protection against IRI.

#### Stress response

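Table S6 lists 13 genes under Response to stress, of which 11 were found in the files and tested. All 11 were higher in IRI than in Control and passed an adjusted p of 0.05, over all genes as well as adjusted over the list alone, with log2 fold changes from 0.92 to 5.06. Of the 12 genes listed under response to stress in Table S10, 10 were tested in IPC+IRI vs Control, and each was higher and past both thresholds, with a range of 0.55 to 3.00. The fold cutoffs of the paper were passed by 8 of these genes in IRI vs Control and by 5 in IPC+IRI vs Control.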

Stress response was overrepresented after IRI and IPC conditions (Tables S6 and S10, respectively), highlighting the relevance of dealing with cell stress under hypoxic conditions. Highly differentially expressed genes observed here after IRI (Table S1) and IPC+IRI (Table S3), such as ATF3 and CHAC1, are expressed in response to eIF2α phosphorylation, a common pathway involved in the response to a variety of stresses. It has been demonstrated that eIF2α phosphorylation controls the commitment to apoptosis during osmotic stress, a kind of stress experienced in IRI [21], [22], and that ATF3 functions as a protector gene against IRI [22]. Furthermore, hypoxia experienced in IRI causes protein synthesis inhibition by activating the unfolded protein response (UPR), an adaptive signaling pathway that promotes cell survival upon accumulation of unfolded proteins in the endoplasmic reticulum (ER). 

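Atf3 (NM_007498, probe on chromosome 1 from 192994547 to 192994606) had a log2 expression of 2.76 ± 1.01 in IRI and -2.81 ± 0.57 in Control (SD, n = 4), and 2.88 ± 1.28 in IPC+IRI. Its log2 fold change was 5.57 (standard error 0.58, adjusted p = 8.51e-07) in IRI vs Control and 5.69 (standard error 0.58, adjusted p = 7.01e-07) in IPC+IRI vs Control. Chac1 (NM_026929, probe on chromosome 2 from 119179990 to 119180049) rose from -2.14 ± 0.30 in Control to 3.22 ± 0.46 in IRI and 1.74 ± 0.29 in IPC+IRI, by 5.36 (standard error 0.31, adjusted p = 1.15e-09) and 3.88 (standard error 0.31, adjusted p = 4.67e-08). Between IPC+IRI and IRI, Atf3 differed by 0.12 (adjusted p = 0.888) and Chac1 by -1.48 (adjusted p = 0.00101), so that only the difference in Chac1 exceeded the spread between arrays. The gene of PERK, Eif2ak3 (NM_010121, 2 probes on chromosome 6 from 70806815 to 70854846), was higher in IRI by 1.18 (standard error 0.11, adjusted p = 1.58e-07). In IPC+IRI vs IRI it changed by -0.63 (standard error 0.11, adjusted p = 0.00019), a direction that reversed with the mean of the log2 values of its probes (0.35), since the probes ran from -0.70 to 1.40, and the call was lost with no normalization between arrays (-0.31), with an adjusted p between 0.00012 and 0.353 over all alternatives.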

Translation inhibition during this event is caused by eIF2α phosphorylation through its kinase PERK (Protein kinase-like endoplasmic reticulum kinase), present in the ER [23]. In contrast to acute adaptive UPR activation, chronic activation increases expression of proapoptotic mediators, leading to massive apoptosis of kidney cells [24].

#### Apoptosis

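The 8 genes of the p53 signaling pathway in Table S6 were all higher in IRI than in Control at an adjusted p below 0.05, over all genes tested and adjusted over the list alone, with a median log2 fold change of 2.39. In IPC+IRI vs Control, the 7 p53 genes of Table S10 were likewise all higher, with a median of 1.84. Under Apoptosis, 33 of 33 genes tested passed the threshold in IRI vs Control and 33 of 35 in IPC+IRI vs Control, or 33 and 34 adjusted over the list alone. The 3 apoptosis genes of Table S13 were all lower in IRI+Hemin than in IRI and passed both adjustments, between -2.54 and -0.86. Trp53, the gene of p53 (NM_011640, 2 probes on chromosome 11 from 69393959 to 69403193), had a log2 expression of -0.037 ± 0.19 in IRI and 0.38 ± 0.30 in Control (SD, n = 4), a log2 fold change of -0.42 (standard error 0.15, adjusted p = 0.0243), on probes that ran from -0.69 to 0.22. This fall was not past the threshold with normexp background correction (-0.32), with no normalization between arrays (-0.30), with the mean of the log2 values of its probes (-0.23), with a fit of the 8 arrays alone (-0.42) and without Control replicate 1 or 3 or IRI replicate 2 or 4 (-0.39 to -0.32), with an adjusted p between 0.00128 and 0.386 over all alternatives. Trp53 changed in IPC+IRI vs Control by -1.17 (standard error 0.15, adjusted p = 5.49e-06). In Hemin vs Control, with no IRI, its probes also changed, by -1.998 and -0.878. That fall was short of the threshold with no normalization between arrays (-0.53, adjusted p = 0.0687 in limma). IPC+IRI and Hemin arrays were scanned on the same day, so the fall in IPC+IRI cannot be told from a difference between slides or days.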

We found here that genes belonging to p53 signaling and apoptosis were differentially expressed in IRI, IPC+IRI and IRI+Hemin groups, highlighting the relevance of apoptosis modulation after stress events. Apoptosis of renal tubular epithelial cells plays a major role in acute renal failure [25], since exposure to cellular stress triggers the p53 tumor suppressor factor to induce cell growth arrest or apoptosis. p53 signaling is an important player in the variation of tubular epithelial cells after kidney IRI [26] and p53 inhibitors are capable of protecting kidney against IRI [27], [28]. Moreover, p53 activation mitigates the concomitant activation of protective HIF signaling after IRI, and, thus, the balance between the HIF-1 and p53 responses can determine the IRI outcome [29].

#### MAPK pathway

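Table S6 lists 33 genes of the MAPK signaling pathway as up-regulated after IRI, and all of them were tested. In IRI vs Control, 33 had a log2 fold change above 0, from 0.010 to 4.05 with a median of 2.07. An adjusted p below 0.05 was reached by 32 over all genes tested, by 32 adjusted over the list alone, and by 10 of the 10 MAPK genes that Table S7 lists as down-regulated, in that direction. The 3-fold cutoff was passed by 24 of the genes in Table S6.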

As depicted in Figure 2, mitogen-activated protein kinase (MAPK) signaling was the most overrepresented theme after IRI. MAPKs mediate the cells response to a wide variety of physiological and stress-related stimuli, including heat shock, ischemia, oxygen free radicals and hyperosmolality, all stresses experienced in IRI. MAPKs activities including JNK, p38 and ERK have been suggested to be markedly enhanced after ischemia *in vivo*. In addition, the relative extent of JNK, p38 or ERK activation has been proposed to determine cell fate after injury (cell survival, necrosis or apoptosis) in post-ischemia/reperfusion [30]. Therefore, MAPK activation can determine renal epithelial cell survival during oxidative injury, and the differences in cellular outcome of the various nephron regions may be related to specific activation of different MAPKs [31]. Also, MAPK pathway intimately participates of the downstream signal transduction associated with innate immune response and subsequent proinflammatory cytokine production. Thus, the balanced regulation of this biochemical pathway is quite relevant to carefully control the inflammation environment created by IRI [32].

The activity of p38 MAPK, JNK and ERK1/2, as well as several enzymes up- and downstream of these pathways, is regulated by their phosphorylation status. Moreover, a complex network of negative regulatory mechanisms present in MAPK signaling prevents deleterious effects of innate immune response. Part of this feedback mechanism is associated with inactivation of MAPKs by phosphatases [33]. Notably, many MAPK signaling phosphatases were found here to be overexpressed after IRI (Table S6– MAPK pathway). 

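Dusp8 (NM_008748, probe on chromosome 7 from 149267534 to 149267593) had a log2 expression of 0.88 ± 0.43 in IRI and -2.31 ± 0.35 in Control (SD, n = 4), a log2 fold change of 3.19 (standard error 0.22, adjusted p = 6.45e-09). Dusp2 (NM_010090, probe on chromosome 2 from 127163930 to 127163989) was 0.97 ± 0.63 in IRI and -2.10 ± 0.50 in Control, higher by 3.07 (standard error 0.32, adjusted p = 7.3e-07). For Dusp10 (NM_022019, probe on chromosome 1 from 185898608 to 185898667), the difference was 2.40 (standard error 0.54, adjusted p = 0.00132), with 2 of 4 Control arrays well above background and arrays of both groups that overlapped (exact permutation p = 0.0857). Dusp14 (NM_019819, 2 probes on chromosome 11 from 83861614 to 83862350) and Dusp1 (NM_013642, probe on chromosome 17 from 26642526 to 26642536) rose by 2.05 (standard error 0.17, adjusted p = 6.39e-08) and 1.69 (standard error 0.29, adjusted p = 0.000129). Dusp4 (NM_176933, 2 probes on chromosome 8 from 35882045 to 35884865) rose from -0.30 ± 0.25 to 1.28 ± 0.19, by 1.58 (standard error 0.12, adjusted p = 2.91e-08), a fold of 2.99, which is under the cutoff of 3. Except for Dusp10, all 4 IRI arrays of each gene lay above all 4 Control arrays.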

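The files name 23 dual specificity phosphatase genes, of which 20 were tested in IRI vs Control. They were taken by name, whether or not they belong to the MAPK lists of the paper. At an adjusted p below 0.05, 9 were higher and 5 lower in IRI, and with the fold cutoffs 5 were called higher and 5 lower. The median log2 fold change of the 20 genes was -0.026, with 10 above and 10 below 0. Relative to all genes, the family ranked higher in camera, but not past the threshold. The p was 0.0576 from camera at a preset correlation of 0.01, 0.238 with the correlation estimated, and 0.0015 from the rotation test fry. Unlike camera, fry tests for change within the family and does not rank it against other genes. The median was 0.095 with no normalization between arrays and -0.107 when the arrays were scaled by probes well above background, where the median of all genes tested moved along, from -0.174 to -0.054 and -0.255, and the camera p was 0.0386 and 0.0345 under these settings. Without Control replicate 3 the median was 0.007 (camera at the preset correlation, p = 0.0288), and without IRI replicate 1 it was -0.028 (camera p = 0.0338).

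**Figure D2:**
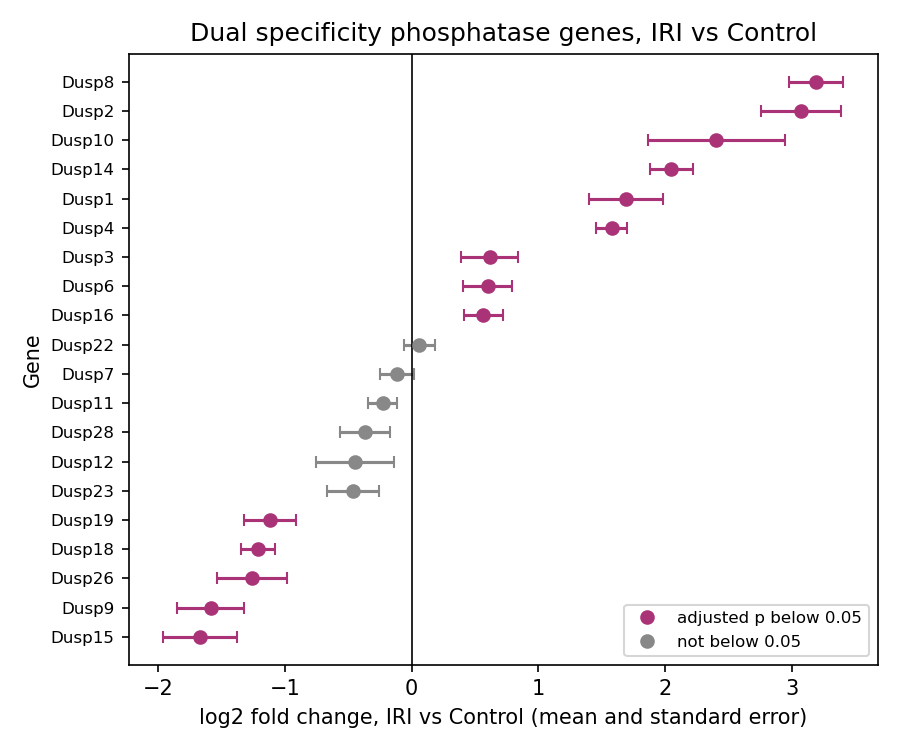
Each point is the log2 fold change of 1 dual specificity phosphatase gene in IRI vs Control, with bars for the standard error from limma, ordered by size, and coloured where the adjusted p is below 0.05. The values run from 3.19 (Dusp8) to -1.67 (Dusp15), with 10 genes on either side of 0 at this scaling.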

The important class of dual specificity phosphatases (DUSP) was remarkably upregulated, showing the relevance of this class of enzymes to regulate MAPK signaling in this context. Also relevant, MAPK signaling was the most up-regulated functionally enriched function observed in the comparison IPC+IRI *vs* Control. Indeed, some studies have already addressed the activation of MAPK signaling by IPC and IRI [34], [35]. Moreover, after Hemin treatment (Hemin x Control), MAPKKK cascade was also one of the overrepresented themes. 

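The MAPK genes of Table S10 had a median log2 fold change of 1.99 in IPC+IRI vs Control, from -0.25 to 4.37. Among the phosphatases, Dusp10 was higher by 3.17 (standard error 0.54, adjusted p = 9.97e-05), again from a Control group with 2 of 4 arrays well above background, and Dusp2 by 2.93 (standard error 0.32, adjusted p = 1.23e-06). Dusp8, Dusp14 and Dusp4 rose by 2.33, 1.93 and 1.45 (adjusted p = 2.46e-07, 1.36e-07 and 8.32e-08). Dusp1 did not differ beyond the spread between arrays, with a log2 fold change of 0.39 (standard error 0.29, adjusted p = 0.271).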

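The 11 genes of the MAPKKK cascade in Table S14 were all tested in Hemin vs Control, and 11 were higher in Hemin. Of these, 9 passed an adjusted p of 0.05 over all genes tested and 10 adjusted over the list alone, and 2 were at least 3-fold higher. Their log2 fold changes ranged from 0.088 to 2.01, with a median of 1.04.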

Taken these multiple lines of evidence together, one can speculate that the attenuation of renal damage effects by MAPKs is an important agenda for future research, which should be fully explored.

#### Innate immune response and JAK/STAT signaling

Trafficking of major innate immunity cellular components into post-ischemic kidneys is stimulated by the expression of several chemokines. For instance, CCL2 and CXCL1 (up-regulated genes, Table S1 and Table S3) respectively attract macrophages and neutrophils to the injury site. Also, the release of pro-inflammatory cytokines such as IL-6, TNF-α and IL-1β mediates innate immune function at the local site of IRI. 

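Cxcl1 (NM_008176, probe on chromosome 5 from 91321845 to 91321904) had a log2 expression of -4.40 ± 1.35 in Control, 2.25 ± 0.41 in IRI and 2.25 ± 0.54 in IPC+IRI (SD, n = 4 arrays each). The log2 fold change was 6.66 (standard error 0.52, adjusted p = 3.48e-08) in IRI vs Control and 6.66 (standard error 0.52, adjusted p = 4.16e-08) in IPC+IRI vs Control. Cxcl1 was well above background on 1 of the 4 Control arrays, so both sizes rest on a Control signal near background. The fold was 101 in both comparisons, and the paper's are 69 in Table S1 and 94 in Table S3. Ccl2 was at 0.16 ± 1.27 in IPC+IRI, above Control by 2.98 (standard error 0.46, adjusted p = 3.72e-05) and below IRI, with a difference of -1.86 (standard error 0.46, adjusted p = 0.00349).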

Many genes encoding for these cytokines were found to be up-regulated in our study, as summarized in the theme “Cytokine-cytokine receptor interaction” (Figure 2). Moreover, the pro-inflammatory JAK/STAT signaling pathway was overrepresented by KEGG analysis (Figure 1). 

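Table S6 lists 16 genes under Cytokine-cytokine receptor interaction, 15 of which were tested in IRI vs Control. All 15 had a log2 fold change above 0, and 14 passed the threshold over all genes and adjusted over the list alone. Il6 (NM_031168, probe on chromosome 5 from 30346362 to 30346421) was not well above background on any Control array and was at -0.79 ± 0.41 (SD, n = 4) in IRI, at least 24.3-fold higher than in Control (adjusted p = 3.4e-08). In IPC+IRI it was at least 10.8-fold higher than in Control (adjusted p = 4.32e-07). Il1b (NM_008361, probe on chromosome 2 from 129190347 to 129190406) was -1.52 ± 0.87 in IRI and -3.49 ± 0.58 in Control, a difference of 1.97 (standard error 0.51, adjusted p = 0.00354), which passed no threshold with normexp background correction (0.81), with an adjusted p between 0.00107 and 0.0534 over all alternatives. In Control, replicate 4 of Il1b stood apart at -2.63, and without it the difference was 2.26. Tnf (NM_013693, probe on chromosome 17 from 35336795 to 35336854) was -4.54 ± 0.20 in IRI and -4.41 ± 0.13 in Control, with 3 of 4 IRI arrays well above background, and the difference of -0.13 (standard error 0.27, adjusted p = 0.704) did not exceed the spread between arrays.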

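The 10 genes of the Jak-STAT signaling pathway in Table S6 were each at least 3-fold higher in IRI than in Control and passed the adjusted p over all genes as well as adjusted over the list alone. Their log2 fold changes ranged from 1.69 to 4.93. Stat3 (NM_213659, probe on chromosome 11 from 100749598 to 100749657) had a log2 expression of 3.40 ± 0.49 in IRI and 1.56 ± 0.21 in Control (SD, n = 4), a log2 fold change of 1.84 (standard error 0.20, adjusted p = 9.33e-07) that stayed between 1.66 and 2.06 with any array left out. It rose by 1.87 (standard error 0.20, adjusted p = 8.53e-07) in IPC+IRI vs Control.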

In fact, a study has demonstrated the involvement of JAK/STAT signaling in the pathogenesis of renal IRI, with its blockage resulting in attenuation of renal damage in rats [36]. Therefore, our results suggest that JAK/STAT pathway may also serve as a potential target for early intervention in ischemic acute renal failure.

#### Toll and NOD-like receptors

As observed in Figures 2 and 4, Toll-like (TLRs) and NOD-like receptors (NLRs) signaling pathways were overrepresented after IRI and IPC+IRI. These receptors, which recognize common molecular patterns, participate in the inflammatory response presented in acute and chronic kidney diseases [37], [38], [39]. This activity is mediated by their activation by endogenous ligands released from damaged tissues, such as hyaluronan, fibronectin and heat shock proteins. Also, renal tubular epithelial cells increase the expression of TLRs during acute kidney injury [2]. 

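All 10 genes of the Toll-like receptor signaling pathway in Table S6 were higher in IRI than in Control and passed both adjustments, with a median log2 fold change of 2.05. The same held for the 6 genes of the NOD-like receptor signaling pathway, with a median of 1.91, and in IPC+IRI vs Control for the 8 such genes of Table S10, with a median of 1.71. Of the receptors, Tlr4 (NM_021297, 2 probes on chromosome 4 from 66503724 to 66590615) had a log2 expression of -4.04 ± 0.54 in IRI and -4.33 ± 0.25 in Control (SD, n = 4), a log2 fold change of 0.29 (standard error 0.41, adjusted p = 0.572) over probes of -0.57 to 0.47. Nod1 (NM_172729, probe on chromosome 6 from 54874007 to 54874066) differed by -0.38 (standard error 0.18, adjusted p = 0.0861), and the fall passed the threshold with the 75th percentile of bright probes (-0.46), with the deposited log2 matrix (-0.57) and without IRI replicate 1 (-0.58), with an adjusted p between 0.00552 and 0.45 over all alternatives. Nod2 (NM_145857, probe on chromosome 8 from 91212170 to 91212224) differed by 0.22 (standard error 0.13, adjusted p = 0.18), a rise that passed it with quantile normalization (0.46), with an adjusted p between 0.00828 and 0.852 over all alternatives. The changes of Tlr4, Nod1 and Nod2 in IPC+IRI vs Control were 0.32, -0.027 and -0.098 (adjusted p = 0.531, 0.91 and 0.554).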

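Tlr2 (NM_011905, probe on chromosome 3 from 83640344 to 83640403) had a log2 expression of -2.59 ± 0.25 in Control, -1.23 ± 0.59 in IRI and -0.31 ± 0.71 in IPC+IRI (SD, n = 4 arrays each). Its log2 fold change was 1.36 (standard error 0.30, adjusted p = 0.000968) in IRI vs Control, 2.28 (standard error 0.30, adjusted p = 7.25e-06) in IPC+IRI vs Control and 0.92 (standard error 0.30, adjusted p = 0.0176) in IPC+IRI vs IRI. The last of these was not past the threshold with a fit of the 8 arrays alone (0.92) and without IRI replicate 3 or 4 or IPC+IRI replicate 3 or 4 (0.74 to 0.78), with an adjusted p between 0.000669 and 0.0893 over all alternatives. Cd14 (NM_009841, probe on chromosome 18 from 36884969 to 36885028) rose from -1.09 ± 0.25 in Control to 1.77 ± 0.31 in IRI and 1.25 ± 0.71 in IPC+IRI, by 2.86 (standard error 0.30, adjusted p = 7.51e-07) and 2.34 (standard error 0.30, adjusted p = 5.85e-06). Between IPC+IRI and IRI, Cd14 differed by -0.52 (standard error 0.30, adjusted p = 0.161), and the fall passed the threshold without IPC+IRI replicate 3 (-0.77), with an adjusted p between 0.0427 and 0.724 over all alternatives.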

We found that the TLR-2 expression was altered after IPC and that CD14 expression, a co-receptor for TLR-4 signaling, was up-regulated after IRI and IPC. 

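The I-kappaB kinase/NF-kappaB cascade of Table S6 holds 11 genes, all of which were tested and higher in IRI than in Control. Each passed an adjusted p of 0.05, over all genes tested and adjusted over the list alone, and 8 were at least 3-fold higher. The smallest log2 fold change was 0.48 and the median 2.07.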

TLR-4/CD14 signaling was already described as a cellular sentinel for acute renal damage due to the activation of the nuclear factor κB (NF-κB) inflammatory pathway [40], and genes related to I-kappaB kinase/NF-kappaB cascade were up-regulated after IRI (Table S6). This line of evidence suggests that the inflammatory exacerbation promoted by TLR-4/CD14/NF-κB signaling in the kidney may be prejudicial and, thus, these pathways may be a good target to modulate. Moreover, the comparison IRI+Hemin *vs* IRI revealed that TLR signaling pathway was one of the overrepresented down-regulated biological themes (Figure 5). This result highlights the relevance of this signaling in the modulation of IRI by Hemin.

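Table S13 lists Ccl5 and Map2k6 under the Toll-like receptor signaling pathway, and both were lower in IRI+Hemin than in IRI past either adjustment. Ccl5 (NM_013653, 2 probes on chromosome 11 from 83339296 to 83339502) had a log2 expression of -2.14 ± 0.56 in IRI+Hemin and 0.39 ± 1.60 in IRI (SD, n = 4), a log2 fold change of -2.53 (standard error 0.64, adjusted p = 0.0043) that stayed between -3.07 and -1.98 with each array left out. Its fold was -5.77, and the paper's in Table S4 is -7.5. Map2k6 (NM_011943, 3 probes on chromosome 11 from 110354305 to 110386278) was -1.06 ± 0.34 in IRI+Hemin and 0.16 ± 0.28 in IRI, a difference of -1.22 (standard error 0.21, adjusted p = 0.000211), but its probes ran from -2.87 to 0.49. IRI+Hemin replicate 4 stood apart in Map2k6 at -0.56, and without it the difference was -1.39.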

Apart from TLR, the participation of the NLR family in IRI is not well established, although NOD-1 and NOD-2 proteins are expressed in renal tubular epithelial cells after IRI [41]. Furthermore, another study showed that NOD-2 knockout mice presents lower levels of serum creatinine, urea, pro-inflammatory cytokines and chemokines, as well as smaller ischemic tubular necrosis areas compared to wild type animals submitted to IRI [42]. Hence, future studies must be performed to assess the relevance of NLR signaling in IRI and to determine how these receptors are connected with clinical worsening or improvement.

#### Pathways related to differentiation and development

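Under Cell differentiation in Table S6, 28 of 30 genes tested were higher in IRI than in Control at an adjusted p below 0.05, and 29 adjusted over the list alone. Table S7 lists nervous system development among the down-regulated themes, and 8 of its 9 genes were lower past both adjustments. In IPC+IRI vs IRI, 6 of the 7 genes of that theme in Table S8 were higher past both adjustments, with a median log2 fold change of 1.06. For regulation of cell differentiation, 10 of 12 genes were higher in IPC+IRI vs Control and 11 adjusted over the list alone, while 1 was lower past the threshold. The same theme in Table S12 had 3 of 5 genes higher in IRI+Hemin vs IRI and 1 lower, past both adjustments. Of the 22 genes of multicellular organismal development in Table S14, 21 were higher in Hemin than in Control, 15 of them past both adjustments.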

IRI, IPC and Hemin treatment promoted the up-regulation of genes pertaining to cell differentiation and development (Figures 2, 4, 5 and 6; Tables S6, S7, S8, S10, S12 and S14), highlighting their roles in stress-related events. Upon kidney epithelial cells loss due to IRI, the surviving cells dedifferentiate, migrate along the basement membrane, proliferate to restore cell number and then differentiate, restoring the nephron functional integrity [43]. Also interesting, molecules which are expressed during kidney development but not in mature nephron are enormously expressed in proximal tubules after IRI. Although the relevance of the reversion to a less-differentiated cell phenotype during IRI is not clear, such phenomenon must be well understood, given its relevance for the progression to chronic kidney disease.

#### Angiotensin II signaling pathway

The renin-angiotensin-aldosterone system, especially the peptide Angiotensin II (Ang II), contributes to kidney injury [44]. 

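Agtr1b and Cma1 are the genes that Table S7 lists under the Renin-angiotensin system in IRI vs Control, and both were lower in IRI past either adjustment. Cma1 (NM_010780, 2 probes on chromosome 14 from 56560454 to 56562550) had a log2 expression of -5.29 ± 0.26 in IRI and -3.64 ± 0.31 in Control (SD, n = 4), with 1 of 4 IRI arrays well above background, and a log2 fold change of -1.65 (standard error 0.19, adjusted p = 2.4e-06). With normexp background correction, its log2 fold change was 0.017 (adjusted p = 0.982), in the reverse direction, and the adjusted p ran from 7.27e-07 to 0.982 over its alternatives. In IPC+IRI vs IRI, Table S9 lists Anpep (NM_008486, probe on chromosome 7 from 86966725 to 86966784), which was 3.07 ± 0.17 in IPC+IRI and 4.02 ± 0.37 in IRI, a log2 fold change of -0.95 (standard error 0.20, adjusted p = 0.0011), under the 3-fold cutoff. Agtr1b and Cma1 did not fall in that comparison, with log2 fold changes of 0.63 and 0.17 (adjusted p = 0.238 and 0.501), and Agtr1b was at -0.007 without IRI replicate 4, which stood apart.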

Genes belonging to this biological theme were down-regulated in IRI *vs* Control and IPC+IRI *vs* IRI comparisons (Figures 2 and 3, respectively). In fact, one of the most down-regulated genes in IRI *vs* Control (Table S1) was the receptor of Ang II AT1B. This shows the kidney efforts to down-regulate AT1B expression and, hence, to reduce the renal damage promoted by this receptor signal transduction. Moreover, it is increasingly apparent that the cross-talk between Ang II and other signals such as ErbB through corresponding receptors heterodimerization might play a crucial role in renal deterioration and renal epithelial cell hypertrophy [45], [46]. Therefore, the down-regulation of Ang II receptors may be also a response against this potentially harmful cross-talk.

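The gene of AT1B, Agtr1b (NM_175086, probe on chromosome 3 from 20214766 to 20214825), had a log2 expression of -4.34 ± 1.29 in IRI and -1.27 ± 0.30 in Control (SD, n = 4), a log2 fold change of -3.07 (standard error 0.43, adjusted p = 1.6e-05). It was well above background on 3 of the 4 IRI arrays. IRI replicate 4 stood apart at -6.26, and without it the log2 fold change was -2.43 (adjusted p = 9.16e-07). Agtr1b differed in IPC+IRI vs Control by -2.44 (standard error 0.43, adjusted p = 0.000128). From the fall in this gene after IRI, the paper reasons that the kidney reduces AT1B expression to limit the renal damage that signaling by this receptor promotes.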

#### Focal adhesion and ECM-receptor interaction

Focal adhesion and ECM-receptor interaction were other two overrepresented themes observed from the differentially expressed genes found after IRI (Figure 2). 

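Of the 14 genes under Focal adhesion in Table S6, all were higher in IRI than in Control, 12 at an adjusted p below 0.05 over all genes tested and 13 adjusted over the list alone, with a median log2 fold change of 1.68. The 8 genes under ECM-receptor interaction were also all higher, 7 past the threshold over all genes and 8 over the list alone, with a median of 2.12. At least 3-fold higher were 9 and 5 genes of these lists.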

The interactions between cell and extracellular matrix are mediated by the integrin family of cell adhesion receptors at focal adhesions, which consist of a large number of both cytoskeletal and signal transduction adapter proteins [47]. Stress events like IRI can disorganize focal adhesions by restructuring actin cytoskeleton and activating some downstream kinases, such as ERK1/2, which causes focal adhesion impairment and subsequent renal injury [48]. 

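Cd44 (NM_009851, 3 probes on chromosome 2 from 102651667 to 102674479) had a log2 expression of -1.19 ± 0.19 in IRI and -3.30 ± 0.22 in Control (SD, n = 4), a log2 fold change of 2.11 (standard error 0.30, adjusted p = 2.06e-05), although its probes ran from -1.93 to 2.67. Tnc, the gene of tenascin (NM_011607, 3 probes on chromosome 4 from 63620819 to 63675011), was -1.28 ± 0.88 in IRI and -3.82 ± 0.39 in Control, higher by 2.55 (standard error 0.46, adjusted p = 0.000199). Itga5 (NM_010577, probe on chromosome 15 from 103175022 to 103175081) rose from -2.74 ± 0.75 to -0.38 ± 0.62, by 2.36 (standard error 0.36, adjusted p = 3.69e-05). Itgav (NM_008402, 6 probes on chromosome 2 from 83581760 to 83646192) was higher by 0.84 (standard error 0.16, adjusted p = 0.000253) over probes of -0.64 to 1.94, and was not called with the deposited log2 matrix (0.30), with an adjusted p between 0.000225 and 0.598 over all alternatives. Itgb3 (NM_016780, 2 probes on chromosome 11 from 104528490 to 104531731) differed by 0.55 (standard error 0.25, adjusted p = 0.078) over probes of -0.034 to 1.87, which passed the threshold with the mean of the log2 values of its probes (0.92), without Control replicate 3 (0.73) and without IRI replicate 4 (0.68), with an adjusted p between 0.00131 and 0.925 over all alternatives. Itga5 and Tnc were lower in IPC+IRI than in IRI, with log2 fold changes of -2.66 (standard error 0.36, adjusted p = 2.94e-05) and -1.97 (standard error 0.46, adjusted p = 0.00234).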

Here, we found the up-regulation of genes that participate in focal adhesion and ECM-receptor interaction functions such as CD44, Tenascin and some integrins, which were already described in kidney pathological conditions [49], [50], [51]. As molecules of adhesion, they can be required to avoid massive tubule epithelial cell detachment in response to ischemia, not allowing the disassembly of focal adhesion complexes present in that context. However, they can also promote other functions like cell fate decision and lymphocyte extravasation to the injured local, with the maintenance of a pro-inflammatory milieu within the ischemic kidney [52]. Thus, the preservation of tubular epithelium integrity and focal adhesion interactions that support this epithelium could be an interesting therapeutic approach to maintain renal function stabilized [53].

#### Regulation of actin cytoskeleton

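In Table S6, 9 of the 11 genes under Regulation of actin cytoskeleton were higher in IRI than in Control at an adjusted p below 0.05, and 10 adjusted over the list alone. Table S13 lists Pfn1 and Fmnl1 under actin cytoskeleton organization, and Table S9 lists Pfn1 and Arpc4 for IPC+IRI vs IRI, each lower past both adjustments. Arpc4 (NM_026552, 2 probes on chromosome 6 from 113339029 to 113339402) had a log2 expression of 1.06 ± 0.17 in IPC+IRI and 2.36 ± 0.19 in IRI (SD, n = 4), a log2 fold change of -1.30 (standard error 0.15, adjusted p = 1.18e-05), and -1.30 (standard error 0.15, adjusted p = 9.18e-06) in IRI+Hemin vs IRI. Fmnl1 was lower in IRI+Hemin than in IRI, with a log2 fold change of -2.82 (standard error 0.38, adjusted p = 2.6e-05), and -2.84 without IRI replicate 4, which stood apart. In IRI vs Control, Arpc4 changed by 0.36 (adjusted p = 0.059) and Fmnl1 by 0.84 (adjusted p = 0.0701), which is within the spread between arrays. The rise of Arpc4 passed the threshold with the brightest probe alone (0.45), without Control replicate 3 (0.47) and without IRI replicate 4 (0.44), with an adjusted p between 0.0221 and 0.387 over all alternatives. That of Fmnl1 passed it with the brightest probe alone (0.91), without Control replicate 1 (1.03) and without Control replicate 3 (1.18), with an adjusted p between 0.0116 and 0.271 over all alternatives. Control replicate 2 was the lowest Control array in both genes, at 1.449 in Arpc4 and -2.144 in Fmnl1. The other Control arrays were at 2.071 or higher and at -0.321 or higher, so both rises are smaller without replicate 2. In Hemin vs Control, with no IRI, Arpc4 changed by -1.06 (adjusted p = 0.000149) and Fmnl1 by -2.08 (adjusted p = 0.000597), and the fall of Arpc4 was short of the threshold with no normalization between arrays (-0.49), with an adjusted p between 1.57e-06 and 0.112 over all alternatives.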

Genes involved in the regulation of actin cytoskeleton were up-regulated at IRI *vs* Control (Figure 2, Table S6) and down-regulated in IRI+Hemin x IRI (Figure 5, Table S13) and IPC+IRI vs IRI comparisons. Actin cytoskeleton plays important roles in the structure and function of proximal tubular epithelial cells through modulating cell-cell and cell-extracellular matrix (ECM) adhesions. Ischemia remodels filamentous actin, detaching proximal tubular epithelial cells, which may lead in part to acute renal failure. Moreover, cellular ATP depletion in diverse cell types results in the net conversion of monomeric G-actin to polymeric F-actin, representing an important aspect of cellular injury in the ischemic tissue. Among the differentially expressed genes found, Rock2 was up-regulated in IRI (Table S6), which participates of actin cytoskeleton polymerization during ischemic conditions. 

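Rock2 (NM_009072, probe on chromosome 12 from 16984727 to 16984785) had a log2 expression of -1.69 ± 0.49 in IRI and -3.75 ± 0.39 in Control (SD, n = 4), a log2 fold change of 2.07 (standard error 0.24, adjusted p = 2.82e-06), with 3 of 4 Control arrays well above background. With each array left out it stayed between 1.86 and 2.26. It was 1.63 (standard error 0.24, adjusted p = 2.85e-05) in IPC+IRI vs Control, and not past the threshold with normexp background correction (0.39), with an adjusted p between 4.16e-06 and 0.0585 over all alternatives. Rock2 differed by -0.44 (standard error 0.24, adjusted p = 0.148) between IPC+IRI and IRI, a fall that passed the threshold with normexp background correction (-0.42) and without IRI replicate 2 (-0.64), with an adjusted p between 0.0424 and 0.822 over all alternatives.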

Noteworthy, ROCK-inhibition by hydroxyfasudil was shown to significantly improve kidney function in a rat model of acute renal IRI [54]. Also, we found that Hemin treatment and ischemic pre-conditioning was capable of down-regulating the expression of the gene coding for Profilin (Pfn1). 

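Pfn1 (NM_011072, probe on chromosome 11 from 70465688 to 70466312) had a log2 expression of 2.83 ± 0.19 in IRI, 0.21 ± 0.26 in IRI+Hemin and 0.25 ± 0.16 in IPC+IRI (SD, n = 4 arrays each). The log2 fold change was -2.63 (standard error 0.26, adjusted p = 2.45e-06) in IRI+Hemin vs IRI and -2.58 (standard error 0.26, adjusted p = 3.23e-06) in IPC+IRI vs IRI. In Hemin vs Control, without IRI, it was -2.11 (standard error 0.26, adjusted p = 4.89e-05), so Pfn1 was also lower on the Hemin slide than on the Control slide. Control replicate 2 stood apart at 1.10, and without it the change in Hemin vs Control was -2.49. IRI vs Control gave 0.59 (standard error 0.26, adjusted p = 0.0638). This rise passed the threshold without Control replicate 3 (0.74) and without Control replicate 4 (0.74). Without Control replicate 2 it was 0.21 (adjusted p = 0.237), and the adjusted p lay between 0.0318 and 0.237 over all alternatives.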

Pfn1 is an actin-binding protein involved in the mechanism of actin polymerization in cellular ATP depletion [55]. Therefore, the regulation of actin polymerization can be an important agenda for future research into the protection against kidney impairment function.

#### Wnt signaling pathway

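The 3 genes that Table S9 lists for the Wnt, TGF-beta and JAK-STAT signaling pathways were all lower in IPC+IRI than in IRI past both adjustments, with log2 fold changes between -2.30 and -1.27. The Wnt genes of Table S10 had a median log2 fold change of 1.71 in IPC+IRI vs Control, with values from -0.59 to 5.12. In IRI+Hemin vs IRI, the 6 Wnt genes of Table S12 were all higher at an adjusted p below 0.05, over all genes tested and adjusted over the list alone, with a median of 0.99.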

Wnt signaling pathway genes were differentially regulated in IPC+IRI *vs* IRI (Figure 3), IPC+IRI *vs* Control (Figure 4, Table S10) and IRI +Hemin *vs* IRI (Figure 5, Table S12) comparisons. This found may suggest that Wnt signaling may play a relevant role in the renal protection caused by IPC and Hemin manipulations. Indeed, it is increasingly apparent that Wnt signaling is capable of protecting the kidney against apoptosis by inhibiting Bax, Caspase 3 and Cytochrome c activities, leading, at the end, to ischemic resistance [56], [57]. In contrast, other studies have associated Wnt signaling with the progression of chronic renal allograft damage [58] and renal fibrosis [59]. Perhaps paradoxically, this opposite effect observed may be related to the context-dependency and complexity of this pathway, undergoing many levels of cross-talk with other regulatory pathways. Hence, the predictability of how Wnt pathway modulation could influence renal IRI becomes tricky [60]. Of note, previous studies have addressed the role of Wnt signaling in preconditioning cardioprotection [61], [62], corroborating the idea that some components of Wnt pathway are involved in pro-survival mechanisms elicited by IPC.

#### Vascular events

Genes belonging to “Vascular smooth muscle contraction” category were up-regulated at IRI+Hemin *vs* IRI comparison (Figure 5, Table S12). 

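Table S12 lists 6 genes under vascular smooth muscle contraction, of which 5 were higher in IRI+Hemin than in IRI. An adjusted p below 0.05 was reached by 4 in that direction, over all genes tested and adjusted over the list alone, and by 1 in the opposite direction. The log2 fold changes ran from -0.45 to 2.78, with a median of 0.58.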

A previous study has demonstrated that Hmox1 knockout mice exhibited exacerbated vascular lesions after ischemia/reperfusion [63] and their arteries exhibited increased sensitivity to constrictors. Furthermore, it was already demonstrated that hemin treatment improves microcirculation by induction of Hmox1 in IRI after kidney transplantation [64]. Therefore, Hmox1 may be important in the regulation of vessels function in stress situations experienced by the kidney. Hmox1 could neutralize vasoconstrictor mediators released within IRI, counterbalancing detrimental consequences of these mediators to renal function. Also relevant, the IRI+Hemin *vs* IRI comparison showed up-regulation of genes belonging to “Vascular endothelial growth factor receptor signaling pathway” category (Figure 5, Table S12), which may, in turn, help the kidney to avoid persistent ischemia by promoting local angiogenesis.

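The 4 genes of the vascular endothelial growth factor receptor signaling pathway in Table S12 were all higher in IRI+Hemin than in IRI and passed the adjusted p over all genes and over the list alone. Their median log2 fold change was 0.52, and the range was 0.42 to 2.58.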

#### Amino acid and nitrogen metabolism

Hemin treatment enhanced the expression of genes involved in amino acids and nitrogen metabolism (Tables 12 and 14; Figure 6). This finding may indicate a mechanism of tolerance increasing to ischemia by means of a metabolic adaptation through increased amino acid metabolism. 

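In IRI+Hemin vs IRI, the 3 genes of tryptophan metabolism in Table S12 were higher past both adjustments, by 1.74 to 1.85 on the log2 scale. The 2 genes of phenylalanine metabolism were also higher past both, with log2 fold changes of 0.24 and 1.85. In Hemin vs Control, the 3 genes of Arginine and proline metabolism in Table S14 were all higher, 2 at an adjusted p below 0.05 over all genes tested and 3 adjusted over the list alone. Of the 2 genes under Nitrogen metabolism, both were higher and 1 passed either adjustment. From this increase the paper proposes that Hemin raises the tolerance to ischemia through a metabolic adaptation of amino acid metabolism.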

Interestingly, the administration of regulatory amino acids such as phenylalanine, tryptophan and alanine showed protective effects against ischemia in a model of hepatic ischemia [65]. Thus, nitrogen metabolism may have a possible role to the preservation of liver viability.

#### Identification of common and exclusively regulated genes between the groups

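The genes called higher in IRI vs Control, IPC+IRI vs IRI and IRI+Hemin vs IRI were compared by gene name. With the cutoffs of the paper's Results, which set a 3-fold rise in all but IRI+Hemin vs IRI, 292 genes were called both in this comparison and in IPC+IRI vs IRI and not in IRI vs Control. Of the genes called in IRI vs Control, 3 were also called in IPC+IRI vs IRI and 15 in IRI+Hemin vs IRI.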

A Venn diagram was constructed to identify common and exclusively up-regulated genes by IRI, IPC and Hemin treatment protocols (Figure 7A). 

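Called higher in a single comparison were 66 genes in IPC+IRI vs IRI, 4346 in IRI+Hemin vs IRI and 477 in IRI vs Control. With a fold of at least 3 in each comparison, a setting chosen after these counts were seen, the numbers were 147, 228 and 491, with 211 genes shared by IPC+IRI vs IRI and IRI+Hemin vs IRI. At 4-fold in IRI+Hemin vs IRI, chosen likewise, there were 231, 51 and 492, and 127 shared.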

We found that 136, 189 and 469 genes were exclusively expressed due to IPC, IRI+Hemin or IRI conditions. Although a few genes were commonly up-regulated between IRI *vs* control and the other two comparisons described above, 108 genes were commonly expressed between IPC x IRI and IRI+Hemin x IRI comparisons, indicating possible common mechanisms between IPC and Hemin maneuvers. 

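Across 19164 genes, the log2 fold changes of IPC+IRI vs IRI and IRI+Hemin vs IRI correlated with r = 0.77 (standard error 0.038, by leaving out each array in turn). Both comparisons use the same 4 IRI arrays, which alone gave a median r of 0.537 and a highest r of 0.807 in 100 draws of unchanged groups. With the IRI arrays divided 2 and 2 between the comparisons, so that no array was shared, r lay between 0.568 and 0.706, and 229 to 282 genes were called higher in both, where 64.9 to 83.5 would be expected of independent lists. Hemin vs Control, which shares no array with IPC+IRI vs IRI, correlated with it at r = 0.594 (standard error 0.072), and its correlation with IRI+Hemin vs IRI was 0.55 (0.071). These are correlations across genes, which are not independent replicates. Of the 292 shared genes, 262 were tested in Hemin vs Control, and 240 of them (91.6%) were higher there, 124 at an adjusted p below 0.05, although that comparison has no IRI. Their median log2 fold change there was 0.80, against 0.057 for all genes tested. From the genes shared by both comparisons with IRI, the paper proposes common mechanisms of IPC and Hemin.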

The main common biological functions enriched were transcription, DNA replication, DNA metabolic process, cell cycle, regulation of microtubule polymerization/depolymerization, centrosome organization and steroid hormone receptor signaling pathway (Figure 7B). In contrast, data representing down-regulated genes did not show a representative amount of commonly differentially expressed genes (data not shown). 

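At 3-fold in IPC+IRI vs IRI and with no fold cutoff in IRI+Hemin vs IRI, 131 genes were called lower in both IPC+IRI vs IRI and IRI+Hemin vs IRI, 3 of them also in IRI vs Control. This is most of the 157 genes called lower in IPC+IRI vs IRI. A fold of at least 3 in both left 79, and at least 2 in IRI+Hemin vs IRI left 123, both chosen after the first count was seen. Of 17 other settings, 9 stayed within 1.5 times of 131. Far fewer were shared with normexp background correction and with no normalization between arrays. SAM on single probes of the deposited log2 values without a shift, also chosen afterwards, gave 7.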

Figure 8 represents the functional enrichment analysis of the exclusively expressed genes in IPC x IRI and IRI+Hemin x IRI comparisons categorized by KEGG and GO. Noteworthy, IPC exclusively induced the expression of genes involved in tight junction, steroid hormone biosynthesis, NOD-like receptor signaling pathway, proteolysis, response to stress and apoptosis, microtubule cytoskeleton organization and cell migration. On the other hand, Hemin pre-treatment was able to exclusively induce the expression of genes related to metabolic pathways, vascular smooth muscle contraction, arachidonic acid metabolism, regulation of actin cytoskeleton, Wnt signaling pathway, retinol metabolism, Drug metabolism – Cytochrome P450, cell differentiation, oxidation-reduction process, cell cycle, mitosis and MAPK cascade.

**Figure 7:**
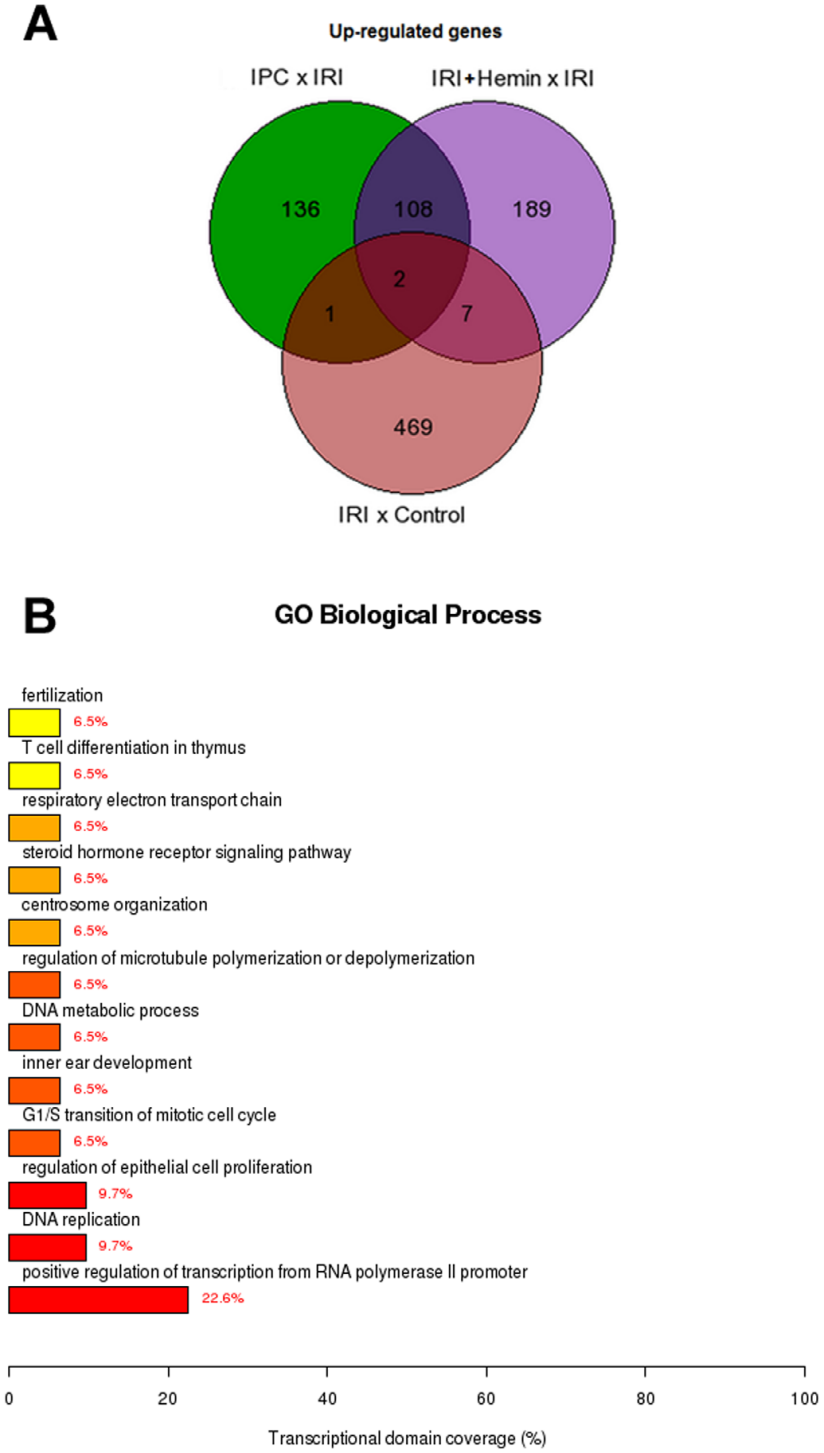
Venn diagram of microarray results reveals similarities and differences in differential transcriptome profiles regulated by IRI, IPC Hemin treatment protocols. A) Venn diagram visualizing the overlapping results between the differentially regulated genes found at IRI vs Control, IRI+Hemin vs IRI and IPC+IRI vs IRI comparisons. B) Biological Process Ontology (GO) of the *commonly* differentially expressed genes found at IPC+IRI *vs* IRI and IRI+Hemin *vs* IRI comparisons. The red color of the bar plots represent up-regulated genes.

**Figure 8:**
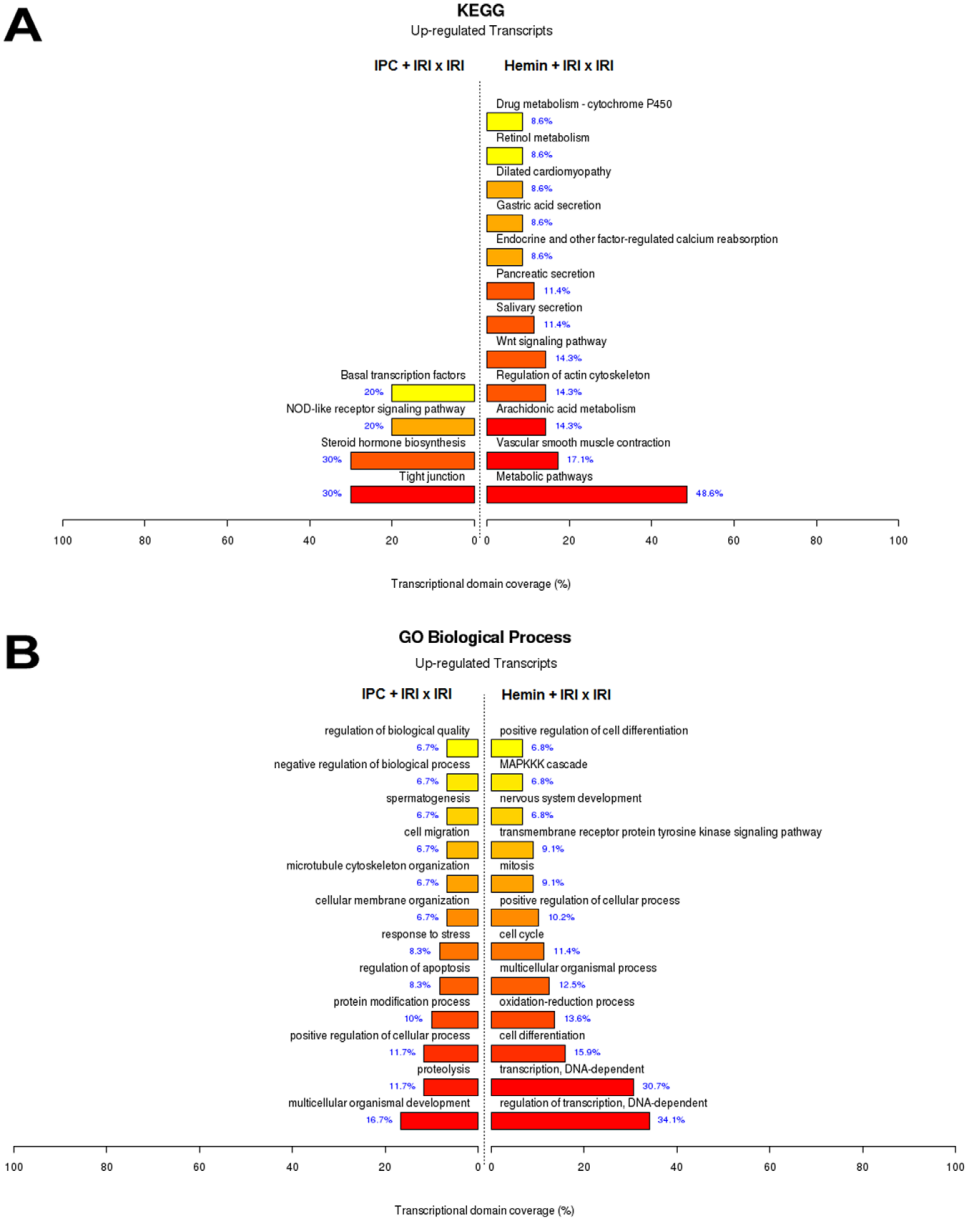
Top ranked biological functions of the *exclusively* differentially expressed genes regulated by IPC and Hemin treatment. A) KEGG categories showing significant functional enrichment of the *exclusively* differentially expressed genes found at IPC+IRI *vs* IRI and IRI+Hemin *vs* IRI comparisons. B) Biological Process Ontology (GO) of the *exclusively* differentially expressed genes found at IPC+IRI vs IRI and IRI+Hemin vs IRI comparisons. The red color of the bar plots represent up-regulated genes.

#### Validation of microarray results using qRT-PCR

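Hprt1 (NM_013556, probe on chromosome X from 50374757 to 50374816), the gene used to normalize the qRT-PCR, had a log2 expression on the arrays of 3.101 ± 0.45 in Control, 3.40 ± 0.086 in IRI, 4.24 ± 0.038 in IRI+Hemin, 4.37 ± 0.15 in IPC+IRI and 4.07 ± 0.038 in Hemin (SD, n = 4 arrays each). It was higher in IPC+IRI than in IRI by 0.97 (standard error 0.16, adjusted p = 0.000129), in IRI+Hemin than in IRI by 0.84 (standard error 0.16, adjusted p = 0.000407) and in Hemin than in Control by 0.97 (standard error 0.16, adjusted p = 0.000287). The difference in IPC+IRI vs Control was 1.27 (standard error 0.16, adjusted p = 4.29e-06). IRI vs Control gave 0.30 (standard error 0.16, adjusted p = 0.116), with Control replicate 2 apart at 3.78, and passed the threshold without Control replicate 2 (0.53), with an adjusted p between 0.00015 and 0.571 over all alternatives. These values are relative to the array's 75th percentile, and values of the qRT-PCR were not analysed here.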

Expression patterns of all selected genes (Table S15) used for microarray validation were consistent with the values found using qRT-PCR. Normalization was performed using the Hypoxanthine-guanine phosphoribosyltransferase (Hprt) housekeeping gene. Figures 9, 10 and 11 represent the qRT-PCR results confirming the consistency of microarray data. We found a good correlation between microarray and qPCR results in the genes evaluated (Pearson correlation coefficient, r = −0.7849), which is in accordance with other articles in the literature that showed similar results [66], [67], [68]. Furthermore, the linear regression analysis performed showed a p-value = 0.0005, indicating that the slope of the regression line is significantly different from zero, which in turns shows that there is a significant relationship between “qPCR values” and “DNA microarray values” variables.

**Figure 9:**
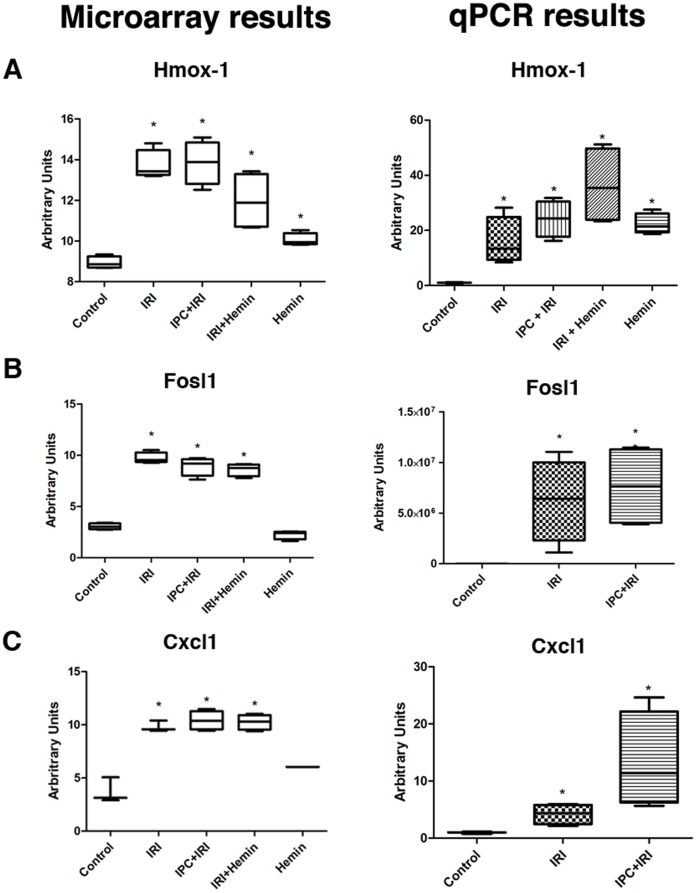
Validation of microarray results by qRT-PCR analysis. Expression of the genes Hmox-1 (A), Fosl1 (B) and Cxcl1 (C), were evaluated by microarray and qRT-PCR experiments. In microarray experiments, values are represented by log2-transformed gProcessed signal. For qRT-PCT, the relative RNA amounts were calculated using the comparative method 2-^ΔΔCT^ and Hprt as an internal control. Results are shown as Boxplot format with whiskers from minimum to maximum values. *p<0.05 compared to Control.

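On the arrays, Hmox1 had a log2 expression of 5.80 ± 0.70 in IRI+Hemin, 3.96 ± 1.22 in IPC+IRI and 1.93 ± 0.21 in Hemin (SD, n = 4 arrays each). It was higher in IPC+IRI than in Control by 2.59 (standard error 0.47, adjusted p = 0.000161) and lower than in IRI, with a difference of -2.07 (standard error 0.47, adjusted p = 0.00178). Hemin vs Control gave 0.56 (standard error 0.47, adjusted p = 0.362), and IRI+Hemin vs IRI -0.23 (standard error 0.47, adjusted p = 0.715), both within the spread between arrays. Fosl1 was at 0.61 ± 0.43 in IPC+IRI, above Control by 5.12 (standard error 0.27, adjusted p = 8.73e-10), where 1 of 4 Control arrays was well above background. In Hemin, Fosl1 was well above background on none of the 4 arrays and was not tested against Control. Cxcl1 rose in Hemin vs Control by 1.38 (standard error 0.52, adjusted p = 0.0467), with arrays that overlapped (exact permutation p = 0.143) and 1 of 4 Control arrays well above background, and lost the call with normexp background correction (0.074), with the 75th percentile of bright probes (1.26), with no filter on dim genes (1.38), with a fit of the 8 arrays alone (1.38) and without Control replicate 1, 2 or 4 or Hemin replicate 2, 3 or 4 (0.96 to 1.38), with an adjusted p between 0.00264 and 0.864 over all alternatives.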

**Figure 10:**
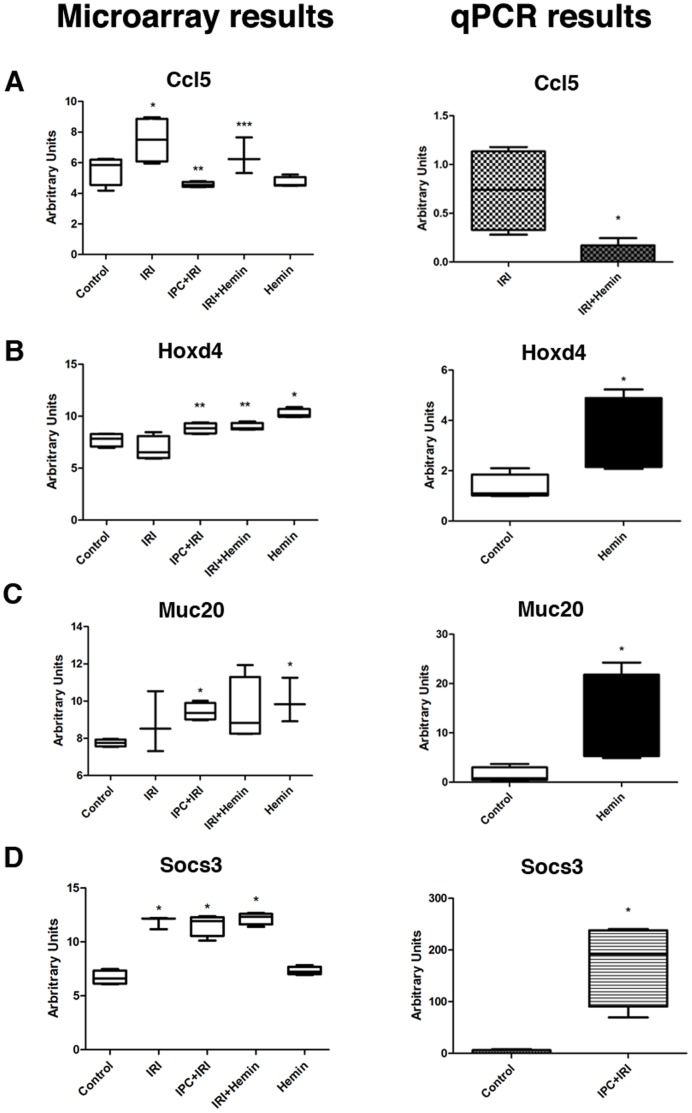
Validation of microarray results by qRT-PCR analysis. Expression of the genes Ccl5 (A), Hoxd4 (B), Muc20 (C) and Socs3 (D) were evaluated by microarray and qRT-PCR experiments. In microarray experiments, values are represented by log2-transformed gProcessed signal. For qRT-PCT, the relative RNA amounts were calculated using the comparative method 2-^ΔΔCT^ and Hprt as an internal control. Results are shown as Boxplot format with whiskers from minimum to maximum values. *p<0.05 compared to Control; **p<0.05 compared to IRI; ***p<0.05 compared to Hemin.

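Ccl5 had a log2 expression of -1.32 ± 0.48 in Control, 0.11 ± 1.32 in IPC+IRI and -2.12 ± 0.20 in Hemin on the arrays (SD, n = 4 arrays each). In IRI vs Control it changed by 1.71 (standard error 0.64, adjusted p = 0.0347), but the arrays overlapped (exact permutation p = 0.114), and the rise was not past the threshold with normexp background correction (1.22), with the deposited log2 matrix (1.52), with no filter on dim genes (1.71), with a fit of the 8 arrays alone (1.71) and without Control replicate 1, 2 or 4 or IRI replicate 1 or 2 (1.16 to 1.77), with an adjusted p between 0.0079 and 0.137 over all alternatives. Hoxd4 (NM_010469, probe on chromosome 2 from 74566866 to 74566925) was higher by 1.79 (standard error 0.37, adjusted p = 0.000859) in IPC+IRI vs IRI, by 1.61 (standard error 0.37, adjusted p = 0.00185) in IRI+Hemin vs IRI and by 1.94 (standard error 0.37, adjusted p = 0.000784) in Hemin vs Control. In IRI vs Control Hoxd4 changed by -0.99 (standard error 0.37, adjusted p = 0.0304), which was not past the threshold with normexp background correction (-0.67), with no normalization between arrays (-0.87), with a fit of the 8 arrays alone (-0.99) and without Control replicate 2 or 4 or IRI replicate 2 or 3 (-0.91 to -0.68), with an adjusted p between 0.0023 and 0.138 over all alternatives. Muc20 (NM_146071, probe on chromosome 16 from 32786143 to 32786202) passed the threshold in none of the 5 comparisons at the settings given above, with a change of 1.49 (standard error 0.62, adjusted p = 0.0672) in Hemin vs Control and 1.26 (standard error 0.62, adjusted p = 0.0906) in IPC+IRI vs Control. It passed in Hemin vs Control with no normalization between arrays (2.06) and with a fit of the 8 arrays alone (1.49), with an adjusted p between 0.0167 and 0.21 over all alternatives, and in IPC+IRI vs Control with no normalization between arrays (1.70) and without IPC+IRI replicate 3 (1.63), with an adjusted p between 0.0435 and 0.394 over all alternatives. Socs3 (NM_007707, probe on chromosome 11 from 117827480 to 117827539) rose by 4.93 (standard error 0.29, adjusted p = 1.68e-09) in IRI vs Control and by 5.06 (standard error 0.29, adjusted p = 2.51e-09) in IPC+IRI vs Control, with IPC+IRI replicate 1 apart from the others at 3.62.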

**Figure 11:**
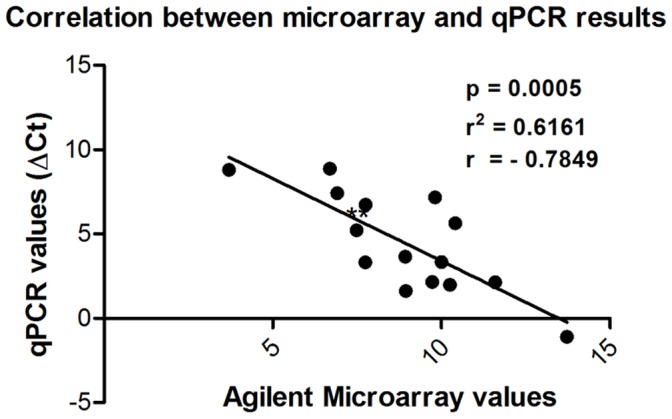
Linear regression analysis revealed a good degree of correlation (R^2^ = 0.6161) between oligonucleotide microarray and quantitative RT-PCR. Horizontal axis, values obtained with microarray experiments; vertical axis, values obtained with qRT-PCR.

### Conclusions

Ischemia/reperfusion injury is still a major clinical problem for many kidney diseases, as well as the predominant insult in organ transplantation. In the present work, we performed transcriptomic analysis of the kidney response to IRI in a mice model of acute kidney injury. Moreover, we compared IRI with two separate interventions, ischemic preconditioning and treatment with Hemin.

Our functional genomics approach revealed in an integrative manner the differential transcriptome profiles and subsequent enriched biological functions among the groups, providing a global picture of how the kidney behaves after IRI. Although previous works have already addressed differential gene expression following IRI in animal models [69], [70], [71], [72], [73], these studies used microarray sets containing much less probes than used here (44000 oligonucleotide probes corresponding to approximately 42000 transcripts). Consequently, many new relevant genes were found in our study, updating the current information regarding transcriptome regulation following IRI. Also, our findings were consistent with these previous microarray studies, confirming the participation of genes associated with apoptosis, inflammation, extracellular matrix, stress response, growth factors, adhesion molecules, proteases, etc. Noteworthy, a consistent part of the differentially expressed genes observed in this work participates in biological functions previously described to be protective against IRI. Therefore, the kidney cells effort to induce a potential protective transcriptome program after IRI was revealed.

Cells injured can release immunological pattern molecules which are recognized by kidney and immunological cells, initiating persistent inflammation. The exacerbation and spreading of inflammatory mediators into other nephron regions may lead to persistent injury of the system. Consonant with this idea, inflammatory soluble mediators such as TGF-β, Angiotensin II and EGF, which signals were described to be altered in our work, may initiate some side effects into kidney. This might affect angiostasis, cell reactions, fibrosis [74] and other pathophysiological processes such as epithelial–mesenchymal transition process, in which injured tubular cells trying to regenerate the renal system recapitulate its development [75]. Accordingly, studies aiming to tune these pathways may clarify in which conditions these signals may cause an exacerbated damage response, depending on factors such as time, site of release and specific mediators.

Hmox1 up-regulation was already described as a common mechanism of protection afforded by Hemin and IPC in other experimental models [64], [76], [77], [78]. Hemin treatment is widely known to induce Hmox-1 expression [11], [19], [79], [80], [81]. Moreover, some recent papers have shown that, in different organs, the protective effects of IPC are at least partially mediated via Hemox-1 up regulation [82], [83], [84], [85]. In addition, some studies showed that the inhibition of Hmox-1 (either by pharmacologic inhibition or with siRNA) causes the lost of the protective effects of IPC [76], [86], confirming once more the role of heme oxygenase-1 system in tissue recovery.

Beside the previous described mechanism, new insights were also obtained about the underlying mechanisms involved in kidney protection against IRI promoted by IPC and Hemin treatment. Venn diagram analysis helped us to identify overlapping differentially expressed genes, which may suggests, in turn, potential common and different mechanisms involved in these maneuvers (Figures 7 and 8). Both maneuvers were able to modulate genes belonging to DNA replication, proliferation, cell cycle, microtubule polymerization and centrosome organization. Collectively, these results suggest that the up regulation of pathways that facilitate cell recovery is occurring within kidney tissue in both cases. Accordingly, one of the main pathways overexpressed after Hemin treatment and IPC is the MAPK signaling, which is involved in cell cycle division and, consequently, proliferation. As an example of this cascade, a recent paper showed that when there is a pharmacological intervention that leads to inhibition of MAPK signaling, the recovery after an acute kidney injury episode is delayed [87].

Venn diagram analysis also showed us some possible exclusive mechanisms between Hemin and IPC. IPC exclusively regulated the expression of genes pertaining to protein modification processes such as proteolysis, response to stress and regulation of apoptosis. Therefore, the role of IPC in controlling exacerbated stress response and consequently protein modifications and apoptosis was highlighted. Finally, Hemin treatment exclusively regulated the expression of genes associated with cell differentiation, metabolic pathways, cell cycle, mitosis, development, regulation of actin cytoskeleton and arachidonic acid metabolism, suggesting a pleiotropic effect for Hemin.

We only tested in this work gene expression changes at 6 hours interval. Thus, further studies to evaluate temporal gene expression of selected genes with biological relevance should be carried out to confirm which changes are transient or durable. We found relevant this time interval because unpublished data from our laboratory showed that the peak of Hmox-1 expression occurs around 6 hours after reperfusion, providing a reasonable evidence that this time point should be the best to compare changes between the groups shown in our manuscript. As we focused on the transcriptome analysis, we believe that the chosen time point may provide us essential information upon the molecular changes on gene expression that will later interfere in the renal function outcome, as observed by our group and others [10], [88], [89]. Also, this temporal gene expression analysis could clarify some issues, as many results in literature reveal opposite roles for the same signals, with the duration of specific pathways shaping the switch between one and another response [90].

Although the functional enrichment analysis used here was helpful to identify possible relevant genes and pathways, a limitation of the present study is that we were only able to detect pathways whose genes are regulated by transcriptional activity. However, other relevant targets that are not regulated at the transcriptional level may have not been disclosed. These targets could be possibly regulated metabolically, dependent on phosphorylation status or other indirect effects of IPC or hemin treatment.

In summary, the functional transcriptional analysis conducted in this work allowed the detection of new targets, biological processes and signaling pathways associated with IRI and renoprotective defenses. Further dissections of the molecular mechanisms found here are demanding to gain potential insights into the pathophysiological changes occurring in renal IRI. Moreover, further studies evaluating the protection properties of IPC and Hemin treatment may be an important agenda for the discovery of effective treatments to ischemia-related kidney diseases.

## Materials and Methods

### Animal and Surgical Procedures

Isogenic male C57BL/6 mice, age 8–12 wks (25–28 g), were purchased from Federal University of São Paulo (UNIFESP), Brazil. All animals were housed in individual and standard cages and had free access to water and food. All procedures were previously reviewed and approved by the internal Ethics Committee of the Institution (document number 118/2008).

### Experimental Model of Renal IRI

Surgery was performed as previously described [91]. Briefly, mice were anesthetized with Ketamine-Xylazine (Agribrands do Brazil, São Paulo, Brazil), a midline incision was made and both renal pedicles were cross-clamped for 45 minutes. During the procedure, animals were kept well hydrated with saline and at a constant temperature (∼37°C) through a heating pad device. Subsequently, microsurgery clamps were removed, the abdomen closed and animals placed in single cages, warmed by indirect light until completely recovered from anesthesia. Animals were kept under adjustable conditions until sacrifice, namely 6 hours after renal reperfusion. In order to induce Hmox1 expression, mice received Hemin (Frontier Scientific, Canada) i.p., 25 mg/kg, 24 hours prior to surgery. For ischemic preconditioning protocol, mice were anesthetized and both renal pedicles were clamped for 15 minutes. After that, microsurgery clamps were removed and animals were sutured. Mice were kept under adjustable conditions for 7 days, and then they underwent standard renal IRI model (45 minutes of ischemia and sacrifice after 6 hours of reperfusion).

### Analysis of Renal Function

Serum creatinine was used for evaluation of renal function. Blood samples were collected at 6 hours post reperfusion from the abdominal inferior cava vein immediately before induced death. Serum samples were analyzed on a Cobas Mira Plus (Roche, Mannhein, Germany), using the modified Jaffé technique. Groups were statistically compared using one-way ANOVA followed by Tukey’s post-hoc test with p<0.05.

### RNA Extraction

Total RNA was isolated from kidney samples using Trizol reagent (Life Technologies) and purified using RNeasy Spin Columns (Qiagen, USA). RNA quantity was determined using a Nanovue spectrophotometer (GE Healthcare, USA). The RNA quality was performed using a 2100 Bioanalyzer with an RNA 6000 Nano kit and Ladder (Agilent Technologies, USA), according to the manufacturer’s instructions. The Bioanalyzer produces an electropherogram, which shows the distribution of RNA transcripts in the sample. In an ideal sample, the two peaks of the ribosomal RNA 18S and 28S bands are observed, while additional peaks suggest RNA degradation and/or DNA contamination. The 2100 Bioanalyzer Expert software program (version B.02.06.SI418) assigns an RNA integrity number (RIN) from 1 to 10, with 1 = degraded and 10 = intact (Schroeder et al, 2006). Only samples with a RNA integrity number (RIN) of 8 or greater were employed.

### RNA Amplification and Labeling

Agilent’s Quick Amp Labeling Kit was used to generate fluorescent cRNA (complementary RNA) for the microarray hybridizations, following the manufacturer’s instructions. Briefly, a 700 ng aliquot of total RNA was reverse transcribed into cDNA. Synthesized cDNA was transcribed into cRNA and labeled with the fluorescent dye Cyanine 3 (Cy3). Labeled cRNA was purified with RNeasy Mini columns (Qiagen). The quality of each cRNA sample was verified by total yield and Cy3 specific activity calculated based on Nanovue spectrophotometer measurements (GE Healthcare).

### Microarray Hybridization

Microarray hybridizations were carried out on labeled cRNAs with Cy3 specific activity greater than 9 ρmol Cy3 per µg of RNA. Arrays were incubated at 65°C for 17 h in Agilent’s microarray hybridization chambers and subsequently washed according to Agilent’s one-color microarray-based gene expression analysis protocol (Version 5.7, March 2008). Gene expression profiles were evaluated using Agilent whole mouse genome 4×44 K oligonucleotide microarrays.

### Data Acquisition

Hybridized slides were scanned at 5 µm resolution using an Agilent G2505B DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The two linked images generated were analyzed together and data was extracted subtracting the background using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 9.5.1. The software returns a series of spot quality measures to assess the reproducibility and reliability of spot intensity estimates. These parameters are summarized in a quality control report and were evaluated in order to support the high quality of the data acquired.

### Data Processing and Analysis

The R statistical environment (http://www.r-project.org) was used to filter the data. The mean of the probes for each gene was calculated, genes with more than one missing value were removed and then the signal intensities were log2 transformed. These logarithmic values were input in the TM4 software suite in order to perform the statistical analyses [92]. To identify which genes were significantly differentially expressed, a statistical technique called SAM (Significance Analysis of Microarrays) was used [93]. SAM assigns a score to each gene on the basis of a change in gene expression relative to the standard deviation of repeated measurements. For genes with scores greater than an adjustable threshold, SAM uses permutations of the repeated measurements to estimate the percentage of genes identified by chance – the false discovery rate (FDR). Analysis parameters (Delta) were set to result in zero FDR. Fold changes based on arbitrary selection criteria (3 or 4-fold change up or 2-fold change down) were applied to identify only the genes whose expression was most affected during the different protocols used here. Combinations of gene sets were carried out using Gene List Venn Diagrams software [94]. The complete data set is publicly available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) through the series accession number GSE39548.

### Functional Enrichment Analysis

Overrepresented biological functions were searched in the differential gene expression datasets using FunNet (http://www.funnet.info). FunNet is an integrative functional genomics tool that performs a functional profiling of gene expression data, identifying overrepresented biological themes [95]. FunNet exploits genomic annotations provided by Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases [96], [97].

### Validation of Microarray Results by Real-time PCR (qPCR)

To validate the results of microarray analysis, we confirmed by qPCR the differential expression of some representative genes using the same RNA samples that were used for microarray. First-strand cDNA was synthesized from DNAse-treated total RNA using Moloney Murine Leukemia Virus Reverse Transcriptase (Promega, Wisconsin, US). We used Taqman-based quantitative RT-PCR for validation of some of the genes identified by the microarray analysis. The comparative method 2^−ΔΔCT^ was used for relative quantification of gene transcription between the studied groups [98] and gene expression levels were normalized to *Hprt* gene. Predesigned Taqman primers (Life Technologies) were used for the validation. The list of genes validated by qRT-PCT with the corresponding probe numbers are presented in Table S15. DNA microarray and qRT-PCR results were subjected to linear regression analysis and the Pearson coefficient correlation was calculated to verify the degree of correlation between these two methodologies using GraphPad Prism® 5. ANOVA one way with Tukey’s *post hoc* test or Student’s t-test were performed to verify significant differences between the groups in microarray and qRT-PCR results. For all tests, statistical significance was established as a *P* value of <0.05.

## Supporting Information

Table S1 **Gene profile comparison between IRI and control groups.**
(DOC) Click here for additional data file.

Table S2 **Gene profile comparison between IPC and IRI groups.**
(DOC) Click here for additional data file.

Table S3 **Gene profile comparison between IPC and control groups.**
(DOC) Click here for additional data file.

Table S4 **Gene profile comparison between Hemin+IRI and IRI groups.**
(DOC) Click here for additional data file.

Table S5 **Gene profile comparison between Hemin and Control groups.**
(DOC) Click here for additional data file.

Table S6 **Up regulated genes in IRI group (vs control), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S7 **Down regulated genes in IRI group (vs control), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S8 **Up regulated genes in IPC group (vs IRI), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S9 **Down regulated genes in IPC group (vs IRI), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S10 **Up regulated genes in IPC group (vs control), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S11 **Down regulated genes in IPC group (vs control), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S12 **Up regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S13 **Down regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S14 **Up regulated genes in Hemin group (vs control), according to GO and KEGG categories.**
(DOC) Click here for additional data file.

Table S15 **List of selected genes used for microarray results validation by qRT-PCR.**
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S1 — Gene profile comparison between IRI and control groups.

**Table S1**. Gene profile comparison between IRI and control groups.

| | **Name** | **Symbol** | **Fold change** | | | | --- | --- | --- | --- | --- | | fos-like antigen 1 | Fosl1 | | 101.8 |  | | chemokine (C-X-C motif) ligand 1 | Cxcl1 | | 69.0 |  | | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein F (avian) | Maff | | 68.8 |  | | activating transcription factor 3 | Atf3 | | 51.8 |  | | ChaC, cation transport regulator-like 1 (E. coli) | Chac1 | | 44.6 |  | | SRY-box containing gene 9 | Sox9 | | 41.3 |  | | cyclin-dependent kinase inhibitor 1A (P21) | Cdkn1a | | 40.0 |  | | cholesterol 25-hydroxylase | Ch25h | | 36.7 |  | | suppressor of cytokine signaling 3 | Socs3 | | 35.8 |  | | lipocalin 2 | Lcn2 | | 31.3 |  | | chemokine (C-C motif) ligand 2 | Ccl2 | | 31.0 |  | | serine (or cysteine) peptidase inhibitor, clade E, member 1 | Serpine1 | | 30.3 |  | | plasminogen activator, urokinase receptor | Plaur | | 30.2 |  | | heme oxygenase (decycling) 1 | Hmox1 | | 27.6 |  | | tumor necrosis factor receptor superfamily, member 12a | Tnfrsf12a | | 25.6 |  | | sphingosine kinase 1 | Sphk1 | | 24.7 |  | | absent in melanoma 1-like | Aim1l | | 24.1 |  | | similar to gag protein | LOC100047599 | | 22.9 |  | | inhibin beta-B | Inhbb | | 20.8 |  | | Eph receptor A2 | Epha2 | | 20.1 |  | | FBJ osteosarcoma oncogene B | Fosb | | 19.4 |  | | tribbles homolog 3 (Drosophila) | Trib3 | | 18.3 |  | | myelocytomatosis oncogene | Myc | | 18.2 |  | | S100 calcium binding protein A8 (calgranulin A) | S100a8 | | 18.0 |  | | FBJ osteosarcoma oncogene | Fos | | 17.7 |  | | WD repeat domain 86 | Wdr86 | | -14.6 |  | | 2-hydroxyacyl-CoA lyase 1 | Hacl1 | | -9.3 |  | | ciliary rootlet coiled-coil, rootletin | Crocc | | -9.0 |  | | solute carrier family 4 (anion exchanger), member 4 | Slc4a4 | | -8.3 |  | | RIKEN cDNA D630023F18 gene | D630023F18Rik | | -7.5 |  | | RIKEN cDNA D630039A03 gene | D630039A03Rik | | -6.9 |  | | RIKEN cDNA D130020G16 gene | D130020G16Rik | | -6.7 |  | | angiotensin II receptor, type 1b | Agtr1b | | -6.5 |  | | SLIT and NTRK-like family, member 6 | Slitrk6 | | -6.2 |  | | transient receptor potential cation channel, subfamily C, member 3 | Trpc3 | | -6.2 |  | | olfactory receptor 620 | Olfr620 | | -6.2 |  | | T cell leukemia, homeobox 2 | Tlx2 | | -6.2 |  | | KN motif and ankyrin repeat domains 4 | Kank4 | | -6.0 |  | | RIKEN cDNA 9530096D07 gene | 9530096D07Rik | | -5.7 |  | | TLR4 interactor with leucine-rich repeats | Tril | | -5.7 |  | | matrix metallopeptidase 28 (epilysin) | Mmp28 | | -5.7 |  | | K+ voltage-gated channel, subfamily S, 2 | Kcns2 | | -5.6 |  | | zinc finger protein 862 | Zfp862 | | -5.6 |  | | carbohydrate sulfotransferase 12 | Chst12 | | -5.5 |  | | thromboxane A2 receptor | Tbxa2r | | -5.5 |  | | EMI domain containing 2 | Emid2 | | -5.4 |  | | zinc finger protein 750 | Zfp750 | | -5.4 |  | | thyrotroph embryonic factor | Tef | | -5.4 |  | | apelin receptor | Aplnr | | -5.4 |  | | Bardet-Biedl syndrome 10 (human) | Bbs10 | | -5.4 |  | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Most 25 up and 25 down regulated genes found in the kidney tissue after ischemia/reperfusion injury (IRI *vs* Control). 

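Maff had a log2 expression of 3.76 ± 0.59 in IRI and -2.23 ± 0.35 in Control (SD, n = 4), a log2 fold change of 5.98 (standard error 0.27, adjusted p = 8.21e-11) and a fold of 63.3, beside the paper's fold of 68.8. Ch25h (NM_009890, probe on chromosome 19 from 34548418 to 34548477) was higher by 5.30 (standard error 0.33, adjusted p = 3.82e-09). Wdr86 (NM_001081441, probe on chromosome 5 from 24218125 to 24218184) was -5.25 ± 0.65 in IRI and -1.04 ± 0.19 in Control, a log2 fold change of -4.21 (standard error 0.37, adjusted p = 1.45e-07), with 1 of 4 IRI arrays well above background, so that the size of the fall depends on an IRI signal near background. Its fold was -18.6, and the paper's is -14.6. Hacl1 (NM_019975, probe on chromosome 14 from 32421033 to 32421092) changed by -3.28 (standard error 0.31, adjusted p = 3.21e-07), with 3 of 4 IRI arrays well above background and a fold of -9.69, where the paper gives -9.3. Crocc (NM_172122, probe on chromosome 4 from 140572561 to 140572620) fell to -1.01 ± 0.58 from 2.29 ± 0.35, a change of -3.30 (standard error 0.53, adjusted p = 6.96e-05) and a fold of -9.83 beside -9 in the paper. The other called genes with the largest falls were D630023F18Rik (NM_175293, probe on chromosome 1 from 65154717 to 65154776), at -3.02 (adjusted p = 2.44e-07), D630039A03Rik (NM_178727, probe on chromosome 4 from 57921443 to 57921502), at -2.92 (adjusted p = 6.27e-07), and Tlx2 (NM_009392, probe on chromosome 6 from 83019223 to 83019282), at -2.75 (adjusted p = 1.57e-07). A probe without a gene name, A_51_P256798, was at -2.75 (adjusted p = 3.48e-08). These were ranked among the called genes that were well above background on all 8 arrays and whose groups did not overlap.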

Gene expression fold changes are represented by IRI group gene expression values in relation to Control values.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S2 — Gene profile comparison between IPC and IRI groups.

**Table S2**. Gene profile comparison between IPC and IRI groups.

Most 25 up and 24 down regulated genes found in the kidney tissue to be regulated by ischemic pre-conditioning (IPC+IRI *vs* IRI). 

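Among the called genes that were well above background on all 8 arrays and whose groups did not overlap, Lars2 (NM_153168, probe on chromosome 9 from 123371116 to 123371175) rose most in IPC+IRI vs IRI, from 3.87 ± 0.74 to 8.70 ± 0.24 (SD, n = 4), by 4.83 (standard error 0.77, adjusted p = 0.000115). However, Control replicate 2 had Lars2 at 8.98, with the other Control arrays between 3.951 and 4.006. A level this high was thus also reached on 1 array with neither IPC nor IRI. Next after Slc7a12 were Ubd (NM_023137, probe on chromosome 17 from 37332688 to 37332747), at 3.22 (standard error 0.46, adjusted p = 5.04e-05), Abp1 (NM_029638, probe on chromosome 6 from 48859115 to 48859174), at 2.92 (standard error 0.54, adjusted p = 0.000379), and 9130221J18Rik (AK033690, probe on chromosome 8 from 5084091 to 5084150), at 2.91 (standard error 0.33, adjusted p = 9.63e-06). The spread in IPC+IRI was wide for Ubd and Abp1, with means of -0.76 ± 1.35 and 1.10 ± 1.59. With each array left out, Abp1 stayed between 2.16 and 3.36. Sox18 fell by 2.75 (standard error 0.45, adjusted p = 0.000152).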

Gene expression fold changes are represented by IPC+IRI group gene expression values in relation to IRI values.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S3 — Gene profile comparison between IPC and control groups.

**Table S3**. Gene profile comparison between IPC and control groups.

| | **Name** | **Symbol** | **Fold change** | | --- | --- | --- | | chemokine (C-X-C motif) ligand 1 | Cxcl1 | 94.0 | | activating transcription factor 3 | Atf3 | 69.9 | | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein F (avian) | Maff | 68.6 | | fos-like antigen 1 | Fosl1 | 47.1 | | suppressor of cytokine signaling 3 | Socs3 | 45.3 | | tumor necrosis factor receptor superfamily, member 12a | Tnfrsf12a | 42.0 | | cyclin-dependent kinase inhibitor 1A (P21) | Cdkn1a | 33.3 | | growth arrest and DNA-damage-inducible 45 beta | Gadd45b | 32.0 | | sphingosine kinase 1 | Sphk1 | 31.7 | | S100 calcium binding protein A8 (calgranulin A) | S100a8 | 31.5 | | SRY-box containing gene 9 | Sox9 | 30.5 | | metallothionein 1 | Mt1 | 25.4 | | cholesterol 25-hydroxylase | Ch25h | 21.7 | | Eph receptor A2 | Epha2 | 20.9 | | ChaC, cation transport regulator-like 1 (E. coli) | Chac1 | 19.9 | | similar to gag protein | LOC100047599 | 19.8 | | absent in melanoma 1-like | Aim1l | 18.4 | | 28S ribosomal RNA | Rn28s1 | 18.4 | | interferon-related developmental regulator 1 | Ifrd1 | 17.1 | | RNA binding motif protein 39 | Rbm39 | 16.8 | | methyl-CpG binding domain protein 1 | Mbd1 | 16.5 | | plasminogen activator, urokinase receptor | Plaur | 16.5 | | RIKEN cDNA 1700024P16 gene | 1700024P16Rik | 16.4 | | mitogen-activated protein kinase kinase kinase 6 | Map3k6 | 16.4 | | polo-like kinase 3 (Drosophila) | Plk3 | 16.0 | | solute carrier family 4, sodium bicarbonate cotransporter, member 7 | Slc4a7 | -19.8 | | SRY-box containing gene 18 | Sox18 | -12.7 | | O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase) | Ogt | -12.4 | | avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog | Maf | -6.8 | | SUMO/sentrin specific peptidase 8 | Senp8 | -6.8 | | K+ voltage-gated channel, subfamily S, 2 | Kcns2 | -6.2 | | superoxide dismutase 3, extracellular | Sod3 | -6.1 | | H19 fetal liver mRNA | H19 | -6.0 | | olfactory receptor 225 | Olfr225 | -6.0 | | B cell leukemia/lymphoma 11B | Bcl11b | -6.0 | | olfactory receptor 691 | Olfr691 | -5.8 | | RIKEN cDNA E230016K23 gene | E230016K23Rik | -5.8 | | protein phosphatase 2, regulatory subunit B (B56), epsilon isoform | Ppp2r5e | -5.5 | | karyopherin (importin) alpha 4 | Kpna4 | -5.3 | | PDZ domain containing 7 | Pdzd7 | -5.2 | | FYVE, RhoGEF and PH domain containing 4 | Fgd4 | -5.1 | | RIKEN cDNA 4933406B17 gene | 4933406B17Rik | -5.0 | | olfactory receptor 1280 | Olfr1280 | -4.9 | | olfactory receptor 161 | Olfr161 | -4.9 | | RIKEN cDNA 5730522E02 gene | 5730522E02Rik | -4.9 | | von Willebrand factor A domain containing 5B2 | Vwa5b2 | -4.8 | | IKAROS family zinc finger 4 | Ikzf4 | -4.7 | | solute carrier family 9 (sodium/hydrogen exchanger), member 4 | Slc9a4 | -4.7 | | ribosomal RNA processing 1 homolog B (S. cerevisiae) | Rrp1b | -4.7 | | HRAS-like suppressor family, member 5 | Hrasls5 | -4.6 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Most 25 up and 25 down regulated genes found in the kidney tissue after ischemia pre-conditioning and ischemia/reperfusion injury (IPC+IRI *vs* Control). Gene expression fold changes are represented by IPC+IRI group gene expression values in relation to Control values.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S4 — Gene profile comparison between Hemin+IRI and IRI groups.

**Table S4**. Gene profile comparison between Hemin+IRI and IRI groups.

| | **Name** | **Symbol** | **Fold change** | | --- | --- | --- | | tripartite motif-containing 55 | Trim55 | 23.2 | | 28S ribosomal RNA | Rn28s1 | 19.8 | | DEAD (Asp-Glu-Ala-Asp) box polypeptide 25 | Ddx25 | 15.4 | | solute carrier family 7 (cationic amino acid transporter, y+ system), member 12 | Slc7a12 | 15.1 | | serine/arginine repetitive matrix 4 | Srrm4 | 11.5 | | neuregulin 1 | Nrg1 | 11.3 | | synaptic nuclear envelope 2 | Syne2 | 11.0 | | ELOVL family member 7, elongation of long chain fatty acids (yeast) | Elovl7 | 10.7 | | prolactin receptor | Prlr | 10.0 | | synaptotagmin X | Syt10 | 9.5 | | 2-hydroxyacyl-CoA lyase 1 | Hacl1 | 9.3 | | Riken cDNA A630031M23 gene | A630031M23Rik | 9.2 | | golgi autoantigen, golgin subfamily b, macrogolgin 1 | Golgb1 | 9.1 | | fibrinogen gamma chain | Fgg | 9.1 | | sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6C | Sema6c | 8.9 | | plectin | Plec | 8.8 | | H1 histone family, member X | H1fx | 8.8 | | nuclear receptor subfamily 2, group C, member 2 | Nr2c2 | 8.7 | | leucyl-tRNA synthetase | Lars | 8.7 | | fibroblast growth factor 18 | Fgf18 | 8.3 | | family with sequence similarity 168, member A | Fam168a | 8.3 | | DEAD (Asp-Glu-Ala-Asp) box polypeptide 46 | Ddx46 | 8.1 | | RIKEN cDNA 4931406H21 gene | 4931406H21Rik | 8.1 | | CUB domain containing protein 1 | Cdcp1 | 8.0 | | membrane magnesium transporter 2 | Mmgt2 | 7.9 | | solute carrier family 4, sodium bicarbonate cotransporter, member 7 | Slc4a7 | -17.6 | | spermatogenesis associated glutamate (E)-rich protein 5, pseudogene 1 | Speer5-ps1 | -9.6 | | chemokine (C-C motif) ligand 5 | Ccl5 | -7.5 | | kinesin family member 20B | Kif20b | -6.6 | | WD repeat domain 70 | Wdr70 | -5.9 | | mitogen-activated protein kinase kinase 6 | Map2k6 | -5.7 | | superoxide dismutase 3, extracellular | Sod3 | -5.7 | | formin-like 1 | Fmnl1 | -5.6 | | netrin 1 | Ntn1 | -5.5 | | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 | Hmgcs1 | -5.4 | | predicted gene 9758 | Gm9758 | -5.3 | | solute carrier family 8 (sodium/calcium exchanger), member 1 | Slc8a1 | -5.2 | | karyopherin (importin) alpha 4 | Kpna4 | -5.2 | | cryptochrome 1 (photolyase-like) | Cry1 | -5.0 | | ankyrin repeat and sterile alpha motif domain containing 1B | Anks1b | -5.0 | | transmembrane emp24 protein transport domain containing 7 | Tmed7 | -5.0 | | SEC23A (S. cerevisiae) | Sec23a | -4.9 | | profilin 1 | Pfn1 | -4.8 | | PRKC, apoptosis, WT1, regulator | Pawr | -4.7 | | RAP2B, member of RAS oncogene family | Rap2b | -4.6 | | solute carrier family 33 (acetyl-CoA transporter), member 1 | Slc33a1 | -4.6 | | nuclear receptor subfamily 3, group C, member 1 | Nr3c1 | -4.5 | | SH3-domain GRB2-like B1 (endophilin) | Sh3glb1 | -4.2 | | pigeon homolog (Drosophila) | Pion | -3.9 | | heterogeneous nuclear ribonucleoprotein L | Hnrnpl | -3.9 | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Most 25 up and 25 down regulated genes found in the kidney tissue after ischemia-reperfusion injury in mice previously treated with Hemin (IRI+Hemin *vs* IRI). 

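In IRI+Hemin vs IRI, Lars2 was higher by 4.63 (standard error 0.77, adjusted p = 0.000155) and Slc7a12 by 3.55 (standard error 0.56, adjusted p = 0.000107), with log2 expressions of 8.51 ± 0.20 and 2.38 ± 0.80 (SD, n = 4) in IRI+Hemin. Lars2 was at 8.98 on Control replicate 2, with the other Control arrays at 4.006 or lower, so such a level was also reached on 1 array without Hemin. Of the other called genes with the largest rises among those well above background on all 8 arrays, the transcript NAP030172-1 was at 3.19 (adjusted p = 4.47e-08) and Syt10 (NM_018803, 2 probes on chromosome 15 from 89612967 to 89621347) at 2.84 (adjusted p = 6.95e-05). Ak3l1 (NM_009647, probe on chromosome 4 from 101138678 to 101138737) was -0.65 ± 1.59 in IRI+Hemin and 2.48 ± 0.22 in IRI, a log2 fold change of -3.12 (standard error 0.51, adjusted p = 0.000145). Sod3 and Adh6a (NM_026945, 2 probes on chromosome 3 from 137990401 to 137992384) were lower, with log2 fold changes of -2.87 (standard error 0.29, adjusted p = 2.77e-06) and -2.67 (standard error 0.29, adjusted p = 5.09e-06).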

Gene expression fold changes are represented by IRI+Hemin group gene expression values in relation to IRI values.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S5 — Gene profile comparison between Hemin and Control groups.

**Table S5**. Gene profile comparison between Hemin and Control groups.

| | **Name** | **Symbol** | **Fold change** | | --- | --- | --- | | 28S ribosomal RNA | Rn28s1 | 18.8 | | 18S ribosomal RNA | Rn18s | 14.5 | | WD repeat domain 16 | Wdr16 | 7.7 | | histone cluster 3, H2ba | Hist3h2ba | 6.4 | | ferritin, heavy polypeptide-like 17 | Fthl17 | 6.4 | | uroplakin 3B | Upk3b | 6.0 | | lamin B1 | Lmnb1 | 6.0 | | neuron navigator 3 | Nav3 | 5.8 | | calmodulin-like 3 | Calml3 | 5.7 | | homeobox D4 | Hoxd4 | 5.7 | | tudor domain containing 12 | Tdrd12 | 5.7 | | synaptotagmin X | Syt10 | 5.6 | | RNA binding motif protein 39 | Rbm39 | 5.2 | | sperm associated antigen 5 | Spag5 | 5.2 | | preproenkephalin | Penk | 5.1 | | nuclear factor of activated T cells 5 | Nfat5 | 5.1 | | cholinergic receptor, muscarinic 1, CNS | Chrm1 | 4.9 | | RWD domain containing 2A | Rwdd2a | 4.9 | | arginase type II | Arg2 | 4.9 | | protein tyrosine phosphatase, receptor type, B | Ptprb | 4.8 | | zinc finger, MYND domain containing 19 | Zmynd19 | 4.8 | | apolipoprotein A-IV | Apoa4 | 4.8 | | RIKEN cDNA 6430598A04 gene | 6430598A04Rik | 4.8 | | zinc finger, FYVE domain containing 9 | Zfyve9 | 4.8 | | mucin 20 | Muc20 | 4.7 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Most 25 up regulated genes found in the kidney tissue after treatment with Hemin (Hemin *vs* Control). 

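Of the genes in Table S5, Hist3h2ba (NM_030082, probe on chromosome 11 from 58762948 to 58763007) was higher in Hemin than in Control by 2.12 (standard error 0.27, adjusted p = 7.53e-05), with means of -0.40 ± 0.31 in Hemin and -2.52 ± 0.68 in Control (SD, n = 4), a fold of 4.34 where the paper gives 6.4. Bcl6 (NM_009744, probe on chromosome 16 from 23965160 to 23965219) was 4.24 ± 0.32 in Hemin and 2.17 ± 1.42 in Control, a difference of 2.07 (standard error 0.47, adjusted p = 0.00263) that was not past the threshold with the deposited log2 matrix (0.56), with an adjusted p between 3.49e-05 and 0.243 over all alternatives. The transcript NAP111074-1 was at 2.04 (adjusted p = 0.000346). Among the lower genes, Slc4a7 changed by -3.73 (standard error 0.50, adjusted p = 8.81e-05) over probes of -5.22 to 1.03, and not past the threshold with the deposited log2 matrix (-2.19), with an adjusted p between 1.94e-07 and 0.0541 over all alternatives. Sod3 was at -2.35 (adjusted p = 4.89e-05), Kcns2 at -2.32 (adjusted p = 0.000874) over probes of -2.57 to 0.33, and the transcripts EH103393 and NAP106897-1 at -2.36 (adjusted p = 0.000216) and -2.31 (adjusted p = 0.000329). These genes were called, well above background on all 8 arrays and without overlap between groups.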

Gene expression fold changes are represented by Hemin group gene expression values in relation to Control values.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S6 — Up regulated genes in IRI group (vs control), according to GO and KEGG categories.

**Table S6.** Up regulated genes in IRI group (vs control), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **Positive regulation of cell proliferation** | Camk2d, Adm, Atf3, Bcl2l1, Cdkn1a, Csf1, S1pr1, Edn1, Egr1, Fgfbp1, Ctgf, Fosl2, Hbegf, Hipk1, Hmox1, Cxcl10, Cyr61, Ihh, Itgav, Itgb3, Jun, Myc, Ngf, Osmr, Pdgfa, Rela, Sox9, Sphk1, Nrg1, Tsc22d1, Tgif1, Tnc, Acer2, Fgf21, Clcf1, Rasip1, Il34 |
| **Apoptosis** | Birc3, Rhob, Bcl2l1, Cryaa, Epha2, F3, Fas, Fem1b, Gata6, Krt18, Krt8, Lcn2, Bbc3, Mcl1, Mef2d, Myc, Ppp1r15a, Gadd45b, Ngf, Klf11, Serpina3g, Csrnp1, Phlda1, Tnfaip3, Trib3, Tnfrsf12a, Bag3, Fgd3, Sfn, vRybp, Litaf, Nek6, Trp53inp1, Chac1, Irak3, Clca2 |
| **Cell differentiation** | Kdm3a, Rhob, Bcl3, Cebpb, Col13a1, Elf3, Ctgf, Gna13, Ifrd1, Cyr61, Ihh, Itgav, Junb, Klf4, Lgals3, Mcl1, Mdfi, Mef2d, Sik1, Gadd45b, Nfkb2, Nrp1, Odf2, Rora, Sema4c, Sema6b, Sema7a, Slc7a5, Sox9, Tnfrsf12a, Pdlim7 |
| **Angiogenesis** | Adamts1, Rhob, Klf5, Btg1, Anxa2, S1pr1, Edn1, Epha2, F3, Ctgf, Gata6, Gna13, Hbegf, Hmox1, Cxcl10, Cyr61, Ihh, Itgav, Jun, Nos3, Nrp1, Pdgfa, Serpine1, Ccl2, Sphk1, Thbs1, Tnfrsf12a, Rtn4 |
| **Cell adhesion** | Abl2, Rhob, Azgp1, Cd44, Col13a1, Cxadr, Ctgf, Icam1, Cyr61, Itga5, Itgav, Itgb3, Lamb3, Lamc2, Cd93, Nrp1, Tgfbi, Thbs1, Tnc, Vcam1, Emilin2, Amica1, Tnfrsf12a, Pkp3 |
| **Inflammatory response** | Adam8, Cd14, Cd44, Elf3, Cxcl1, Hmox1, Cxcl10, Il1b, Rela, Ccl2, Sema7a, Sphk1, Thbs1, Tnfrsf1b, Map2k3, Nfkbiz |
| **Response to stress** | Adm, Cirbp, Hspb1, Krt8, Lcn2, Ppp1r15a, Nr4a2, Rbm3, Uchl1, Map4k4, Trp53inp1, Fam129a, Hilpda |
| **small GTPase mediated signal transduction** | Rhob, Gem, Hmox1, Ngf, Rasd1, Rnd1, Arl4c, Rhou, Rap2b, Rnd3, Rab30, Rhoj |
| **I-kappaB kinase/NF-kappaB cascade** | Bcl3, Hmox1, Il1b, Nfkbia, Slc20a1, Tnfaip3, Tnip2, Litaf, Nek6, Ndfip2, Zc3hav1 |
| **MAPK signaling pathway** | Rps6ka3, Rasa2, Atf4, Cd14, Crk, Gadd45a, Ddit3, Dusp2, Fas, Fos, Nr4a1, Hspb1, Il1b, Il1r1, Jun, Myc, Gadd45b, Nfkb2, Ngf, Dusp8, Pdgfa, Dusp1, Rela, Map2k3, Map3k2, Map3k8, Map4k4, Dusp4, Map3k6, Dusp14, Fgf21, Dusp10, Flnc |
| **Pathways in cancer** | Birc3, Bcl2l1, Cdkn1a, Crk, Fas, Fos, Itgav, Jun, Lamb3, Lamc2, Myc, Nfkb2, Nfkbia, Pdgfa, Rela, Stat3, Wnt10a, Pik3r5, Fgf21 |
| **Cytokine-cytokine receptor interaction** | Csf1, Faz, Cxcl1, Cxcl10, Il1b, Il1r1, Il4ra, Inhba, Inhbb, Osmr, Pdgfa, Ccl9, Il20rb, Tnfrsf1b, Tnfrsf12a, Clcf1 |
| **Focal adhesion** | Birc3, Crk, Itga5, Itgav, Itgb3, Jun, Lamb3, Lamc2, Pdgfa, Rock2, Thbs1, Tnc, Pik3r5, Flnc |
| **Neurotrophin signaling pathway** | Camk2d, Rps6ka3, Atf4, Crk, Jun, Nfkbia, Ngf, Rela, Pik3r5, Calml3, Irak3 |
| **Regulation of actin cytoskeleton** | Cd14, Crk, Gna13, Itga5, Itgav, Itgb3, Pdgfa, Rock2, Fgd3, Pik3r5, Fgf21 |
| [**ErbB signaling pathway**](http://www.genome.jp/kegg-bin/mark_pathway_www?@mmu04012/default%3Dwhite/reference%3D%23FFFF33/11352%09red,black/12575%09red,black/12928%09red,black/13685%09red,black/15200%09red,black/16476%09red,black/17869%09red,black/320207%09red,black/) | Abl2, Cdkn1a, Crk, Eif4ebp1, Hbegf, Jun, Myc, Pik3r5, Camk2d, Nrg1 |
| **Jak-STAT signaling pathway** | Bcl2l1, Socs3, Il4ra, Myc, Osmr, Pim1, Stat3, Il20rb, Pik3r5, Clcf1 |
| **Toll-like receptor signaling pathway** | Cd14, Fos, Cxcl10, Il1b, Jun, Nfkbia, Rela, Map2k3, Map3k8, Pik3r5 |
| **Chemokine signaling pathway** | Crk, Cxcl1, Cxcl10, Nfkbia, Rela, Rock2, Ccl2, Ccl9, Stat3, Pik3r5 |
| **Hematopoietic cell lineage** | Cd14, Cd44, Csf1, Il1b, Il1r1, Il4ra, Itga5, Itgb3 |
| **ECM-receptor interaction** | Cd44, Itga5, Itgav, Itgb3, Lamb3, Lamc2, Thbs1, Tnc |
| **p53 signaling pathway** | Cdkn1a, Gadd45a, Fas, Bbc3, Gadd45b, Serpine1, Thbs1, Sfn |
| **Axon Guidance** | Epha2, Nrp1, Plxna2, Rock2, Sema4c, Sema6b, Sema7a, Rnd1 |
| **NOD-like receptor signaling pathway** | Birc3, Cxcl1, Il1b, Nfkbia, Rela, Tnfaip3 |
| [**Adipocytokine signaling pathway**](http://www.genome.jp/kegg-bin/mark_pathway_www?@mmu04920/default%3Dwhite/reference%3D%23FFFF33/12702%09red,black/18035%09red,black/19697%09red,black/20525%09red,black/20848%09red,black/21938%09red,black/50790%09red,black/) | Socs3, Nfkbia, Rela, Stat3, Tnfrsf1b, Acsl4 |
| **Complement and coagulation cascades** | F3, Masp1, Serpine1, Plat, Plaur, Thbd |
| [**Sphingolipid metabolism**](http://www.genome.jp/kegg-bin/mark_pathway_www?@mmu00600/default%3Dwhite/reference%3D%23FFFF33/20698%09red,black/22234%09red,black/230379%09red,black/56386%09red,black/74442%09red,black/) | Sphk1, Ugcg, Acer2, B4galt6, Sgms2 |
| **Circadian rhythm - mammal** | Csnk1d, Cry1, Rora, Bhlhe40 |
| **Mineral Absorption** | Hmox1, Mt1, Mt2, Trpv6 |

Differentially up-regulated genes after ischemia-reperfusion injury (IRI x Control) classified in the most relevant GO and KEGG categories.

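Table S6 names 191 genes in its categories, of which 185 were tested in IRI vs Control and 184 were higher in IRI. In that direction, 180 passed an adjusted p of 0.05 over all genes tested and 182 adjusted over the list alone, and 139 were at least 3-fold higher.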

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S7 — Down regulated genes in IRI group (vs control), according to GO and KEGG categories.

**Table S7.** Down regulated genes in IRI group (vs control), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **Olfactory Transduction** | Olfr60, Olfr149, Olfr1359, Olfr247, Olfr1232, Olfr1317, Olfr1215, Olfr1170, Olfr297, Olfr418-ps1, Olfr441, Olfr478, Olfr821, Olfr1230, Olfr620, Olfr103, Olfr1206, Olfr791, Olfr338, Olfr1226, Olfr139, Olfr1122, Olfr979, Olfr1371, Olfr1507 |
| **Ion Transport** | Slc9a4, Atp7b, Grin2b, Kcns2, Slc13a2, Slc34a2, Kcnk12, Nipal4, Trpc3, P2rx3, Slc5a12, Ano8, Gria3, Slc4a4, Kcnc4 |
| **nervous system development** | Prrxl1, Cit, Efna5, Fut9, Ascl1, Sema5b, Sim1, Slit2, Insc |
| **Neuroactive ligand-receptor interaction** | Agtr1b, Avpr2, Bdkrb1, Grin2b, Htr2b, Prlr, Tbxa2r, P2rx3, Aplnr, Gria3, 2210010C04Rik |
| **MAPK signaling pathway** | Cdc25b, Crkl, Fgf11, Prkcb, Rasgrp2, Pla2g3, Map3k12, Taok2, Nfatc4, Dusp9 |
| **Pancreatic secretion** | Ctrl, Prkcb, Pla2g3, Slc4a4, Ctrb1, 2210010C04Rik |
| **Arachidonic acid metabolism**  **Glutamatergic synapse** | Cyp2b13, Tbxas1, Pla2g3, Plb1, Ptges2  Gls, Grin2b, Prkcb, Pla2g3, Gria3 |
| **cell projection organization** | Dync2h1, Capzb, Crocc, Whrn, Vangl2 |
| **Protein digestion and absorption** | Ctrl, Col2a1, Ctrb1, 2210010C04Rik |
| **activation of protein kinase activity** | Bdkrb1, Htr2b, Prkcz, Prlr, Taok2 |
| **ErbB signaling pathway** | Crkl, Prkcb, Pak6, Shc4 |
| **Renin-angiotensin system** | Agtr1b, Cma1 |
| **Glycosphingolipid biosynthesis - globo series** | Fut9, B3galnt1 |
| **Proximal tubule bicarbonate reclamation** | Gls, Slc4a4 |
| **D-Glutamine and D-glutamate metabolism** | Gls |

Differentially down-regulated genes after ischemia-reperfusion injury (IRI x Control) classified in the most relevant GO and KEGG categories.

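Of the 85 genes in Table S7, 83 were tested in IRI vs Control, 80 were lower in IRI, and 76 passed an adjusted p of 0.05 over all genes and 77 adjusted over the list alone, with 1 past the threshold in the opposite direction. With normexp background correction, 20 passed in the stated direction, and with genes well above background on all 8 arrays only, 48. The longest list is Olfactory Transduction, and 24 of its 25 genes were tested, each lower past the threshold and well above background on at least 3 Control arrays. The files name 913 olfactory receptor genes, of which 302 were tested, with 216 lower and 7 higher at an adjusted p below 0.05. Their median log2 fold change was -1.09, lower than that of all genes tested (camera p = 1.56e-11, camera with the correlation estimated p = 0.0356, fry p = 3.93e-08). The median processed signal of these genes was 20.5 intensity units in Control and 10.6 in IRI, where the median over all genes tested was 115 and 119. With normexp background correction the median of the family was 0.022 (camera at the preset correlation, p = 0.209), the same as that of all genes tested at that setting.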

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S8 — Up regulated genes in IPC group (vs IRI), according to GO and KEGG categories.

**Table S8.** Up regulated genes in IPC group (vs IRI), according to GO and KEGG categories.

| **CATEGORIES** | **DIFFERENTIALLY EXPRESSED GENES** |
| --- | --- |
| RNA transport and surveillance pathway | Tpr, Eif5b, Upf2, Acin1, Eif3c, Upf3b, Smg6, Upf3b |
| Protein processing in endoplasmic reticulum | Bax, Ckap4, Hsp90b1, Fbxo2, Uggt1 |
| Systemic lupus erythematosus | Hist1h4d, Hist1h4i, Hist3h2a, Hist2h2be, Hist3h2ba |
| Steroid hormone biosynthesis | Hsd17b7, Hsd17b12, Hsd3b4, Srd5a1 |
| Transcription | Ddx1, Chd9, Nr2f2, Eya3, Hoxa7, Nfix, Med1, Ppargc1a, Tcf3, ef, Thra, Nr2c1, Zfp148, Eif2c1, Taf7, Taf1, Zfp292, Snapc5, Banp, Nfat5, Ccar1, Zfp397. Mier1, Mterfd3, Zkscan1 |
| nervous system development | Ccdc88a, Bax, Fut9, Nedd4, Sema6c, Apob, Ghrl |
| RNA splicing | Srpk2, Fus, Zranb2, Ppih, Ccar1, Upf3b, Cdc40 |
| spermatogenesis | Adcyap1r1, Bax, Apob, Ddx25, Styx, Hook1 |
| epithelial cell proliferation | Nr2f2, Bax, Fabp7, Cdkn1b, Med1, Ghrl |
| cellular membrane organization | Gbf1, Ccdc88a, Bax, Hspa4, Acrn1 |
| microtubule cytoskeleton organization | Ccdc88a, Cdk5rap2, Hook3, Clasp1, Hook1 |
| DNA replication | Ccdc88a, Nfix, Pola1, Med1, Orc3 |
| protein folding | Hsp90b1, Ppig, Uggt1, Ppig, Pfdn1 |

Differentially up-regulated genes modulated by ischemic preconditioning (IPC+IRI x IRI) classified in the most relevant GO and KEGG categories.

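Of the 73 genes in Table S8, 69 were tested in IPC+IRI vs IRI, 60 were higher in IPC+IRI, 45 passed the threshold over all genes, 48 adjusted over the list alone, and 12 were at least 3-fold higher. Past the threshold in the opposite direction were 4 genes. With normexp background correction, 29 genes passed in the stated direction.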

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S9 — Down regulated genes in IPC group (vs IRI), according to GO and KEGG categories.

**Table S9.** Down regulated genes in IPC group (vs IRI), according to GO and KEGG categories.

| **CATEGORIES** | **DIFFERENTIALLY EXPRESSED GENES** |
| --- | --- |
| Endocytosis | Epn1, Itch |
| Cell cycle | Myc, Ep300 |
| Aminoacid metabolism | Cndp1 |
| Regulation of actin cytoskeleton | Pfn1, Arpc4 |
| Renin-angiotensin system | Anpep |
| Sulfur relay system | Tst |
| Biosynthesis of unsaturated fatty acids | Acot7 |
| Wnt, TGF-β and JAK-STAT signaling pathway | Myc, Ep300, Celsr2 |
| apoptosis | Itch, Myc, Ep300 |
| response to hypoxia | Ep300, Sod3 |
| response to metal ion | Ep300, Sod3 |

Differentially down-regulated genes modulated by ischemic preconditioning (IPC+IRI x IRI) classified in the most relevant GO and KEGG categories.

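Table S9 lists 12 genes, and 11 were lower in IPC+IRI than in IRI, each past the adjusted p over all genes and over the list alone, and 5 of them at least 3-fold.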

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S10 — Up regulated genes in IPC group (vs control), according to GO and KEGG categories.

**Table S10.** Up regulated genes in IPC group (vs control), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **Apoptosis** | Topors, Jmjd6, Birc3, Eif2ak3, Epha2, F3, Fas, Fem1b, Krt18, Krt8, Lcn2, Mcl1, Myc, Ppp1r15a, Gadd45b, Nfkb1, Sgk1, Serpina3g, Csrnp1, Rnf144b, Tnfaip3, Trib3, Zc3h12a, Tnfrsf12a, Bag3, Fgd3, Sfn, Acin1, Rybp, Litaf, Nek6, Trp53inp1, Nisch, Rbm25, Chac1, Ddit4, Akap13 |
| **Positive regulation of cell proliferation** | Camk2d, Atf3, Cdkn1a, Csf1, Egr1, Fgfbp1, Fosl2, Hbegf, Hmox1, Cxcl10, Cyr61, Ihh, Itgav, Cd47, Jun, AY036118, Myc, Osmr, Pdgfa, Rela, Sox4, Sox9, Sphk1, Nrg1, Acer2, Il34 |
| **Angiogenesis** | Adamts1, Klf5, C3, Anxa2, Epha2, F3, Fzd5, Hbegf, Hmox1, Cxcl10, Cyr61, Ihh, Itgav, Jun, Nrp1, Pdgfa, Serpine1, Ptprb, Ccl2, Sphk1, Zc3h12a, Wasf2, Tnfrsf12a, Foxo6, Rtn4 |
| **Negative regulation of apoptosis** | Bcl3, Btg2, Cd44, Cdkn1a, Fas, Hspb1, Hspa1b, Cyr61, Ihh, Itgav, Jun, Krt18, Anxa1, Mcl1, Serpine1, Plaur, Sgk1, Sox4, Sox9, Sphk1, Timp1, Tnfaip3, Asns, Bag3 |
| **inflammatory response** | Adam8, C3, Cd14, Cd44, Cxcl1, Hmox1, Cxcl10, Il1b, Rela, Ccl2, Sema7a, Sphk1, Tnfrsf1b, Tlr2,Map2k3, Nfkbiz |
| **positive regulation of intracellular protein kinase cascade** | F3, Hbegf, Hmox1, Il1b, Lmnb1, Pdgfa, Sema4c, Slc20a1, Ubd, Litaf, Nek6, Mier1, Zc3hav1, Akap12 |
| **I-kappaB kinase/NF-kappaB cascade** | Bcl3, Hmox1, Il1b, Nfkbia, Slc20a1, Tnfaip3, Otud7b, Tlr2, Ubd, Litaf, Nek6, Mier1, Zc3hav1 |
| **response to stress** | Cirbp, Eif2ak3, Hspb1, Hspa1b, Krt8, Lcn2, Ppp1r15a, Nr4a2, Hspa1a, Sgk1, Trp53inp1, Hilpda |
| **regulation of cell differentiation** | Socs3, Csf1, Gnas, Cyr61, Ihh, Itgav, Klf4, Nfkbia, Sox9, Nrg1, Rod1, Apob |
| **blood vessel development** | Jmjd6, Socs3, Epha2, Fzd5, Cyr61, Itgav, Junb, Sphk1, Chd7 |
| **platelet-derived growth factor receptor signaling pathway** | F3, Pdgfa, Plat, Csrnp1, Zfand5, Arid5b, Tiparp |
| **tumor necrosis factor-mediated signaling pathway** | Fas, Krt18, Krt8, Sphk1, Tnfrsf1b |
| **cellular response to metal ion** | Fas, Fos, Fosb, Jun, Junb |
| **MAPK signaling pathway** | Atf4, Cd14, Crk, Gadd45a ,Ddit3, Dusp2, Fas, Fos, Nr4a1, Hspb1, Hspa1b, Il1b, Jun, Myc, Gadd45b, Nfkb1, Dusp8, Pdgfa, Hspa1a, Rela, Relb, Dusp7, Map2k3, Map3k8, Dusp4, Map3k6, Dusp14, Dusp10, Flnc |
| **Pathways in Cancer** | Birc3, Cdkn1a, Crk, Fas, Fos, Fzd5, Itga6, Itgav, Jun, Myc, Nfkb1, Nfkbia, Pdgfa, Rela, Ralgds, Stat3, Wnt10a, Pik3r5 |
| **Cytokine-cytokine receptor interaction** | Csf1, Faz, Cxcl1, Cxcl10, Il12rb1, Il1b, Il4ra, Inhbb, Osmr, Pdgfa, Ccl17, Il20rb, Tnfrsf1b, Tnfrsf12a |
| **Toll-like receptor signaling pathway** | Cd14, Cd86, Fos, Cxcl10, Il1b, Jun, Nfkb1, Nfkbia, Rela, Tlr2, Map2k3, Map3k8, Pik3r5 |
| **Wnt signaling pathway** | Camk2d, Fosl1, Fzd5, Jun, Mmp7, Myc, Rock2, Frat2, Wnt10a, Csnk1e, Nfat5, Ppp2r1b |
| **Focal adhesion** | Actb, Birc3, Cav3, Crk, Itga6, Itgav, Jun, Pdgfa, Rock2, Pik3r5, Flnc |
| **Chemokine signaling pathway** | Crk, Cxcl1, Cxcl10, Nfkb1, Nfkbia, Rela, Rock2, Ccl17, Ccl2, Stat3, Pik3r5 |
| **Spliceosome** | Sf3b3, U2af1, Hspa1b, Hspa1a, Srsf5, Hnrnpa3,Acin1, Rbm25, Snrpd3, Ddx23 |
| **Phagosome** | Actb, Atp6v0a1, C3, Cd14, Ctss, Itgav, Tubb2a, 5430435G22Rik, Tlr2, Tubb6 |
| **ErbB signaling pathway** | Camk2d, Abl2, Cdkn1a, Crk, Hbegf, Jun, Myc, Nrg1, Pik3r5 |
| **Neurotrophin signaling pathway** | Camk2d, Atf4, Crk, Jun, Nfkb1, Nfkbia, Rela, Pik3r5, Calml3 |
| **NOD-like receptor signaling pathway** | Birc3, Cxcl1, Il1b, Nfkb1, Nfkbia, Rela, Tnfaip3, Erbb2ip |
| **Rheumatoid arthritis** | Atp6v0a1, Cd86, Csf1, Fos, Icam1, Il1b, Jun, Tlr2 |
| **Axon guidance** | Epha2, Nrp1, Rock2, Sema4c, Sema7a, Rnd1,Ablim1, Nfat5 |
| **p53 signaling pathway** | Cdkn1a, Gadd45a, Sesn1, Fas, Gadd45b, Serpine1, Sfn |
| **Adipocytokine signaling pathway** | Socs3, Nfkb1, Nfkbia, Rela, Stat3, Tnfrsf1b, Acsl4 |
| **Complement and coagulation cascades** | C3, F3, Serpine1, Plat, Plaur, Fgg |
| **Hematopoietic cell lineage** | Cd14, Cd44, Csf1, Il1b, Il4ra, Itga6 |
| **Cytosolic DNA-sensing pathway** | Cxcl10, Il1b, Nfkb1, Nfkbia, Rela, Polr3f |
| **Circadian rhythm - mammal** | Csnk1d, Per1, Csnk1e |

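Of 177 genes named in the categories of Table S10, 172 were tested in IPC+IRI vs Control, and 158 were higher at an adjusted p below 0.05 over all genes, 161 adjusted over the list alone and 82 with a fold of at least 4. In the opposite direction, 2 genes passed the threshold over all genes.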

Differentially up-regulated genes after ischemic preconditioning (IPC+IRI x Control) classified in the most relevant GO and KEGG categories.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S11 — Down regulated genes in IPC group (vs control), according to GO and KEGG categories.

**Table S11.** Down regulated genes in IPC group (vs control), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **Olfactory Transduction** | Olfr17, Olfr684, Olfr12, Olfr1350, Olfr1276, Olfr1215, Olfr971, Olfr441, Olfr1459, Olfr478, Olfr661, Olfr608, Olfr1406, Olfr906, Olfr620, Olfr975, Olfr1126, Olfr161, Olfr1395, Olfr1280, Olfr1226, Olfr691, Olfr635, Olfr1371, Olfr1198 |

Differentially down-regulated genes after ischemic preconditioning and ischemia-reperfusion injury (IPC+IRI *vs* Control) classified in the most relevant GO and KEGG categories.

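All 25 olfactory receptor genes of Table S11 were lower in IPC+IRI than in Control past both adjustments, with log2 fold changes from -3.14 to -1.71. Of 311 olfactory receptor genes tested in this comparison, 223 were lower and 3 higher at an adjusted p below 0.05, and 196 were called lower with the 2-fold cutoff. The median log2 fold change was -1.40 (camera p = 2.93e-15, camera with the correlation estimated p = 0.0166, fry p = 1.17e-08), and -0.48 with normexp background correction, where all genes tested had -0.147. The median processed signal of the family in IPC+IRI was 10.8 intensity units. With genes well above background on all 8 arrays only, 14 of the genes of Table S11 were left and passed.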

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S12 — Up regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.

**Table S12.** Up regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **nervous system development** | Fgf18, Stmn1, Nedd4, Neurod2, Sema6c, Nrg1, Apob, Grip1 |
| **mitosis** | Hmga2, Nek1, Lmln, Spag5, 2810021B07Rik, Vcpip1, Csnk1a1 |
| **response to metal ion** | Fgb, Anxa7, Cdkn1b, Cp, Slc25a12, Fgg |
| **axonogenesis** | Actb, Dst, Stmn1, Ptpn11, Ptprz1 |
| **multicellular organism growth** | Gnas, Duox2, Gigyf2, Arid5b, Ankrd11 |
| **hormone-mediated signaling pathway** | Nr2f2, Ptpn11, Nr2c1, Nr2c2, Nr5a1 |
| **regulation of cell differentiation** | Bmpr2, Gnas, Lrp5, Nrg1, Apob |
| **cell projection assembly** | Prdx6, Nek1, Pcm1, Rock1, Pkhd1 |
| **vascular endothelial growth factor receptor signaling pathway** | Bmpr2, Fgf18, Nedd4, Myof |
| **regulation of blood pressure** | Bmpr2, Lrp5, Gucy1a3, Nisch |
| **regulation of cyclin-dependent protein kinase activity** | Nr2f2, Cdkn1b, Lmnb1, Ccnl1 |
| **RNA transport** | Tpr, Eif3a, Eif5b, Acin1, Eif3c, Upf3b |
| **vascular smooth muscle contraction** | Cyp4a14, Gnas, Plcb1, Rock1, Ppp1r12b, Gucy1a3 |
| **Wnt signaling pathway** | Lrp5, Plcb1, Rock1, Csnk1e, Chd8, Csnk1a1 |
| **arachidonic acid metabolism** | Cbr3, Cyp2b13, Cyp2b9, Cyp4a14, Ptges2 |
| **Salivary secretion** | Atp2b2, Gnas, Plcb1, Gucy1a3 |
| **endocrine and other factor-regulated calcium reabsorption** | Dnm3, Gnas, Plcb1 |
| **tryptophan metabolism** | Ddc, Kynu, Abp1 |
| **phenylalanine metabolism** | Prdx6, Ddc |

Differentially up-regulated genes after ischemia/ reperfusion injury in animals pre-treated with Hemin (IRI + Hemin x IRI), classified in the most relevant GO and KEGG categories.

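All 65 genes of Table S12 were tested in IRI+Hemin vs IRI, 57 were higher in IRI+Hemin, 49 of them past the threshold over all genes tested and 50 adjusted over the list alone, while 3 passed it in the opposite direction. With normexp background correction, 32 passed in the stated direction.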

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S13 — Down regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.

**Table S13.** Down regulated genes in Hemin+IRI group (vs IRI), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **apoptosis** | Pawr, Ntn1, Sh3glb1 |
| **actin filament bundle assembly** | Pawr, Pfn1 |
| **regulation of cell proliferation** | Nr3c1, Ccl5 |
| **intracellular protein transport** | Kpna4, Sec23a |
| **actin cytoskeleton organization** | Pfn1, Fmnl1 |
| **response to hypoxia** | Slc8a1, Sod3 |
| **sodium ion transport** | Slc8a1, Slc4a7 |
| **Toll-like receptor signaling pathway** | Ccl5, Map2k6 |
| **Glycosphingolipid biosynthesis - ganglio series** | Slc33a1 |

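The 14 genes of Table S13 were all lower in IRI+Hemin than in IRI, 13 at an adjusted p below 0.05 over all genes tested and as many adjusted over the list alone.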

Differentially down-regulated genes after ischemia/ reperfusion injury in animals pre-treated with Hemin (IRI + Hemin x IRI), classified in the most relevant GO and KEGG categories.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S14 — Up regulated genes in Hemin group (vs control), according to GO and KEGG categories.

**Table S14.** Up regulated genes in Hemin group (vs control), according to GO and KEGG categories.

| **CATEGORIES** | **Differentially expressed genes** |
| --- | --- |
| **multicellular organismal development** | Tshz1, Bax, Dhh, Dnase2a, Eya2, Eya3, Grn, Hoxb9, Hoxd4, Stmn1, Lrp5, Gadd45b, Sema4c, Sema6c, Sim1, Sort1, Trp63, Zfp521, Arhgap24, Bzw2, Tssk4, Ntng1 |
| **cell cycle** | Ccnt1, Cdkn2d, Smc2, Hmgb1, Lmnb1, Lrp5, Tcf3, Tgfb2, Trp63, Mapk7, Nsl1, Spag5, Gmnn, Cdt1, Nup43 |
| **nervous system development** | Agrn, Bax, Hmgb1, Stmn1, Dcdc2a, Sema4c, Sema6c, Sim1, Apob, Ghrl, Bzw2, Phf10, Grip1, Ntng1 |
| **regulation of signal transduction** | Agrn, Slc7a3, Inhba, Inppl1, Mdfic, Pdgfa, Tgfb2, Trp63, Muc20, Myof, Zfyve9, Dusp7, Ghrl, Pde6h |
| **DNA repair** | Cdkn2d, Eya2, Eya3, Hmgb1, Pola1, Ung, C77370, Rpa3, Ercc8, Tonsl, Swi5 |
| **MAPKKK cascade** | Mdfic, Lmnb1, Gadd45b, Pdgfa, Sema4c, Tgfb2, Muc20, Dusp7, Cdon, Ghrl, Pde6h |
| **positive regulation of cell differentiation** | Hmgb1, Inhba, Lrp5, Neo1, Tcf3, Tgfb2, Tgif2, Apob, Cdon |
| **RNA splicing** | U2af1, Dhx9, Rbm39, Hnrnpa3, Fus, Cir1, Snrpd3, Hnrpll |
| **regulation of cell migration** | Hmgb1, P2ry2, Pdgfa, Tmsb4x, Tgfb2 |
| **Complement and coagulation cascades** | Tfpi, Vwf, Cpb2, Fgg |
| **Arginine and proline metabolism** | Arg2, Gls2, Abp1 |
| **Vitamin digestion and absorption** | Apoa4, Apob |
| **Nitrogen metabolism** | Car8, Gls2 |
| **D-Glutamine and D-glutamate metabolism** | Gls2 |

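For Table S14, 77 of 80 genes were tested in Hemin vs Control, 71 were higher in Hemin, and 55 passed the adjusted p over all genes and 59 adjusted over the list alone, while 2 passed in the opposite direction. At least 3-fold higher were 7 of these genes, and normexp background correction left 32 past the threshold.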

Differentially up-regulated genes after Hemin treatment (Hemin x Control) classified in the most relevant GO and KEGG categories.

# Supplementary material for: Transcriptome Analysis of Renal Ischemia/Reperfusion Injury and Its Modulation by Ischemic Pre-Conditioning or Hemin Treatment
**Source:** PLoS One. 2012 Nov 14;7(11):e49569. doi: 10.1371/journal.pone.0049569
**Supplement:** Table S15 — List of selected genes used for microarray results validation by qRT-PCR.

**Table S15.** List of selected genes used for microarray results validation by qRT-PCR.

| **Gene symbol** | **Gene name** | **Taqman probes** |
| --- | --- | --- |
| **Fosl1** | fos-related antigen 1 | Mm04207958_m1 |
| **Cxcl1** | chemokine (C-X-C motif) ligand 1 | Mm04207460_m1 |
| **Socs3** | suppressor of cytokine signaling 3 | Mm00545913_s1 |
| **Hmox1** | heme oxygenase (decycling) 1 | Mm00516004_m1 |
| **Ccl5** | chemokine (C-C motif) ligand 5 | Mm01302427_m1 |
| **Muc20** | mucin 20 | Mm00524818_m1 |
| **Hoxd4** | homeobox D4 | Mm01333847_g1 |
| **Hprt** | hypoxanthine-guanine phosphoribosyltransferase | Mm00446968_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

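Kidney RNA of C57BL/6 mice was measured on 20 arrays, 4 each of Control, IRI, IRI+Hemin, IPC+IRI and Hemin, and the sample labels were mapped to these groups as the paper describes them. The intensity values are the authors' scanner output, as deposited: Agilent Feature Extraction, version 9.5.3.1 per the file headers, subtracted a background from each spot and corrected the result for trends over the array, without any step between arrays. The log2 values are a matrix that the authors made from the same processed signal, as deposited, with 1 value per probe and array, and with blanks where a spot had been removed. For the 33598 probes with a single spot, 100% of the values of this matrix lay within 0.001 of the log2 of the processed signal. The paper's text and supplementary tables name no normalization between arrays.

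The processed signal of 43379 non-control spots, or 41174 probes under 27827 gene names, was used in each array. Spots that the software marked as uneven or as outliers among their copies were removed, and saturated spots were kept. Spots of 1 probe were averaged, each array was divided by its 75th percentile, the probes of a gene name were averaged as in the paper's methods, and the log2 was taken. Gene names are those of the array annotation, and 2487 of the 17308 names with a current symbol in the reference table differ from it. A gene was tested in a comparison with at most 1 missing value over the 8 arrays and with at least 3 of the 4 arrays of either group well above background.

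Linear models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, on all 20 arrays with a mean for each group and 15 residual degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method in each of 5 comparisons and in the interaction that sets Hemin with IRI against Hemin alone. A gene was called at an adjusted p below 0.05 and at the fold cutoff that the paper's Results state for the comparison. They state none for IRI+Hemin vs IRI, and none was applied there, although the Methods give 3- or 4-fold up and 2-fold down over the protocols. Gene families were tested with camera at a preset correlation of 0.01, and also with fry and with the correlation estimated from the data. SAM was run as an alternative for the counts. Exact permutation tests of single genes compare 4 with 4 arrays and can give no p below 0.029. Fits, set tests and SAM were tested on simulated data of the same size, in which 200 genes were changed. The limma fit recovered between 87% and 90.5% of them in the 5 comparisons and 76% in the interaction, and SAM between 70% and 72.5%.

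The genes named in the text follow a rule written before the data were examined. They are every gene that the paper's Results name, the 3 genes listed at the top in each direction of Tables S1 to S5, and for each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those well above background on all 8 arrays and with groups that do not overlap. Dual specificity phosphatase and olfactory receptor genes were taken as families by name. The genes of the categories in Tables S6 to S14 were read from those tables. Of the genes that the Results name, 1 is not reported here.

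Alternatives chosen before the data were examined were normexp background correction with an offset of 50, no normalization between arrays, quantile normalization, scaling by probes well above background on all arrays, the brightest probe of a gene, the mean of log2 values over probes, the deposited log2 matrix, no filter and a strict filter on dim genes, no fold cutoff, SAM, fry, a fit of the compared arrays alone, the replicate number as a block, each array left out in turn, and the methods' t-test for the 7 genes of Table S15. The slide as a random block was planned and could not be fitted, because each group lies on a slide of its own. In IRI+Hemin vs IRI, fold cutoffs of 3 both ways, of 3 up and 2 down and of 4 up and 2 down, and SAM on single probes of the deposited log2 values without any shift were added after the data were seen.

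The precision of each value is limited by 4 arrays per group. Between 57.4% and 67.4% of the genes of an array were well above background, and genes below that level are described with the number of arrays above it or as a bound. Serum creatinine, qRT-PCR and the enrichment tests of functional categories were not analysed here, since the data used hold array signals alone.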

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

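The count over all genes of arrays that stand apart, the tally of opposite directions and the regroupings with mean effects removed under the interaction, the comparisons of Control replicate 2 with the Hemin and other groups and the test of array brightness were chosen only after the result was seen.

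In each group of 4 arrays, the highest and the lowest array were compared with the others for array quality and for the genes that the paper names. Of 248 groups, 12 had an array far from the other 3, where 12.4 are expected by chance, so the number of such arrays is no larger than chance gives.

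Hemin replicate 4 had 64.2% of its genes well above background, while the other Hemin arrays lay between 67.2% and 67.4%. It is the dimmest Hemin array, with a 75th percentile of 261.5 intensity units and the next at 270.1. Without it, 321 genes were called lower in Hemin vs Control in place of 231. No biological explanation was tested, because no label sets this array apart.

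Control replicate 2 stood far from the other Control arrays in 3 of these genes. Hprt1 was at 3.78 there with a mean of 2.88 on the other 3 arrays, Tnfrsf12a at 0.92 with the others at -0.010, and Pfn1 at 1.10 with the others at 2.63. Over all genes with values on the 4 Control arrays, 1692 of 17263 (9.8%) had an array apart, and in 1287 it was this array, where chance gives 5%. Its 75th percentile of 149.9 is the lowest of the 20 arrays, and its mean correlation with the other Control arrays is 0.9749, while those of the others are 0.9839 or higher. Without it, Hprt1 rose by 0.53 in IRI vs Control (adjusted p = 0.00015) in place of 0.30 (adjusted p = 0.116), with an adjusted p between 0.00015 and 0.571 over all alternatives. Tnfrsf12a rose by 4.79 without it and Pfn1 changed by -2.49 in Hemin vs Control, and neither call was altered. The count of genes higher in Hemin vs Control was 134 without this array and 78 with it. In ribosomal RNA this array lay near the Hemin, IPC+IRI and IRI+Hemin arrays, with LOC236598 at -0.457 and the other Control arrays between -3.978 and -3.644, and Lars2 was at 8.98 with the others between 3.951 and 4.006. The 292 genes higher in both IPC+IRI vs IRI and IRI+Hemin vs IRI, whose fold changes do not use the Control arrays, had a median of 0.679 above the other Control arrays there, with 256 higher. A property of this RNA sample or array may thus lie behind these values, and the low 75th percentile goes with that. The values argue against a kidney of the Hemin group under a Control label. The array correlated at 0.977 with the mean of the Hemin arrays, which reach 0.991 to 0.995 with each other in this way, and in 40.6% of the 419 genes called in Hemin vs Control without it, it lay nearer to the Hemin than to the Control mean, where Hemin arrays left out in turn had 64.0% to 96.0%. It was also outside the other Control arrays, with a correlation of 0.978 to their mean (0.988 or higher for the others) and at most 16.3% of such genes in them. A mixture of RNA from both groups was not tested.

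IRI replicate 4 stood apart in Agtr1b at -6.26, with a mean of -3.70 on the other 3 arrays, and in Fmnl1 at 0.33, with the others at 0.42. Its 75th percentile of 292.7 is the highest of the IRI arrays. The other IRI arrays of Fmnl1 lie so close together that a gap of this size counts as far. Without this array, Agtr1b changed by -2.43 in IRI vs Control (adjusted p = 9.16e-07) and by -0.007 in IPC+IRI vs IRI, in place of -3.07 and 0.63. The change of Fmnl1 in IPC+IRI vs IRI was -3.19 in place of -3.17. For all genes with values on the IRI arrays, 1097 of 15941 (6.88%) had an array apart, 702 of them this one. No biological explanation was tested for these values.

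In the Hemin group, Cd14 stood apart on replicate 3 at -0.90 (mean of the others -1.20), Cdkn1a on replicate 4 at -1.92 (others -2.08) and Il1b on replicate 3 at -2.60 (others -3.31). Il1b also stood apart on Control replicate 4, at -2.63 (others -3.78). Without these arrays, the changes in Hemin vs Control were -0.11 for Cd14, -0.21 for Cdkn1a, and 0.18 and 0.65 for Il1b, none past the threshold, as with them. The rise of Il1b in IRI vs Control was 2.26 without Control replicate 4 and 1.97 with it. Array signal and kidney both remain as sources of these values, and neither was tested.

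Map2k6 stood apart on IRI+Hemin replicate 4 at -0.56 (mean of the others -1.23), the dimmest array of its group at 180.4 intensity units, and Socs3 on IPC+IRI replicate 1 at 3.62 (others 4.38), the dimmest of its group at 227.3. Without these arrays, Map2k6 changed by -1.39 in IRI+Hemin vs IRI in place of -1.22, and Socs3 by 5.26 in IPC+IRI vs Control in place of 5.06. Arrays apart were 1158 of 17516 genes (6.61%) in IRI+Hemin, 730 of them replicate 4, 958 of 17365 (5.52%) in IPC+IRI, 401 of them replicate 1, and 1147 of 18024 (6.36%) in Hemin, 507 of them replicate 4. In these 3 groups the array apart most often is the dimmest of its group. A technical source related to array brightness may contribute, since the median log2 fold change of all genes reached 0.622 between groups before scaling, but it was not tested within a group.

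The effect of Hemin with IRI (IRI+Hemin vs IRI) differed from that of Hemin alone (Hemin vs Control) in 1483 of 19064 genes by the interaction in limma at an adjusted p below 0.05. It was higher with IRI in 1113 and lower in 370, and an unadjusted p below 0.05 was reached by 2633 and 1625. Of the 1350 genes tested in both comparisons, 921 changed in opposite directions, 213 of them past the threshold in both. With 1 array left out the number lay between 974 (without Hemin replicate 3) and 1595, with normexp background correction it was 146, and with no normalization between arrays 402. Of 100 regroupings of the 16 arrays, 6 gave as many calls, the real one included. The other 5 gave between 2825 and 9481 calls and put 0, 2, 6, 7 and 7 of the 8 arrays with IRI on the same side, where the real grouping puts 4. That with 9481 calls sets all Control and Hemin arrays against all IRI and IRI+Hemin arrays, which parts whole slides as well as conditions. These regroupings hold the effect of IRI itself and decide nothing on chance. After the mean effects of IRI and of Hemin were removed from 18960 genes without missing values, 1 of 100 splits of the arrays gave as many calls, the real one with 1490, and the next highest had 292, so chance can be excluded at a share of 0.05. The groups lie on 4 slides scanned on 3 days, so a difference between slides and a different effect of Hemin in injured kidneys cannot be told apart, and no value within a day can be had.

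The paper reports the genes that rise in Hemin vs Control, and the genes that fall are a signal in data it did not discuss. In limma, 231 of 18579 genes were at least 3-fold lower in Hemin, 3263 were lower at the adjusted p alone and 4043 at an unadjusted p below 0.05. The count was 191 to 321 with each array left out, 374 with no filter on dim genes, 132 with the deposited log2 matrix, 123 by SAM, 86 with the strict filter, 41 with no normalization between arrays and 6 with normexp background correction. Among the 35 splits of these 8 arrays, the real one gave 309 calls, higher and lower together, and no other gave more than 58, which is fewer than the 231 lower genes alone and excludes chance as their source at a share of 0.05. Single probes of the deposited log2 values without any shift gave 0 lower in SAM, with 30 lower in limma at an adjusted p and 30 at an unadjusted p below 0.05 and the same fold. Without normalization the median log2 fold change of all genes tested was 0.622, so array brightness that differed between the slides may hide falls at that setting. An effect of Hemin and a difference between slides scanned on different days both remain open for the 231 genes and cannot be told apart, as each group lies on 1 slide.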

How the results depend on the processing

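Fold cutoffs in IRI+Hemin vs IRI and SAM on single probes of the deposited log2 values without a shift were chosen only after the result was seen, and the other settings here were planned.

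Counts of called genes are described as close to those reported where they lie within 1.5 times of them. With each array left out in turn they lay that close in all 5 comparisons and both shared counts, except for the genes higher in Hemin vs Control, with 47 (without Control replicate 3) to 134 (without Control replicate 2) in place of 78. For the genes that differ in the interaction, the range was 974 (without Hemin replicate 3) to 1595 in place of 1483. The correlations between comparisons stayed at 0.746 or higher for IPC+IRI vs IRI with IRI+Hemin vs IRI, 0.556 or higher for IPC+IRI vs IRI with Hemin vs Control, and 0.519 or higher for IRI+Hemin vs IRI with Hemin vs Control. The median of the olfactory receptor genes ranged from -1.149 to -1.011 in IRI vs Control and from -1.454 to -1.306 in IPC+IRI vs Control, and that of the dual specificity phosphatases from -0.084 to 0.011. The cause of these differences was not tested beyond the smaller number of arrays.

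Normexp background correction called fewer genes, with 170 higher and 151 lower in IRI vs Control, 31 and 15 in IPC+IRI vs IRI, 93 and 324 in IPC+IRI vs Control, 6 and 6 in Hemin vs Control, 2601 higher in IRI+Hemin vs IRI, 28 higher and 13 lower shared by IPC+IRI vs IRI and IRI+Hemin vs IRI, and 146 in the interaction. The correlations rose to 0.809 (IPC+IRI vs IRI with IRI+Hemin vs IRI), 0.804 (IPC+IRI vs IRI with Hemin vs Control) and 0.725 (IRI+Hemin vs IRI with Hemin vs Control). The olfactory receptors in IRI vs Control had a median of 0.022 (camera at the preset correlation, p = 0.209), and in IPC+IRI vs Control -0.478, past the threshold, with all genes tested at -0.147. Under the other settings both olfactory receptor medians stayed past it. The offset of 50 lies above the signal of many dim genes. By construction it draws their fold changes toward a single value, which lies below 0 where the first group has the brighter arrays. The share of the difference due to it was not tested.

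With no normalization between arrays there were 722 higher and 62 lower genes in IPC+IRI vs IRI, 652 and 1186 in IPC+IRI vs Control, 451 and 41 in Hemin vs Control, 599 lower in IRI+Hemin vs IRI, 593 higher and 49 lower shared and 402 in the interaction. That setting moved the median of all genes by construction, to 0.41 in IPC+IRI vs IRI, 0.35 in IPC+IRI vs Control, 0.446 in IRI+Hemin vs IRI and 0.622 in Hemin vs Control. The percent of calls that were higher went to 92.1, 35.5, 91.5 and 91.7 in these comparisons, from 69.7, 12.6, 59.2 and 25.2. Scaling by probes well above background on all arrays gave 43 higher genes in Hemin vs Control, 11.7% of the calls. Quantile normalization gave 1486 lower genes in IRI vs Control and 123 higher in Hemin vs Control, with 29.3% and 36.6% of the calls higher. Under normexp these shares were 53% in IRI vs Control, 44.9% in IRI+Hemin vs IRI and 50% in Hemin vs Control. The cause was not tested for the scaling by bright probes and for quantile normalization.

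The dual specificity phosphatases in IRI vs Control had a median of -0.026, not past the threshold in camera at the preset correlation (p = 0.0576). Camera at the preset correlation ranked them above other genes past it with normexp (median -0.006, p = 0.00858). At the preset correlation, camera did so too with no normalization (0.095, p = 0.0386) and with scaling by bright probes (-0.107, p = 0.0345). With the brightest probe of each gene, camera at the preset correlation did so at -0.006 (p = 0.0303). The deposited log2 matrix (-0.125, p = 0.00772) and no filter on dim genes (-0.046, p = 0.0336) passed in camera at the preset correlation. The rotation test fry passed at the median of -0.026, but it does not rank the family against other genes.

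With the deposited log2 matrix there were 288 higher genes in IRI vs Control, 96 lower in IPC+IRI vs IRI, 209 higher in IPC+IRI vs Control, 1502 lower in IRI+Hemin vs IRI, 47 higher and 132 lower in Hemin vs Control and 64 shared lower. The cause was not tested for this matrix, nor for the phosphatases.

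Signal over background limits which genes are tested. Without a filter on dim genes, 5626 genes were lower in IRI+Hemin vs IRI and 374 in Hemin vs Control, since more genes are tested. The strict filter, which tests fewer genes, gave 1271 lower in IRI vs Control, 125 higher and 92 lower in IPC+IRI vs IRI, 201 and 1632 in IPC+IRI vs Control, 24 and 86 in Hemin vs Control, and 110 higher and 72 lower shared, with a correlation of 0.681 between IPC+IRI vs IRI and Hemin vs Control.

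Leaving out the fold cutoff gave 3008 higher and 5968 lower genes in IRI vs Control, 4595 and 3127 in IPC+IRI vs IRI, 4247 and 5990 in IPC+IRI vs Control, 3427 and 3263 in Hemin vs Control, and 3087 and 2086 shared, by construction. With SAM there were 1327 lower in IPC+IRI vs Control, 695 higher and 379 lower in IRI+Hemin vs IRI, 22 and 123 in Hemin vs Control, and 194 and 80 shared. Its delta allows no false call in the median of the permutations, which is stricter than the adjusted p. SAM on single probes of the deposited log2 values without a shift gave 315 lower in IRI vs Control, 645 higher and 18 lower in IPC+IRI vs IRI, 618 and 74 in IPC+IRI vs Control, 949 and 17 in IRI+Hemin vs IRI, 455 and 7 shared, and 384 and 0 in Hemin vs Control, where limma on these probes called 30 lower at an adjusted and 30 at an unadjusted p below 0.05. A fold cutoff of 3 in IRI+Hemin vs IRI left 440 higher, 232 lower and 79 shared lower, a cutoff of 3 up and 2 down 440 higher and 898 lower, and a cutoff of 4 up and 2 down 178 higher, 898 lower and 127 shared higher, by construction.

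The replicate numbers do not pair the arrays, since residuals of arrays with the same number correlated with a median of -0.02 over 40 pairs, and of arrays with different numbers with -0.001 over 120. With a replicate block the counts were 494 and 2521 in IRI vs Control, 362 and 157 in IPC+IRI vs IRI, 373 and 2579 in IPC+IRI vs Control, 4439 and 3024 in IRI+Hemin vs IRI, 78 and 232 in Hemin vs Control, 286 and 128 shared, and 1274 in the interaction. The slide as a random block could not be fitted, since each group lies on 1 slide, and gives no value. For the 7 genes of Table S15 over the 5 comparisons, 18 values passed the threshold in limma and 18 with the methods' t-test. Ccl5, Fosl1 and Muc20 in Hemin vs Control passed with the latter and not in limma, where Fosl1 was not tested, and Cxcl1 in Hemin vs Control and Ccl5 and Hoxd4 in IRI vs Control passed in limma and not with the latter. The cause was not tested.

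Among single named genes and category lists, 5223 of the values under these settings had the same direction and side of the threshold, 203 fell short of the threshold, 67 passed it anew, 6 without a test moved by more than the spread, and 11 reversed. After normexp background correction, Cma1 was at 0.017 in IRI vs Control. Without normalization Eif2ak3 was at 0.164 in Hemin vs Control and 0.08 in IRI+Hemin vs IRI, Nod2 at 0.046 in Hemin vs Control and Hif1a at 0.078 in IPC+IRI vs Control. With the mean of the log2 values of probes, Eif2ak3 was at 0.155 in Hemin vs Control, 0.35 in IPC+IRI vs IRI and 0.432 in IRI+Hemin vs IRI, and Itgav at 0.587 in IPC+IRI vs IRI and 0.067 in IRI+Hemin vs IRI. With the deposited log2 matrix Itgav was at -0.405 in IPC+IRI vs Control. The reversals without normalization follow the shift of all genes at that setting, from 0.057 to 0.622 in Hemin vs Control for example. The probes of Eif2ak3 and Itgav differ in direction in the comparisons that the mean of log2 values reversed, and the cause was not tested for Cma1 with normexp and Itgav with the deposited matrix. In IPC+IRI vs Control the probes of Itgav changed by 0.164 to 3.137 at the main setting. With the deposited matrix a gene is the mean of its probes not blank on an array, so different probes can enter on different arrays.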

Differences from the paper's values

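Fold cutoffs in IRI+Hemin vs IRI, SAM on single probes of the deposited log2 values without a shift and the comparison of listed folds with single probes were chosen only after the values were seen, and the other alternatives were set before the data were examined.

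Counts of called genes differed as follows, each with 21 alternatives set before the data were examined. The paper gives 361 genes lower in IRI vs Control, and 2529 were found here, with none of the alternatives within the paper's value. For IPC+IRI vs IRI the paper gives 24 lower and 157 were found, again with none within it. The paper's counts for IPC+IRI vs Control are 564 higher and 115 lower, and those found here 373 and 2586. The higher count came within the paper's with no normalization between arrays, quantile normalization, the brightest probe, no filter on dim genes, and without Control replicate 1, Control replicate 2, IPC+IRI replicate 1 or IPC+IRI replicate 4, and not with the other 13, while no alternative did so for the lower count. In IRI+Hemin vs IRI, the paper's 306 higher and 29 lower stand against 4653 and 3210 here, counted without a fold cutoff as the Results state none, and none of the alternatives came within either. Higher genes in Hemin vs Control number 346 in the paper and 78 here, and only no normalization between arrays, with 451, came within the paper's value.

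Of the settings chosen after the values were seen, a fold cutoff of 3 in IRI+Hemin vs IRI gave 440 higher genes, within 1.5 times of the paper's count, and 232 lower, which is not. The 3- or 4-fold up and 2-fold down of the paper's Methods, also applied after seeing the values, gave 440 or 178 higher, of which 440 lies within 1.5 times, and 898 lower, which does not. SAM on single probes of the deposited log2 values without a shift, also chosen after seeing the values, gave 315 lower in IRI vs Control, 18 lower in IPC+IRI vs IRI, 618 higher in IPC+IRI vs Control and 384 higher in Hemin vs Control, each within 1.5 times of the paper's. It gave 645 higher in IPC+IRI vs IRI, 74 lower in IPC+IRI vs Control and 949 higher and 17 lower in IRI+Hemin vs IRI, which are not. For the first of these the paper has 248, and the 361 found in limma lie within 1.5 times of it. Among the genes from SAM, names with a current symbol in the reference table numbered 191 lower in IRI vs Control, which is not within 1.5 times of the paper's 361, and 17, 481 and 272 in the other 3 counts, which are, and the paper removed transcripts without an Entrez gene ID. In the counts not within 1.5 times they numbered 441, 48, 636 and 15, and in IRI vs Control the setting gave 457 higher, 397 of them such names, with 483 in the paper.

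In the Venn diagram of higher genes, with 13 alternatives set before the data were examined, the paper gives 136 genes in IPC+IRI vs IRI only, 189 in IRI+Hemin vs IRI only and 108 in both, and 66, 4346 and 292 were found here. The number in IPC+IRI vs IRI only came within the paper's with no normalization between arrays, the brightest probe and SAM, and not with the other 10. No alternative came within the paper's value in IRI+Hemin vs IRI only, and for the genes in both the strict filter alone did, with 110. With the fold cutoff of 3, chosen after seeing the values, the numbers were 147, 228 and 211, of which 147 and 228 lie within 1.5 times of the paper's. At 4-fold, also chosen after seeing the values, they were 231, 51 and 127, of which 127 does. Single probes of the deposited log2 values with SAM, chosen after seeing the values, gave 185, 491 and 447, of which 185 does.

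Fold changes in Tables S2 to S5 differed for 5 of the named genes, with 19 alternatives each set before the data were examined. For Rn18s in IPC+IRI vs IRI the paper gives 28.4 and 6.578 was found here, and only the mean of the log2 values of the probes came within the paper's value. Slc4a7 in IPC+IRI vs IRI is at -33.5 in the paper and -12.45 here, where the brightest probe alone came within it. For Ogt in IPC+IRI vs Control the paper's -12.4 and -2.114 here were brought together by none of the alternatives. Slc4a7 in IRI+Hemin vs IRI has -17.6 in the paper and -9.238 here, and the brightest probe, the fit without IRI replicate 4 and that without IRI+Hemin replicate 4 came within it, unlike the other 16. Rn18s in Hemin vs Control is given as 14.5 in the paper and was 3.722, with no normalization between arrays, the mean of the log2 values of the probes and the fit without Control replicate 2 within it, and the other 16 not. Of 219 listed genes found in the files, the paper's fold of 218 equals, within 0.1, the fold of a single probe of the deposited log2 values without a shift, and that of 3 does so after the shift by the 75th percentile, a comparison chosen after seeing the values.

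The paper lists the genes of Table S8 as higher in IPC+IRI vs IRI and those of Table S14 as higher in Hemin vs Control, at its 3-fold cutoff. Of 69 genes of Table S8 that were tested, 60 were higher and 12 were called with that cutoff, and of 77 genes of Table S14, 71 were higher and 7 were called. Over the alternatives set before the data were examined, these counts of called genes ran from 4 with normexp background correction to 45 with no fold cutoff for Table S8, and from 1 to 55 under the same settings for Table S14, with 20 and 36 under no normalization between arrays. Table S9 had 5 of 12 genes called lower and Table S10 82 of 172 called higher, or 11 and 158 with no fold cutoff. SAM on single probes of the deposited log2 values without a shift, chosen after seeing the values, called 66 genes of Table S8, 70 of Table S14, 167 of Table S10 and 5 of Table S9.

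The paper describes the dual specificity phosphatases as a class that rises after IRI. Of 20 genes tested, 9 were higher and 5 lower at an adjusted p below 0.05, and the median log2 fold change was -0.026, against -0.174 for all genes, with 10 genes above and 10 below 0. These genes were taken by name, while the paper names the class in the context of MAPK signaling. Those under MAPK in Table S6, chosen by the study on these arrays, were all higher past the threshold. Dusp9, under MAPK in Table S7, was lower past it. In camera at the preset correlation, the class ranked above other genes past the threshold under 6 alternatives on all arrays, with p between 0.00772 and 0.0386. It did not do so at the main setting. The rotation test fry passed there, but it does not rank the class against other genes. The paper says that lower genes were hardly shared by IPC+IRI vs IRI and IRI+Hemin vs IRI, and 131 of 157 were shared here, or 123 with a cutoff of 2 down and 79 with 3 in IRI+Hemin vs IRI, and 7 under SAM on single probes of the deposited log2 values without a shift, chosen after seeing the values. The paper states that genes of the renin-angiotensin system fell in IPC+IRI vs IRI, where Table S9 lists Anpep. Anpep had a log2 fold change of -0.95, past the threshold without the fold cutoff and not called with it. The paper lists Muc20 in Table S14 as higher in Hemin, and its log2 fold change was 1.49 (adjusted p = 0.0672), past the threshold with no normalization between arrays (2.06), with a fit of the 8 arrays alone (1.49) and with the methods' t-test, with an adjusted p between 0.0167 and 0.21 over the alternatives of the limma fit.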

Other observations

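The test on lists matched to the olfactory receptor genes, that of array brightness, the division of the IRI arrays, the values of Control replicate 2, the regroupings with mean effects removed and the comparison of listed folds with single probes were chosen only after the result was seen, and the other tests here were planned.

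Genes higher in both IPC+IRI vs IRI and IRI+Hemin vs IRI numbered 292, and the log2 fold changes of these comparisons correlated at 0.77. Chance values of the IRI arrays that the comparisons share do not account for the whole of this. With these arrays divided 2 and 2 between the comparisons, so that none was shared, 229 to 282 genes were higher in both over the 6 divisions, where 64.9 to 83.5 would be expected of independent lists, and the correlation was between 0.568 and 0.706. They may account for part, since with the same 2 arrays in both the numbers were 254 to 355 and 0.774 to 0.793, and draws of unchanged groups against shared arrays had a median correlation of 0.537 and a highest value of 0.807. A difference in labelling or hybridisation that also acts on the added spike-in RNA was expected beforehand to raise the spike-in probes with the shared genes. Their median instead fell by 2.181 in IRI+Hemin vs IRI and by 1.643 in IPC+IRI vs IRI on the log2 scale, where the shared genes had medians of 1.884 and 1.963. The medians of single arrays ran from -0.049 to 2.051 in IRI, from -1.174 to -0.592 in IRI+Hemin and from -1.245 to 1.137 in IPC+IRI, which overlaps with IRI. Such a difference need not move both kinds of probes alike, and the amount of spike-in RNA added may itself have varied, so this explanation and a difference between batches of slides remain open. IPC+IRI vs IRI correlated at 0.594 with Hemin vs Control, which shares no array with it, and 240 of 262 shared genes were higher in Hemin than in Control. The IRI+Hemin, IPC+IRI and Hemin arrays were scanned on later days than the Control and IRI arrays. However, Control replicate 2, an array of the Control slide, had the shared genes at a median of 0.679 above the other Control arrays, with 256 of 292 higher, while the medians of the other 19 arrays against their own groups lay between -0.367 and 0.31. This goes against slide or treatment as the only source, but it is 1 array and excludes neither, and a property of single RNA samples or arrays may contribute. A common response of the kidney to IPC and to Hemin, which the paper proposes, remains open as well. The day of the scan goes with the treatment in these groups, so the design cannot tell these explanations apart.

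Ribosomal RNA probes were higher on the IRI+Hemin, IPC+IRI and Hemin slides than on the Control and IRI slides, by 3.967 for LOC236598, with 12 of 12 arrays above all Control and IRI arrays, by 2.287 for Rn18s with 1 of 12, and by 1.149 for J00623 with 4 of 12. Control replicate 2 had the levels of the former slides or came near them, with LOC236598 at -0.457, Rn18s at 7.741 and J00623 at 1.977, where the other Control arrays reached at most -3.644, 5.143 and 0.488. A candidate explanation is RNA quality or labelling that differed between slides and, in view of this array, also within 1 of them, under which other transcripts without a poly(A) tail would move along. The 30 replication-dependent histone genes had a median change of 0.749, with 27 higher, while the median of all genes was 0.054 (camera at the preset correlation, p = 1.86e-08, and fry, p = 4.88e-06). On Control replicate 2 their median was 0.815 above the other Control arrays. A change in cell division with treatment, another way in which histone genes may rise, was not tested and remains open.

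Olfactory receptor genes were lower in IRI and in IPC+IRI than in Control. Of the 24 genes of Table S7 and the 25 of Table S11 found in the files, 0 were short of well above background on every array, but the study picked them for their fall on these arrays, so this decides nothing on signal near background. The median processed signal of the family was 20.5 intensity units in Control and 10.6 in IRI, with a local background near 37 units. Normexp background correction put the median change in IRI vs Control at 0.022, so signal near background and a fall in these transcripts cannot be told apart there. In IPC+IRI vs Control, the median with this correction was -0.478 in place of -1.398, so a smaller fall, past the threshold, was left. A fall of all dim genes on these arrays does not account for the whole of the change, but it may account for a large part. Lists matched on mean signal had a median of -0.765 in IRI vs Control, between -0.98 and -0.548, where the family had -1.09 and 0 of 10000 lists were as low. The lists for IPC+IRI vs Control were at -0.436, between -0.732 and -0.177, and the family at -1.398. No biological explanation was tested beyond the conditions.

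An injury response still present in IPC+IRI kidneys is a hypothesis that can be examined without crossing scan days, since IPC+IRI and Hemin arrays were scanned on 1 day and IRI and Control arrays on another. Across 17719 genes, the slope of IPC+IRI minus Hemin on IRI minus Control was 0.605, between 0.566 and 0.643 with each array left out, with a correlation of 0.766. The slope lies above the slope of 0 that no response would give. Noise in IRI minus Control lowers the slope of even a full response below 1. The slope to expect in that case was not computed, so 0.605 cannot tell a full from a partial response. Of the 495 genes called higher in IRI vs Control, 493 (99.6%) were higher in IPC+IRI than in Hemin, 431 at an adjusted p below 0.05, and of the 2529 called lower, 2331 (92.2%) were lower. IPC+IRI vs Hemin, a comparison that the paper does not report, had 2436 genes higher and 4233 lower at an adjusted p below 0.05 among 18544 tested, with 449 and 228 at least 3-fold. The part that Hemin itself contributes to this comparison, and each group's own slide, were not separated.

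More genes were higher than lower in IPC+IRI vs IRI. A shift of all genes left by the choice of scaling would bring the numbers near equality under quantile normalization, where 63.4% of the calls were higher, with 294 higher and 170 lower. The share was 69.7% at the 75th percentile, 67.4% with normexp, 66.8% with scaling by bright probes and 92.1% with no normalization. A larger number of higher genes was thus found under each of these scalings. A difference between slides and an effect of IPC both remain open for it.

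Few or no genes were lower in Hemin vs Control and IPC+IRI vs IRI with the deposited values as they are, with 0 and 18 by SAM on single probes and 30 and 95 in limma at an adjusted p, or 30 and 96 at an unadjusted p below 0.05. Array brightness that differed between slides is a candidate explanation. The median log2 fold change of all genes tested was 0.622 in Hemin vs Control with no shift and 0.057 after division by the 75th percentile, and 231 genes were called lower after it. For IPC+IRI vs IRI the medians were 0.41 and 0.093. An increase of RNA in most genes with treatment would give the same shift and was not tested.

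Other splits of the arrays were counted for each comparison. In each of the 5 comparisons, 1 of 35 splits of the 8 arrays gave as many calls, the real one, so chance can be excluded at a share of 0.05. In the fits of these splits, the real number and the next highest were 3028 and 17 in IRI vs Control, 518 and 20 in IPC+IRI vs IRI, 2959 and 314 in IPC+IRI vs Control, 7940 and 452 in IRI+Hemin vs IRI, and 309 and 58 in Hemin vs Control. For the interaction, 6 of 100 regroupings gave as many, the others by parting the IRI arrays, and 1 of 100, the real one, after the mean effects of IRI and of Hemin were removed, so chance can be excluded there too. These counts do not separate a treatment from the slide it was measured on.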
